# A role for alternative splicing in circadian control of exocytosis and glucose homeostasis

**DOI:** 10.1101/gad.338178.120

**Published:** 2020-08-01

**Authors:** Biliana Marcheva, Mark Perelis, Benjamin J. Weidemann, Akihiko Taguchi, Haopeng Lin, Chiaki Omura, Yumiko Kobayashi, Marsha V. Newman, Eugene J. Wyatt, Elizabeth M. McNally, Jocelyn E. Manning Fox, Heekyung Hong, Archana Shankar, Emily C. Wheeler, Kathryn Moynihan Ramsey, Patrick E. MacDonald, Gene W. Yeo, Joseph Bass

**Keywords:** circadian clock, insulin secretion, exocytosis, alternative splicing, RNA sequencing, transcriptomics, THRAP3, MADD, CASK, SNAP25

## Abstract

The circadian clock is encoded by a negative transcriptional feedback loop that coordinates physiology and behavior through molecular programs that remain incompletely understood. Here, we reveal rhythmic genome-wide alternative splicing (AS) of pre-mRNAs encoding regulators of peptidergic secretion within pancreatic β cells that are perturbed in *Clock*^−/−^ and *Bmal1*^−/−^ β-cell lines. We show that the RNA-binding protein THRAP3 (thyroid hormone receptor-associated protein 3) regulates circadian clock-dependent AS by binding to exons at coding sequences flanking exons that are more frequently skipped in clock mutant β cells, including transcripts encoding *Cask* (*calcium/calmodulin-dependent serine protein kinase*) and *Madd* (*MAP kinase-activating death domain*). Depletion of THRAP3 restores expression of the long isoforms of *Cask* and *Madd*, and mimicking exon skipping in these transcripts through antisense oligonucleotide delivery in wild-type islets reduces glucose-stimulated insulin secretion. Finally, we identify shared networks of alternatively spliced exocytic genes from islets of rodent models of diet-induced obesity that significantly overlap with clock mutants. Our results establish a role for pre-mRNA alternative splicing in β-cell function across the sleep/wake cycle.

## Abstract (precis)

In this study from Marcheva et al., the authors show that rhythmic genome-wide alternative splicing (AS) of pre-mRNAs encoding regulators of peptidergic secretion within pancreatic β cells is perturbed in Clock^−/−^ and Bmal1^−/−^ β-cell lines. They find that RNA-binding protein THRAP3 regulates circadian clock-dependent AS by binding to exons at coding sequences flanking exons that are more frequently skipped in clock mutant β cells, including transcripts encoding Cask and Madd, thus establishing a role for the temporal control of pre-mRNA alternative splicing in the secretory dynamics of mammalian β cells throughout the sleep/wake cycle.

The circadian clock is an endogenous timing system that coordinates organismal physiology in anticipation of the sleep–wake cycle (Bass and Takahashi 2010; Asher and Schibler 2011; Bass 2012). At the molecular level, the clock is composed of basic helix–loop–helix transcription factors (TFs), in which activators in the forward limb (CLOCK and BMAL1) induce the transcription of their own repressors (PER1/2/3 and CRY1/2) in a cycle that repeats itself every 24 h (Balsalobre et al. 1998; Preitner et al. 2002; Liu et al. 2008; Bugge et al. 2012; Cho et al. 2012). The REV-ERB and ROR proteins form a reinforcing loop that modulates *Bmal1* transcription. In turn, the core TFs induce robust amplitude in the rhythmic production of downstream PAR-bZIP TFs in liver and β cells that play key roles in mammalian metabolism (Gachon et al. 2006; Tong et al. 2010; Nakabayashi et al. 2013). RNA sequencing analyses have shown that CLOCK/BMAL1 drive rhythmic expression of 10%–25% of all mRNAs within diverse mammalian tissues (Panda et al. 2002; Lowrey and Takahashi 2004; Hughes et al. 2009; Vollmers et al. 2009). Unique sets of genes oscillate across tissues due to interactions between CLOCK/BMAL1 and lineage-determining factors (Lee et al. 2005; Perelis et al. 2015). Surprisingly, however, recent reports in liver have indicated that ∼70% of genes that display mRNA rhythmicity do not display oscillations in their corresponding intron-containing pre-mRNAs (Koike et al. 2012). Additionally, the zenith of CLOCK/BMAL1 chromatin binding does not correspond to the peak phase of mRNA accumulation for most target genes. These studies suggest that posttranscriptional regulation is a crucial component of circadian gene regulation (Koike et al. 2012; Menet et al. 2012; Green 2018).

Mounting evidence suggests that posttranscriptional RNA-processing events such as methylation, polyadenylation, and alternative splicing (AS) are linked to the circadian clock (Kojima et al. 2012; McGlincy et al. 2012; Fustin et al. 2013). AS, which enables a single genomic locus to produce multiple functionally distinct mRNAs in a tissue-, cell type-, and developmental stage-specific manner (Young et al. 1981; Vuong et al. 2016; Kim et al. 2018), is initiated upon the recruitment of RNA-binding proteins (RBPs) to consensus RNA motifs within regulatory elements of introns and exons of pre-mRNAs. RBPs then guide the oligomeric spliceosome complex to the correct sites for subsequent inclusion, exclusion, or skipping of exon cassettes to generate alternatively spliced transcripts. Rhythmic production of unique alternative mRNA splice isoforms from pre-mRNA has been shown to occur in plants, *Drosophila*, and mice (Sanchez et al. 2010; Hughes et al. 2012; McGlincy et al. 2012; Wang et al. 2018). Oscillating AS events have also been shown to be driven by both the internal core circadian clock and environmental timing cues such as temperature, which drives the rhythmic phosphorylation and function of serine–arginine (SR)-containing spliceosomal proteins as well as the splicing efficiency and stabilization of *cold-inducible RNA-binding protein* (*Cirp*) (Morf et al. 2012; Gotic et al. 2016; Preußner et al. 2017).

Evidence suggests that the clock regulates AS in neurons, where neurotransmitter release varies across the day/night cycle (Shinohara et al. 2002; Barber et al. 2016; Gizowski et al. 2016; Wang et al. 2018), raising the possibility that rhythmic AS may play a role in physiology. Genetic studies show that selective ablation of the molecular clock within pancreatic β cells of adult mice induces diabetes due to severely impaired insulin secretion (Marcheva et al. 2010; Sadacca et al. 2011; Perelis et al. 2015; Petrenko et al. 2017). Clues to a role for rhythmic AS in β-cell function originated in RNA and ChIP sequencing studies in mouse and human pancreatic islets, which revealed that as many as 80% of rhythmic mRNAs and 82% of mRNAs differentially expressed in *Bmal1*^−/−^ islets are not directly controlled by CLOCK/BMAL1, and are therefore regulated either transcriptionally or posttranscriptionally (Perelis et al. 2015).

Since the circadian transcriptome in islet cells is enriched for mRNAs encoding synapse-associated proteins that are established targets of AS, we sought here to test whether AS events are regulated by the clock through circadian RBP expression in islet cells. We used genome-wide transcriptomics to quantify changes in AS events and expression in circadian controlled RNAs. We found that wild-type (WT) islets display rhythmic expression of RBPs and AS of mRNAs encoding protein regulators of peptidergic secretion, and that clock nullizygous β cells display significantly increased exon skipping events in genes that control insulin secretion. We report a novel role for the circadian RBP THRAP3 in isoform selection within misspliced transcripts associated with insulin secretion in clock-deficient cells. In addition, we used live cell capacitance measurements to determine the level of impairment in exocytosis in new CRISPR-generated clock mutant β-cell lines as well as primary β cells from pancreas-specific *Bmal1*^−/−^ mice. Last, we identify an overlap between AS events that are disrupted in clock mutant β cells and those identified in diet-induced obesity. Thus, we propose that RNA missplicing in β cells contributes to the etiology of diabetes mellitus in conditions of circadian disruption.

## Results

### Circadian control of alternative splicing in pancreatic islets throughout the day

To determine whether posttranscriptional alternative pre-mRNA splicing in pancreatic islets is influenced by circadian time, we first assessed genome-wide AS events from WT mouse islets cultured ex vivo and sampled in triplicate at 4-h intervals for 48 h following synchronization by a 1-h 10 μM forskolin shock (Perelis et al. 2015) (GSE69889) (see schematic in Fig. 1A). We used rMATS (replicate multivariate analysis of transcript splicing) (Shen et al. 2014) to identify and quantify the following types of AS events: skipped exons (SE), alternative 3′ and 5′ splice sites (A3SS and A5SS), and mutually exclusive exons (MXE) (Fig. 1A). To compare AS events across time, we first collected RNA sequencing (RNA-seq) reads in our data that uniquely aligned to exon–exon junctions annotated within the reference genome that were commonly assigned as AS events in all time points that had changes in percent-spliced in (ψ) values reflecting exon inclusion in at least half of all averaged time points. The ensemble of AS events in our data included 11,400 SEs, 2251 A3SSs, 1297 A5SSs, and 1689 MXEs across 6520 unique genes. To establish the trajectories of AS events throughout the time series to assess rhythmic AS across the day, we calculated ψ for all common AS events from each of the three replicate samples for each time point and identified statistically significant (adjusted *P*-value < 0.05) oscillations in ψ using JTK_cycle (Hughes et al. 2010), allowing for period lengths of 20, 24, or 28 h. This analysis revealed a total of 257 oscillatory AS events, consisting of 172 SE, 44 A3SS, 20 A5SS, and 21 MXE events across 241 unique genes (Fig. 1A; Supplemental Table S1), which collectively displayed a bimodal distribution in peak phases occurring ∼44 and 52 h after shock (Fig. 1B). Sashimi plots, which show reads mapping across splice junctions to quantify exon inclusion levels, are shown across the circadian day to demonstrate rhythmic AS for *Golgb1*, which encodes a Golgi-associated and vesicle tethering factor (Fig. 1C; Supplemental Fig. S1A). Rhythmic AS for other representative genes is shown by plotting inclusion level differences for cassette exons across the circadian day in the splicing factor *Srrm2* and the synaptic vesicle cycle-associated GTPase *Dnm1* (Supplemental Fig. S1A). These data establish for the first time that the molecular clock regulates rhythmic AS throughout the day in the pancreatic islet, a peripheral cell type.

**Figure 1.**
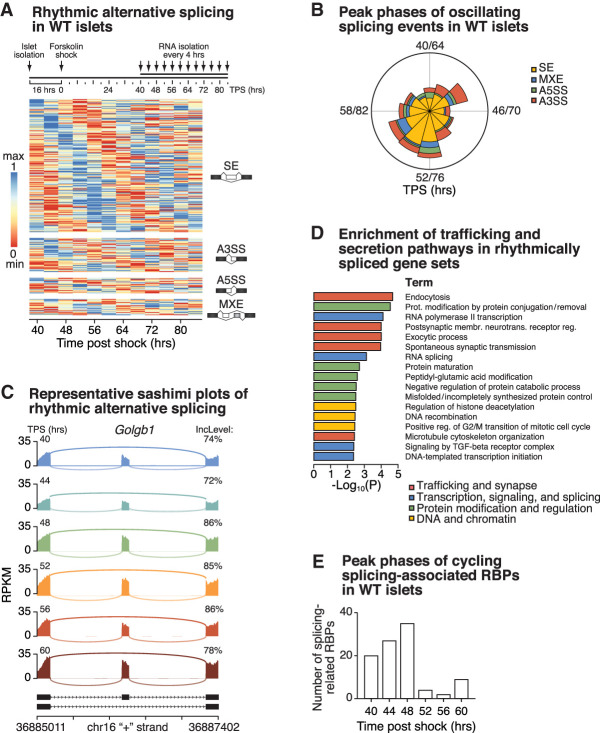
Circadian control of alternative splicing in pancreatic islets throughout the day. (*A*) Schematic of ex vivo experimental design for RNA isolation in forskolin-synchronized mouse islets. RNA was isolated every 4 h for 48 h starting 40 h after forskolin shock. TPS (hours), time after shock (hours) (*n* = 3/timepoint). Heatmap representing rhythmically spliced genes (skipped exons [SE], alternative 3′ and 5′ splice sites [A3SS and A5SS], and mutually exclusive exons [MXE]) every 4 h over the course of 48 h in forskolin-synchronized oscillating WT islets. (*B*) Radial histogram showing the number of splicing events of each type with peak psi occurring within each period length-adjusted phase, with the radius corresponding to 40 splicing events. (*C*) Representative sashimi plots show time of day-dependent alternative splicing of *Golgb1* every 4 h across 24 h (starting 40 h after forskolin shock), with the exon inclusion level indicated at each time point. (*D*) Pathway analyses reveal significant enrichment of trafficking and secretion pathways within alternatively spliced gene sets. (*E*) Peak phase in expression of cycling RNA-binding proteins within the GO ontology term “RNA splicing.”

Given that the islet circadian transcriptome is enriched for mRNAs encoding trafficking and synapse-associated proteins known to be regulated by AS in neuronal tissues, we hypothesized that similar pathways might emerge within circadian-controlled alternatively spliced transcripts. Indeed, interrogation of functional pathways included in KEGG (Kyoto Encyclopedia of Genes and Genomes), GO (gene ontology), and reactome databases using Metascape (Tripathi et al. 2015) revealed that genes with oscillatory splicing events are over-represented in trafficking and synapse pathways (Fig. 1D), including endocytosis (i.e., *Dnm1*, *Pip5k1a*, *Vps25*, *Rab11a*, and *Smap2*), spontaneous synaptic transmission (i.e., *Rims2*, *Mtmr2*, and *App*), and exocytic processes (i.e., *Grik5*, *Snap47*, *Vps11*, and *Synj1*). Several pathways and gene targets regulating transcription and posttranscriptional processing were also identified (Fig. 1D), including the transcript for splicing factor SRRM2 (Supplemental Fig. S1A). Interestingly, comparison of rhythmically spliced transcripts (from Fig. 1A) and rhythmically expressed transcripts (from Perelis et al. 2015) revealed that while only 34% of rhythmically spliced transcripts overlapped with rhythmically expressed mRNAs, both were enriched for gene sets important for synaptic and secretory pathways (Supplemental Fig. S1B).

Since AS occurs as a consequence of interactions between RBPs and splicing regulatory elements in pre-mRNAs, we next interrogated the islet transcriptome for rhythmically expressed RBPs and identified 296 oscillating transcripts encoding RBPs (Supplemental Fig. S1C; Supplemental Table S2). We identified oscillation of RBPs such as *Nono* and *Adarb1*, which have been implicated in regulating circadian RNA transport and editing, respectively (Terajima et al. 2017; Benegiamo et al. 2018). Of note, of the 296 rhythmic RBPs, 99 have shown to been associated with splicing (Fig. 1E; Supplemental Table S2), including *Thrap3* (Lande-Diner et al. 2013). We further observed that rhythmic RBPs, including the splicing-associated RBPs, displayed peak phases of expression ∼44–48 h after shock (Fig. 1E; Supplemental Fig. S1C), which overlapped with the first peak in splicing (Fig. 1B) and the zenith in insulin secretion (Perelis et al. 2015). Conversely, the trough of RBP expression (Fig. 1E; Supplemental Fig. S1C) coincided with the second peak in splicing ∼52–56 h after shock (Fig. 1B) and was in anticipation of the nadir in insulin secretion (Perelis et al. 2015).

### Generation of cell models for analysis of BMAL1 and CLOCK alternative splicing and function

Given that alternative splicing of mRNAs encoding key exocytotic and trafficking factors varies across the day in islet cell clusters (Fig. 1D), and that both clock-controlled expression and AS are cell type-specific (Young et al. 1981; Vuong et al. 2016), we next sought to determine the specific role of the β-cell molecular circadian clock in regulating the synthesis and processing of protein-coding messenger RNAs. To do so, we first generated clonal isogenic β-cell lines lacking a functional clock (*Bmal1*^−/−^ or *Clock*^−/−^) that recapitulate physiologic features of glucose-responsive insulin secretion. We used CRISPR/Cas9 gene editing and homology-directed repair (HDR) in mouse β-TC6 cells to establish *Bmal1* and *Clock* nullizygous β cells harboring premature stop codons that lead to disruption of exons encoding the bHLH DNA-binding domains (Supplemental Fig. S2A). Quantitative real-time PCR and Western blot screening of individual clones identified desired cell lines lacking functional *Bmal1* and *Clock* mRNA and protein, as well as decreased expression of their downstream target *Rev-erbα* (Supplemental Fig. S2B,C). To confirm functional loss of the β-cell core molecular clock, we transduced *Bmal1*^−/−^, *Clock*^−/−^, and control β-cell lines with a lentivirus encoding a *Per2* promoter fragment containing consensus binding sites for core circadian TFs immediately upstream of the firefly *Luciferase* (*Luc*) gene that is sufficient to drive circadian bioluminescence rhythms in mammalian cells (Supplemental Fig. S2D; Liu et al. 2008). Whereas control β-cell lines transduced with the *Per2*-*dLuc* reporter displayed robust circadian bioluminescence rhythms following synchronization by exposure to a 24-h temperature cycle that mimics the endogenous body temperature rhythm (Buhr et al. 2010; Saini et al. 2012), PER2-dLUC failed to oscillate in *Bmal1*^−/−^ and *Clock*^−/−^ β cells, indicating a loss of the core circadian network function in these cells (Supplemental Fig. S2D). Consistent with β-cell-specific loss of clock function, these *Bmal1*^−/−^ and *Clock*^−/−^ β-cell lines had impaired nutrient and nonnutrient secretagogue-induced insulin secretion following exposure to either glucose or potassium chloride, respectively (Supplemental Fig. S2E; Marcheva et al. 2010; Perelis et al. 2015). Importantly, these *Bmal1*^−/−^ and *Clock*^−/−^ β-cell lines have secretory phenotypes that are shared with pancreas-specific *Bmal1* mutant mice (Marcheva et al. 2010; Sadacca et al. 2011; Perelis et al. 2015). Here, we also show a similar loss of glucose-responsive insulin secretion in pancreas-specific *Clock* knockout mice. Ablation of CLOCK expression specifically in pancreatic islets was confirmed by immunofluorescent staining (Supplemental Fig. S3A) and did not alter locomotor activity, circadian period length, feeding rhythm, or body weight (Supplemental Fig. S4). Similar to pancreas-specific loss of BMAL1, we observed significant hyperglycemia without a concomitant increase in insulin (Supplemental Fig. S3B,C), and *PdxCre;Clock^flx/flx^* mice were glucose intolerant and displayed reduced insulin secretion following a glucose challenge compared with their littermate controls (Supplemental Fig. S3D). Finally, islets isolated from pancreas-specific *Clock* KO mice also secreted significantly less insulin in response to both glucose and KCl, an insulin secretagogue that causes direct β-cell depolarization, despite no change in intracellular insulin content, consistent with observations in CRISPR cell lines (Supplemental Fig. S3E). Together, these findings in vivo and in cell lines are the first to show that both BMAL1 and CLOCK TFs are required for appropriate control of stimulus-secretion coupling within β cells and prompted us to interrogate genome-wide transcription and processing of mRNAs underlying the circadian control of insulin secretion in pancreatic β cells versus in a heterogeneous islet population. Our results demonstrate a cell-autonomous requirement for molecular clock components in β-cell function.

### BMAL1 and CLOCK control shared exocytic networks regulated by alternative splicing

To first identify the repertoire of genes specifically regulated by both BMAL1 and CLOCK in β cells and to ultimately determine whether circadian regulation of RNA processing may also contribute to secretory defects in clock mutant β cells, we initially performed RNA sequencing (RNA-seq) comparing polyadenylated mRNAs isolated from *Bmal1*^−/−^, *Clock*^−/−^, and WT control β cells. 

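β-TC6 is a mouse insulinoma line that secretes insulin, and the *Bmal1*-/- and *Clock*-/- cells were made from it by CRISPR–Cas9 editing of exons that encode the bHLH domain of each protein. *Bmal1* encodes the transcription factor that pairs with CLOCK on E-box sites, and the annotation names it *Arntl*. *Arntl* mRNA rose in *Clock*-/- cells and did not pass the test in *Bmal1*-/- cells. *Clock* mRNA passed the test in neither line. The edits remove a small part of each transcript, so the level of the whole gene does not show whether the protein was lost.

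*Arntl* (ENSMUSG00000055116) lies on chromosome 7 from 113207465 to 113314126 of mm10, the build of all positions given here. It was at a TPM of 3.63, 3.52 and 4.22 in the WT libraries, 3.52, 3.32 and 3.41 in the *Bmal1*-/- libraries and 13.2, 10.6 and 16.2 in the *Clock*-/- libraries. Its log2 fold change was 1.57 (standard error 0.15, adjusted p = 3.1e-05) in *Clock*-/- cells and −0.11 (standard error 0.15, adjusted p = 0.539) in *Bmal1*-/- cells. *Clock*, on chromosome 5 from 76209868 to 76304792, was at 49.7, 46.7 and 40.9 TPM in WT, 30.9, 35.2 and 36.5 in *Bmal1*-/- and 36.0, 28.0 and 46.6 in *Clock*-/- libraries. The largest departure from WT was its log2 fold change of −0.41 (adjusted p = 0.0543) in *Bmal1*-/- cells.

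RNA came from 3 wells of each genotype, and each knockout line is a single selected clone. The p-values therefore measure the spread between wells, and a difference between genotypes includes any difference between the clones. The authors sequenced polyadenylated RNA as strand-specific paired-end libraries, aligned the reads with STAR 2.5.0 to mm10 with the gencode vM10 annotation and counted exons with featureCounts 1.5.3. The values used here are their TPM of 20599 genes in 9 libraries, whose sum is the same in every library and which keep no sequencing depth. The steps between the lowest values place the depth of the libraries at 0.786 to 1.45 times that of WT replicate 1. Libraries of one genotype correlated across genes at 0.976 to 0.993 (Pearson, log2 of TPM + 1), and libraries of different genotypes at 0.918 to 0.952. The *Bmal1*-/- libraries listed 2189 to 2691 genes at 0, against 687 to 905 in WT and 791 to 1010 in *Clock*-/- libraries.

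The log2 of TPM + 1 was compared between genotypes with limma 3.58.1, with a trend of the spread on the mean and all libraries in 1 fit, over the 15031 genes with a TPM of at least 1 in at least 3 of the 9 libraries. Adding 1 shrinks the fold change of genes at low TPM. The p-values were adjusted by Benjamini–Hochberg over all genes tested. A gene was called at the paper's thresholds, an adjusted p under 0.01 and a log2 fold change above 1 in either direction. A named gene or the member of a list is said to rise or fall at an adjusted p under 0.01 without a minimum fold change. Of 32 gene lists, 22 were written from textbook knowledge before the data were examined, and 10 come from the paper. Except for the list of RNA-binding proteins rhythmic in islets, the paper's lists were chosen on these same cells and are not independent evidence of a direction. Each list was compared with all other genes by camera, a set test of limma, with a preset correlation of 0.01 between genes and adjustment over the lists.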

We identified altered expression of 3035 genes in *Bmal1*^−/−^ cells and 1606 genes in *Clock*^−/−^ cells (log_2_ FC > 1, FDR < 0.01) (Fig. 2A). Among these differentially expressed genes, we focused on the 815 mRNAs that were differentially expressed in both *Clock*^−/−^ and *Bmal1*^−/−^ cells, as they are more likely to underlie the common secretory phenotypes observed in these two lines (Supplemental Table S3). 

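In *Bmal1*-/- cells the largest falls included *Kdelr3*, a receptor that returns escaped proteins to the endoplasmic reticulum, *Lgals2*, a galectin, and *Ngfr*, a neurotrophin receptor. The largest rises were *Pla2g2f*, a secreted phospholipase, and *Spon2*, a protein of the extracellular matrix. In *Clock*-/- cells the insulin gene *Ins1* fell, as did *Aard*, which encodes an alanine and arginine rich protein, and *Enpep*, an aminopeptidase. *Nsg2*, a vesicle protein of neurons, and *Sorl1*, a sorting receptor, were among the largest rises in *Clock*-/- cells.

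Of the 15031 genes tested, 1773 were called in *Bmal1*-/- cells, of which 575 rose and 1198 fell. Without a minimum fold change 2773 rose and 3153 fell, and at a mean TPM of at least 5 the calls were 425 and 635. In *Clock*-/- cells 1113 were called, and 394 of them rose and 719 fell. *Kdelr3* (chromosome 15 from 79516411 to 79527739) went from 96.1 ± 6.31 TPM in WT to 0.415 ± 0.196 in *Bmal1*-/- cells (SD, n = 3), a log2 fold change of −6.11 (standard error 0.12, adjusted p = 3.1e-09). *Ngfr* had a log2 fold change of −5.29 (adjusted p = 3.1e-09). Both genes fell in *Clock*-/- cells too. With the median of their chromosome subtracted, *Kdelr3* was at −2.90 (adjusted p = 1.6e-07) and *Ngfr* at −3.66 (adjusted p = 1.8e-08) there. *Pla2g2f* (chromosome 4 from 138750533 to 138757626) went from 0.406 ± 0.287 to 84.3 ± 2.86 TPM, a log2 fold change of 5.94 (standard error 0.19, adjusted p = 2.5e-08). *Spon2* followed at 5.46 (adjusted p = 3.5e-09). Other large rises, those of the calcium-binding protein gene *S100a4*, the sorting nexin gene *Snx31*, the folate receptor gene *Folr1* and the deiodinase gene *Dio1*, had log2 fold changes between 3.31 and 4.03. *Serpina1b*, a protease inhibitor, had a log2 fold change of 3.50 and has near-identical copies that may share its reads.

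*Ins1* (chromosome 19 from 52264297 to 52265476) went from 2307 ± 45.3 TPM in WT to 61.0 ± 3.17 in *Clock*-/- cells (SD, n = 3), a log2 fold change of −5.22 (standard error 0.07, adjusted p = 1.8e-10), and was at 2361 ± 188 in *Bmal1*-/- cells. Its paralog *Ins2* may share reads with it. It was at 28266 ± 1170 TPM in WT and 14566 ± 1874 in *Clock*-/- cells, with a log2 fold change of −0.96 (adjusted p = 1.2e-04). *Ins2* fell in *Bmal1*-/- cells as well, at −0.56 (adjusted p = 0.0020) with the median of its chromosome subtracted. *Nsg2* had a log2 fold change of 5.24 (adjusted p = 3.2e-09), *Sorl1* of 4.44 (adjusted p = 1.8e-08), *Aard* of −6.34 (adjusted p = 1.8e-08) and *Enpep* of −5.42 (adjusted p = 3.2e-09). *Aard* and *Enpep* also fell in *Bmal1*-/- cells. With the median of their chromosome subtracted they were at −4.16 (adjusted p = 2.0e-07) and −0.90 (adjusted p = 1.5e-04) there, and *Nsg2* was at −0.80 (adjusted p = 3.3e-04). The predicted genes *Gm14742* and *Gm45589* had the largest fall and rise in *Clock*-/- cells, −9.25 and 5.31. Such rankings cover called genes with a mean TPM of at least 20 in the higher group and groups that do not overlap. Over genes with a mean TPM of at least 5, 1060 genes were called in *Bmal1*-/- and 566 in *Clock*-/- cells.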

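*Lgals2*, *Arhgap36*, a regulator of Hedgehog signaling, *Necab2*, a calcium-binding protein of neurons, and *Lfng*, an enzyme that modifies Notch, fell in both knockout lines. *Pnma5*, of the paraneoplastic antigen family, and *Rprml*, a relative of the cell cycle gene reprimo, rose in both. A total of 472 genes were called in both comparisons, against 131 expected of independent lists (Fisher's exact test, odds ratio 7.14, p = 2.0e-164, genes not being independent replicates).

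*Lgals2* (chromosome 15 from 78850860 to 78855529) was at 214 ± 1.32 TPM in WT, 3.03 ± 0.146 in *Bmal1*-/- and 0.298 ± 0.279 in *Clock*-/- cells (SD, n = 3 in each). Its log2 fold changes were −5.74 (standard error 0.15, adjusted p = 5.0e-09) and −7.40 (standard error 0.15, adjusted p = 1.9e-09). *Arhgap36* had log2 fold changes of −4.94 and −4.57, *Necab2* of −4.29 and −5.32, and *Lfng* of −4.54 and −4.26, all past the test. *Pnma5* (chromosome X from 73033981 to 73037103) went from 15.2 ± 0.411 TPM to 159 ± 5.66 and 153 ± 16.8, with log2 fold changes of 3.31 (adjusted p = 4.7e-09) and 3.24 (adjusted p = 7.7e-09). *Rprml* rose with log2 fold changes of 2.87 and 3.32, and the gene *3830403N18Rik*, of no known function, with 3.21 and 3.19.

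Both comparisons use the same 3 WT libraries, which cannot be split between them. In 20 simulations of unchanged groups with a shared WT group, no gene was called in both. In simulated data with changed genes, at most 1 unchanged gene was called in a comparison. A count of 0 in both is therefore near certain without any change. It does not show how far the shared WT libraries add to the 472 genes.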

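Among genes of neuronal signaling, *Gabbr2*, a subunit of the metabotropic GABA receptor, and *Nptx2*, a pentraxin that clusters glutamate receptors, fell in both lines, while *Ghsr*, the ghrelin receptor, rose in both. Other genes moved apart. *Sorl1* and *Ly6h*, a membrane protein that binds acetylcholine receptors, fell in *Bmal1*-/- cells and rose in *Clock*-/- cells. Of the 472 genes called in both comparisons, 403 had the same direction (85.4%, Wilson 95% confidence interval 81.9% to 88.3%) and 69 the opposite one.

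*Gabbr2* (chromosome 4 from 46662305 to 46991873) went from 65.8 ± 7.19 TPM in WT to 1.14 ± 0.130 in *Bmal1*-/- and 5.61 ± 1.75 in *Clock*-/- cells (SD, n = 3 in each), log2 fold changes of −4.96 (standard error 0.19, adjusted p = 5.3e-08) and −3.37 (standard error 0.19, adjusted p = 9.6e-07). *Nptx2* had log2 fold changes of −5.07 (adjusted p = 1.3e-08) and −2.87 (adjusted p = 6.7e-07), and *Ghsr* of 1.23 (adjusted p = 1.0e-04) and 1.02 (adjusted p = 6.2e-04). *Ly6h* was at 2.47 ± 0.377 TPM in WT, 0.0410 ± 0.0409 in *Bmal1*-/- and 26.7 ± 2.15 in *Clock*-/- cells, with log2 fold changes of −1.73 (adjusted p = 3.5e-06) and 3.00 (adjusted p = 1.5e-07). *Sorl1* had a log2 fold change of −1.62 (adjusted p = 7.6e-06) in *Bmal1*-/- cells. The 69 genes with opposite directions split into 30 that rose in *Bmal1*-/- and fell in *Clock*-/- cells, against 27.5 expected of independent lists, and 39 that fell and rose, against 31.4 expected (Fisher's exact test, p = 0.618 and 0.157). Such genes numbered 134 with 0.1 added to TPM in place of 1, and 105 with 0.5 added. There were 167 with the authors' deposited p-values and 58 at a mean TPM of at least 5. The comparison with independent lists was not repeated for these numbers.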

Importantly, 79% (640/815) of the commonly differentially expressed genes displayed common directionality (up-regulated or down-regulated in both), including a large number of genes related to secretory processes (Fig. 2A), suggesting a high degree of overlap of target genes regulated by both core clock activators, as opposed to being CLOCK or BMAL1 targets independent of the core clock network. Among these commonly differentially expressed mRNAs, 21% (136/640) were up-regulated while 79% (504/640) were down-regulated, consistent with inhibition of a transcription activation complex (Fig. 2A; Supplemental Fig. S5A). 

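Genes that fell in both lines outnumbered those that rose in both. Besides the receptors above, *Slc2a2*, the glucose transporter of β cells, *Htr5a*, a serotonin receptor, and *Isg20*, a nuclease that cleaves RNA, fell in both. *Ldha*, the lactate dehydrogenase that mature β cells keep low, and *Cry1*, a repressor of the clock, rose in both. Of the 403 genes called with the same direction, 337 fell (83.6%, Wilson 95% confidence interval 79.7% to 86.9%) and 66 rose.

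Independent lists of these sizes would share 57.3 genes that fell and 15.1 that rose (Fisher's exact test, odds ratios 13.8 and 5.59, p = 7.1e-188 and 9.8e-25). *Slc2a2* (chromosome 3 from 28697903 to 28731359) was at 109 ± 6.25 TPM in WT, 42.8 ± 8.24 in *Bmal1*-/- and 6.80 ± 1.28 in *Clock*-/- cells (SD, n = 3 in each). The log2 fold changes of *Slc2a2* were −1.34 (standard error 0.15, adjusted p = 5.5e-05) and −3.83 (standard error 0.15, adjusted p = 1.0e-07). *Htr5a* had log2 fold changes of −1.19 (adjusted p = 5.5e-05) and −1.12 (adjusted p = 1.5e-04), and *Isg20* of −1.36 (adjusted p = 7.0e-05) in *Clock*-/- cells. *Ldha* (chromosome 7 from 46841475 to 46855627) rose from 523 ± 95.7 TPM to 1128 ± 161 and 1111 ± 71.3, log2 fold changes of 1.11 (adjusted p = 9.9e-05) and 1.10 (adjusted p = 2.0e-04). In all, 504 genes were listed at 0 in all 3 *Bmal1*-/- libraries and above 0 in every other library, against 40 for *Clock*-/- and 12 for WT libraries.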

To identify the functional β-cell gene networks regulated by both CLOCK and BMAL1, we tested for over-representation of defined KEGG, GO, and reactome pathways amongst the genes that were commonly changed in both CLOCK and BMAL1 mutant cell lines using Metascape (Tripathi et al. 2015). Consistent with inhibition of insulin secretion, the 504 down-regulated mRNAs common to both CLOCK and BMAL1 knockout cells were enriched for genes with annotated functions related to G-protein and ion channel activation, synaptic processes, and regulation of hormone secretion (Supplemental Fig. S5B). Among these were neurotransmitter and hormone receptors mediating responses to somatostatin (*Sstr1*, *Sstr3*, and *Sstr5*), acetylcholine (*Chrna3* and *Chrna4*), norepinephrine (*Adra2b*), dopamine (*Drd2*), glycine (*Glra1*), and glutamate (*Gria4*), as well as voltage-gated calcium (*Cacng5* and *Cacna2d4*), sodium (*Scn1b*), and potassium channels (*Kcne1*, *Kcnh3*, *Kcnj12*, *Kcnk1*, *Kcnma1*, and *Kcnq2*). mRNAs encoding proteins mediating the synthesis or downstream effectors of second messenger signals initiated by membrane-bound receptors such as calcium, 3′,5′ cyclic adenosine monophosphate (cAMP), and diacyl glycerol were also inhibited in clock mutant cells (*Syt2*, *Syt16, Adcy5*, *Rgs4*, and *Dgkb*). 

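Receptor and channel genes beyond those that the paper names also moved. *Gipr*, the receptor of the incretin GIP, fell in *Bmal1*-/- cells, and *Cckbr*, the gastrin receptor, and *Casr*, the calcium-sensing receptor, fell in both lines. *Adra2a*, the adrenergic receptor that restrains insulin release, rose in both. The potassium channel genes *Kcnk16* and *Kcnmb2* fell in *Clock*-/- cells, and *Kcnmb2* rose in *Bmal1*-/- cells. The calcium sensor *Syt5* and the vesicle protein *Sv2c* fell in *Bmal1*-/- cells, where *Syt7*, another calcium sensor of exocytosis, rose.

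The textbook list of neurotransmitter and hormone receptors held 119 genes, of which 52 were tested. In *Bmal1*-/- cells 24 fell and 11 rose (24 and 12 adjusted over the list alone), and in *Clock*-/- cells 15 fell and 7 rose (17 and 9 adjusted over the list alone). Of these, 13 fell in both lines and 4 rose in both. The list as a whole was not set apart from other genes by camera (adjusted p = 0.0677 and 0.349). *Gipr* (chromosome 7 from 19156061 to 19166127) went from 31.0 ± 2.09 to 9.63 ± 1.56 TPM in *Bmal1*-/- cells (SD, n = 3), a log2 fold change of −1.60 (standard error 0.13, adjusted p = 6.2e-06), and had one of −0.42 (adjusted p = 0.0269) in *Clock*-/- cells. *Cckbr* was at 4.71, 4.11 and 6.25 TPM in WT and listed at 0 in every *Bmal1*-/- library. *Casr* had log2 fold changes of −0.94 (adjusted p = 0.00104) and −2.47 (adjusted p = 3.5e-06), and lies on chromosome 16, whose genes had a median log2 fold change of −0.46 in *Clock*-/- cells. *Adra2a* rose with log2 fold changes of 0.60 and 0.60, and *Vipr2*, a receptor of the peptide VIP, with one of 1.37 (adjusted p = 2.6e-04) in *Clock*-/- cells. *Vipr2* moved the other way in *Bmal1*-/- cells, at −0.60 (adjusted p = 0.0168) with the median of its chromosome subtracted. The serotonin receptor gene *Htr1d* and the fatty acid receptor gene *Ffar2* rose in *Bmal1*-/- cells, with log2 fold changes of 0.77 and 0.87.

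Of 35 potassium channel subunits tested, 13 fell and 3 rose in *Bmal1*-/- cells (13 and 4 adjusted over the list alone; camera, adjusted p = 0.221). In *Clock*-/- cells 14 fell and 4 rose (16 and 4 adjusted over the list alone), with an adjusted p = 0.0234 from camera and an adjusted p = 0.985 with an estimated correlation. *Kcnk16* (chromosome 14 from 20261376 to 20269199), a channel of the islet, went from 187 ± 8.37 to 19.9 ± 3.72 TPM in *Clock*-/- cells, a log2 fold change of −3.18 (standard error 0.13, adjusted p = 1.0e-07). *Kcnmb2* had a log2 fold change of −2.67 there. It rose in *Bmal1*-/- cells, at 0.90 (adjusted p = 0.00202) with the median of its chromosome subtracted. Among 15 voltage-gated calcium channel subunits, 4 rose and 2 fell in *Bmal1*-/- cells (4 and 3 adjusted over the list alone), and 1 rose and 6 fell in *Clock*-/- cells. *Cacna2d1* fell in both, with log2 fold changes of −0.78 and −1.06. With the median of its chromosome subtracted they were −0.66 (adjusted p = 0.0110, no longer past the test) and −0.80 (adjusted p = 0.00668). Among 6 sodium channel subunits, 3 fell in *Bmal1*-/- cells (4 adjusted over the list alone), and 1 rose and 1 fell in *Clock*-/- cells.

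Of 80 genes of SNARE and vesicle fusion machinery, 22 rose and 21 fell in *Bmal1*-/- cells (23 and 21 adjusted over the list alone), and 12 rose and 21 fell in *Clock*-/- cells (13 and 23 adjusted over the list alone). In both lines 12 fell and 8 rose. *Syt5* (chromosome 7 from 4539765 to 4547541) went from 65.4 ± 4.86 to 3.53 ± 0.128 TPM in *Bmal1*-/- cells, a log2 fold change of −3.87 (standard error 0.08, adjusted p = 3.1e-09). *Sv2c* had a log2 fold change of −2.45 (adjusted p = 7.1e-06) and *Syt7* of 1.34 (adjusted p = 4.5e-05). Of 29 adenylyl cyclases, RGS proteins and diacylglycerol kinases, 8 fell and 6 rose in *Bmal1*-/- cells (9 and 6 adjusted over the list alone), and 11 fell and 2 rose in *Clock*-/- cells (12 and 2 adjusted over the list alone). *Adcy1* rose in *Bmal1*-/- and fell in *Clock*-/- cells, with log2 fold changes of 1.13 and −1.12. None of these 4 lists, calcium and sodium channels, fusion machinery and second messenger enzymes, passed camera in either line.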

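*Sstr3*, a somatostatin receptor, *Kcnma1*, a large-conductance potassium channel, *Rgs4*, a regulator of G-protein signaling, and *Dgkb*, a diacylglycerol kinase, all fell in both knockout lines. *Kcnk1*, a leak channel for potassium, was listed at 0 in every *Bmal1*-/- library and fell in *Clock*-/- cells. *Chrna3*, a nicotinic receptor subunit, passed the test in *Bmal1*-/- cells only, and *Cacng5*, a calcium channel subunit, in *Clock*-/- cells only. Both genes passed it in both lines with the median of their chromosome subtracted.
*Sstr3* (chromosome 15 from 78537008 to 78544685) was at 102 ± 2.16 TPM in WT, 20.9 ± 1.60 in *Bmal1*-/- and 45.4 ± 10.2 in *Clock*-/- cells (SD, n = 3 in each). Its log2 fold changes were −2.24 (standard error 0.14, adjusted p = 1.6e-06) and −1.18 (standard error 0.14, adjusted p = 1.8e-04). It lies on chromosome 15, whose genes had median log2 fold changes of −0.25 and −0.28. *Kcnma1* had log2 fold changes of −2.52 (adjusted p = 1.0e-06) and −1.77 (adjusted p = 1.7e-05). *Kcnk1* (chromosome 8 from 125995170 to 126030685) was at 28.7 ± 2.57 TPM in WT and 7.52 ± 0.627 in *Clock*-/- cells, a log2 fold change of −1.80 (adjusted p = 2.1e-06). *Kcnj12*, an inward rectifier, was at 2.77, 2.92 and 2.72 TPM in WT and listed at 0 in every library of both knockout lines. The dopamine receptor gene *Drd2* was at 2.66, 1.76 and 1.30 TPM in WT, listed at 0 in every *Bmal1*-/- library and fell in *Clock*-/- cells (adjusted p = 8.4e-04).
The nicotinic receptor gene *Chrna4* had log2 fold changes of −1.53 (adjusted p = 1.7e-04) and −2.19 (adjusted p = 3.1e-05), and the glutamate receptor gene *Gria4* of −1.39 (adjusted p = 6.6e-05) and −1.63 (adjusted p = 4.5e-05). *Sstr1* had log2 fold changes of −1.42 and −1.13, and *Sstr5* of −1.76 and −1.79. *Chrna3* had log2 fold changes of −0.76 (adjusted p = 0.00642) and −0.74 (adjusted p = 0.0115), and *Cacng5* of −0.70 (adjusted p = 0.0108) and −1.04 (adjusted p = 0.00195). With chromosome medians subtracted, *Chrna3* was at −0.78 (adjusted p = 0.00969) in *Clock*-/- cells and *Cacng5* at −1.05 (adjusted p = 0.00130) in *Bmal1*-/- cells. The glycine receptor gene *Glra1* fell in both lines, and was at 1.12, 1.56 and 1.21 TPM in WT. *Adra2b*, *Cacna2d4*, *Kcne1*, *Kcnh3*, *Syt16* and *Adcy5* were below the expression filter. Of the 13 receptor and channel genes tested, 12 fell in each line and 11 in both (13 in each adjusted over the list alone, which is not independent evidence). Camera gave an adjusted p = 1.3e-06 and 6.2e-08, and an adjusted p = 0.500 and 0.277 with an estimated correlation.
*Rgs4* (chromosome 1 from 169741477 to 169747642) was at 36.3 ± 1.47 TPM in WT, 10.1 ± 1.90 in *Bmal1*-/- and 6.67 ± 0.745 in *Clock*-/- cells (SD, n = 3 in each). The log2 fold changes of *Rgs4* were −1.76 (standard error 0.13, adjusted p = 4.1e-06) and −2.29 (standard error 0.13, adjusted p = 1.2e-06). *Dgkb* had log2 fold changes of −2.35 (adjusted p = 4.0e-06) and −1.86 (adjusted p = 3.2e-05), and *Syt2*, a calcium sensor of vesicle fusion, of −1.15 (adjusted p = 5.1e-05) and −2.20 (adjusted p = 1.2e-06). *Rgs4* and *Syt2* lie on chromosome 1, whose genes had median log2 fold changes of −0.35 and −0.25. All 3 of the 5 second messenger genes that were tested fell in both lines (camera, adjusted p = 0.0221 and 0.00187; adjusted p = 0.571 and 0.349 with an estimated correlation).

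**Figure D1:**
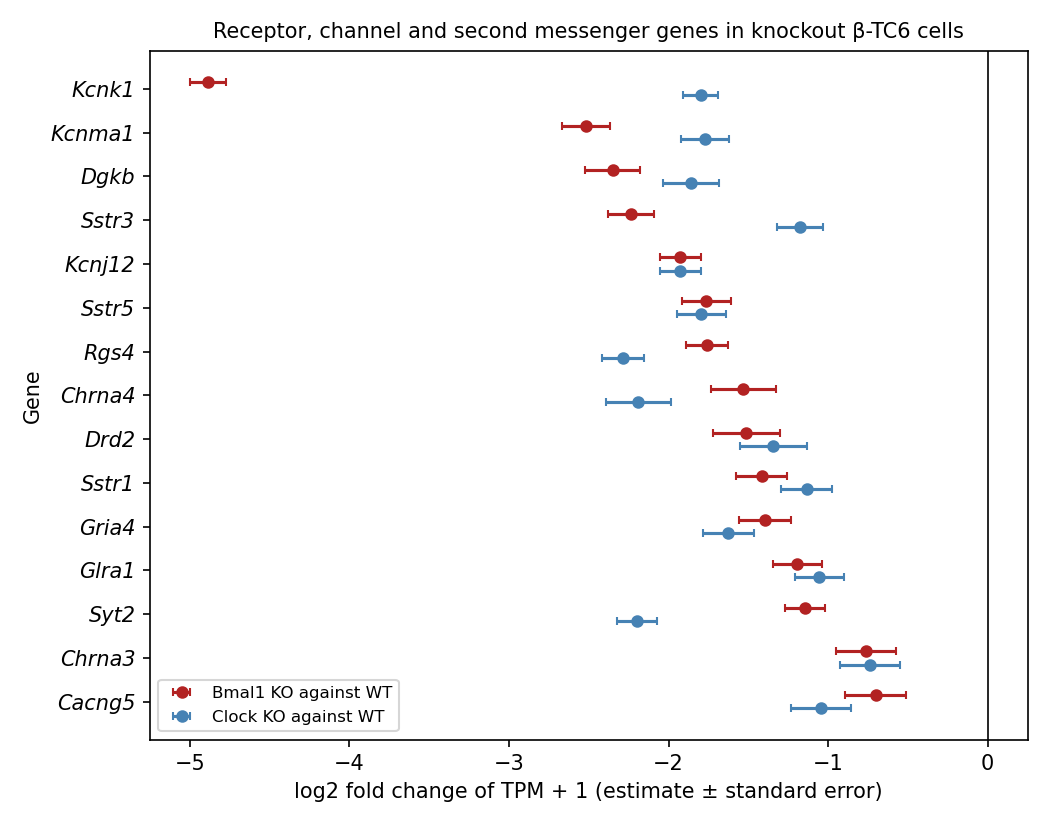
Log2 fold change of TPM + 1 against WT in *Bmal1*-/- (red) and *Clock*-/- (blue) cells for 15 receptor, channel and second messenger genes named in the text that passed the expression filter. Points are limma estimates and bars their standard errors. Every estimate lies below 0, from −0.70 for *Cacng5* to −4.89 for *Kcnk1*, and the latter is no bound since *Kcnk1* is listed at 0 in *Bmal1*-/- cells.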

Last, clock mutant cells displayed altered expression of mRNAs encoding proteins regulating organelle localization (*Rab15* and *Myrip*) and synaptic vesicle priming and exocytosis (*Doc2b* and *Cadps2*). These changes in the transcriptomes of CLOCK- and BMAL1-deficient cells suggest altered expression and function of proteins coupling nutrient sensing to the regulated release of insulin. Indeed, electrophysiologic analyses revealed that *Bmal1* mutant β-cell lines and primary mouse β cells from *PdxCre;Bmal1^flx/flx^* mice display reduced rates of exocytosis following direct depolarization as indicated by reduced capacitance in the circadian mutant β-cell lines and mouse β cells (Fig. 2B). 

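*Rab15*, a GTPase of recycling endosomes, *Doc2b*, a calcium sensor of vesicle priming, and *Cadps2*, a priming factor of dense-core vesicles, rose in both knockout lines. *Myrip*, which links insulin granules to the actin cytoskeleton through RAB27A and myosin, fell in both. All 4 genes were expressed at low levels in WT.

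*Rab15* (chromosome 12 from 76797960 to 76822908) was at 2.07 ± 0.0517 TPM in WT, 4.12 ± 0.142 in *Bmal1*-/- and 9.46 ± 1.34 in *Clock*-/- cells (SD, n = 3 in each). Its log2 fold changes were 0.73 (standard error 0.12, adjusted p = 6.7e-04) and 1.76 (standard error 0.12, adjusted p = 4.1e-06), and the *Bmal1*-/- value is below the fold at which genes were called. *Doc2b* (chromosome 11 from 75768966 to 75796049) rose from 1.89 ± 0.163 TPM to 5.08 ± 0.449 and 7.63 ± 1.68, with log2 fold changes of 1.07 (adjusted p = 2.8e-04) and 1.56 (adjusted p = 4.6e-05), and with the median of its chromosome subtracted 0.73 and 1.50. *Cadps2* (chromosome 6 from 23262773 to 23839421) rose from 0.922 ± 0.137 TPM to 5.26 ± 0.346 and 6.82 ± 0.765, with log2 fold changes of 1.71 (adjusted p = 3.6e-06) and 2.02 (adjusted p = 1.9e-06). *Myrip* was at 1.49, 1.13 and 1.44 TPM in the WT libraries, listed at 0 in every *Bmal1*-/- library (adjusted p = 6.7e-05) and at 0, 0.0371 and 0.111 in the *Clock*-/- libraries, where its adjusted p was 1.8e-04.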

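Genes with a known place between nutrient sensing and insulin release moved in both directions. *Mlxipl*, the glucose-responsive factor ChREBP, fell in *Clock*-/- cells, where *Abcc8*, the sulfonylurea receptor of the ATP-sensitive potassium channel, and *Rfx6*, a transcription factor of the islet, rose. *Gjd2*, the gap junction protein that couples β cells, rose in both lines. *Glis3*, an activator of the insulin genes, rose in *Bmal1*-/- and fell in *Clock*-/- cells.

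*Abcc8* (chromosome 7 from 46104523 to 46180033) went from 228 ± 11.3 TPM in WT to 350 ± 67.0 in *Clock*-/- cells (SD, n = 3 in each), a log2 fold change of 0.60 (standard error 0.12, adjusted p = 0.00339), and did not pass the test in *Bmal1*-/- cells (adjusted p = 0.323). In *Clock*-/- cells *Rfx6* had a log2 fold change of 1.62 (adjusted p = 2.7e-05) and *Mlxipl* of −0.67 (adjusted p = 3.7e-04). *Gjd2* had log2 fold changes of 0.65 (adjusted p = 0.00269) and 1.50 (adjusted p = 2.4e-05), and *Glis3* of 1.32 (adjusted p = 1.4e-04) and −1.05 (adjusted p = 0.00114). Of 40 textbook genes of β-cell identity and maturity, 12 rose and 11 fell in *Bmal1*-/- cells (15 and 12 adjusted over the list alone), and 13 rose and 14 fell in *Clock*-/- cells (14 and 16 adjusted over the list alone). Of these, 6 rose and 5 fell in both lines and 4 moved apart, and camera did not set the list apart (adjusted p = 0.501 and 0.944).

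Of the 37 secretion genes of Supplemental Table S3D, 29 were tested. In *Bmal1*-/- cells 20 fell and 8 rose (21 and 8 adjusted over the list alone), and in *Clock*-/- cells 20 fell and 7 rose (21 and 8 adjusted over the list alone). In both lines 19 fell and 7 rose. The table was drawn from genes called in these cells, so the direction is not independent evidence. Camera gave an adjusted p = 0.00424 and 0.00167, and an adjusted p = 0.980 and 0.985 with an estimated correlation. From these expression changes the paper proposes that proteins that couple nutrient sensing to insulin release are altered in level and function in both knockout lines.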

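*Snap25*, which encodes a SNARE protein of the plasma membrane, and *Nrxn2*, which encodes a presynaptic adhesion protein, fell in both knockout lines. *Erc2*, which encodes a scaffold of the active zone, rose in both.

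*Snap25* (chromosome 2 from 136713453 to 136782428) had log2 fold changes of −1.91 (standard error 0.10, adjusted p = 3.9e-07) in *Bmal1*-/- and −1.10 (standard error 0.10, adjusted p = 2.3e-05) in *Clock*-/- cells. *Nrxn2* (chromosome 19 from 6418731 to 6544169) was at 1.83 ± 0.295 TPM in WT, 0.514 ± 0.132 in *Bmal1*-/- and 0.296 ± 0.156 in *Clock*-/- cells (SD, n = 3 in each). The log2 fold changes of *Nrxn2* were −0.90 (adjusted p = 9.3e-04) and −1.13 (adjusted p = 4.1e-04). *Erc2* (chromosome 14 from 27622428 to 28478537) went from 4.29 ± 0.249 TPM in WT to 8.54 ± 0.593 and 9.28 ± 1.93, with log2 fold changes of 0.85 (adjusted p = 7.0e-04) and 0.94 (adjusted p = 6.7e-04). Together with *Rab15*, *Myrip*, *Doc2b* and *Cadps2*, 4 of the 7 vesicle genes that the paper names rose in both lines and 3 fell in both.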

The set of commonly differentially expressed genes also included mRNAs encoding synaptic membrane-associated proteins that are functionally regulated by AS in neurons (*Snap25*, *Nrxn2*, and *Erc2*), which prompted us to next interrogate the impact of disruption of the molecular clock on posttranscriptional pre-mRNA AS in β cells.

**Figure 2.**
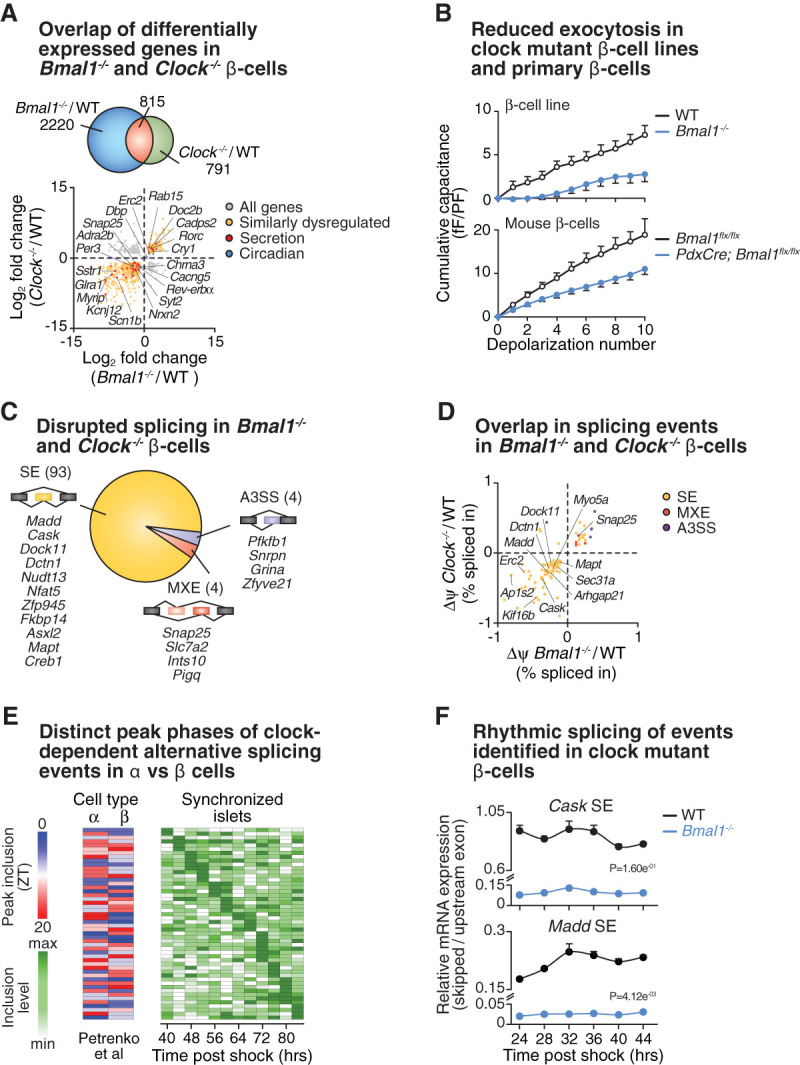
Ablation of both BMAL1 and CLOCK disrupts splicing within gene networks important in vesicle trafficking and exocytosis. (*A*, *top*) Venn diagram of overlapping differentially expressed genes identified by RNA sequencing in *Bmal1*^−/−^ and *Clock*^−/−^ β-cell lines compared with control cell line. (*Bottom*) Scatter plot depicts all differentially expressed genes, highlighting secretion and circadian genes with a strong correlation between directionality of gene expression changes between *Bmal1*^−/−^ and *Clock*^−/−^ β-cell lines. (*B*) Capacitance measurements in *Bmal1*^−/−^ β-cell lines (*n* = 13–17 cells per genotype) and β cells from *PdxCre;Bmal1^flx/flx^* mouse islets (*n* = 4–5 mice per genotype, 7–16 cells per mouse) compared with controls. (*C*) Splicing analysis reveals differential alternative splicing events (skipped exons [SE], mutually exclusive exons [MXE], and alternative 3′ splice sites [A3SS]) common in both *Bmal1*^−/−^ and *Clock*^−/−^ β-cell lines. Representative genes are listed *below* each category. (*D*) Scatter plot depicts alternatively spliced genes common to both *Bmal1*^−/−^ and *Clock*^−/−^ β-cell lines, highlighting strong correlation of directionality between *Bmal1*^−/−^ and *Clock*^−/−^ β-cell lines. (*E*) Zeitgeber time (ZT) of peak inclusion in sorted α and β cells from islets (*left*) (Petrenko et al. 2017) and patterns of mean ψ scores across two 24-h timescales for skipped exon events identified in clock mutants in synchronized islets (*right*). (*F*) Rhythmic splicing events identified via qPCR in forskolin-synchronized WT and *Bmal1*^−/−^ β-cell lines (*n* = 3/timepoint). RNA was isolated every 4 h across 24 h (starting 24 h after forskolin shock). Skipped exon expression was normalized to a neighboring (nonspliced) exon, and evaluation for rhythmicity performed by JTK_CYCLE (adjusted *P*-value shown).

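Among circadian genes, the nuclear receptors *Nr1d1* and *Nr1d2*, which repress *Bmal1*, and the period gene *Per3* fell in both knockout lines. The repressors *Cry1* and *Cry2* rose in both, as did *Hlf*, an output factor of the bZIP class. *Per2* passed the test in *Bmal1*-/- cells only, where it fell, and *Npas2*, a paralog of *Clock*, in *Clock*-/- cells only, where it rose.

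*Nr1d2* (chromosome 14 from 18204054 to 18239127) was at 85.2 ± 10.9 TPM in WT, 13.0 ± 2.48 in *Bmal1*-/- and 7.59 ± 1.37 in *Clock*-/- cells (SD, n = 3 in each). Its log2 fold changes were −2.63 (standard error 0.16, adjusted p = 1.1e-06) and −3.33 (standard error 0.16, adjusted p = 3.6e-07). *Per3* had log2 fold changes of −1.94 (adjusted p = 7.2e-06) and −1.64 (adjusted p = 3.8e-05), and *Nr1d1* of −0.79 (adjusted p = 0.00200) and −1.68 (adjusted p = 3.0e-05). *Cry1* (chromosome 10 from 85131700 to 85185064) rose from 30.4 ± 3.81 TPM in WT to 122 ± 4.03 and 72.6 ± 8.83, with log2 fold changes of 1.97 (adjusted p = 5.9e-07) and 1.23 (adjusted p = 2.1e-05). *Hlf* rose with log2 fold changes of 1.82 and 0.64, and *Cry2* with 0.95 and 0.68. *Hlf* and *Nr1d1* lie on chromosome 11, whose genes had a median log2 fold change of 0.35 in *Bmal1*-/- cells. *Dbp*, an output gene with E-boxes, had log2 fold changes of 0.50 (adjusted p = 3.4e-04) and 0.19 (adjusted p = 0.0686), and *Nfil3* of 1.15 (adjusted p = 2.4e-06) in *Bmal1*-/- cells. *Per2* had log2 fold changes of −0.84 (adjusted p = 8.3e-04) and 0.43 (adjusted p = 0.0426), and with the median of its chromosome subtracted of −0.49 (adjusted p = 0.0165) and 0.68 (adjusted p = 0.00534). *Npas2* was at 0.0331, 0 and 0.0381 TPM in WT, listed at 0 in every *Bmal1*-/- library and at 3.69 ± 0.819 TPM in *Clock*-/- cells (adjusted p = 5.1e-06). *Rora* and *Tef* passed the test in neither line (*Rora* passed it in *Bmal1*-/- cells with chromosome medians subtracted, at 0.59 with an adjusted p = 0.00903), and *Rorb* was below the expression filter.

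Of the 13 tested genes of Supplemental Table S3C, 6 rose and 4 fell in *Bmal1*-/- cells (7 and 4 adjusted over the list alone) and 5 rose and 3 fell in *Clock*-/- cells, with 4 that rose and 3 that fell in both. Of 24 tested core clock genes listed from textbooks, 9 rose and 6 fell in *Bmal1*-/- cells (10 and 6 adjusted over the list alone), and 7 and 4 in *Clock*-/- cells. Of 16 output genes with E-boxes, 8 rose and 5 fell in *Bmal1*-/- cells, and 5 and 4 in *Clock*-/- cells, where the median of the list is above 0 and its mean below. Camera set none of these lists apart.

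Across all 15031 genes tested, the log2 fold changes of both knockouts correlated at 0.315 (Pearson) and 0.228 (Spearman), with the same sign in 56.9% of genes. Across the 2414 genes called in at least 1 line the values were 0.367 and 0.348. Genes are not independent replicates, and the shared WT libraries alone give a positive correlation. In the simulations of unchanged groups it averaged 0.502 at a covariance of 0.0167, whereas the measured covariance was 0.149. The same sign was found in 66.6% of genes in those simulations, more than the 56.9% measured.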

Given that synchronized WT islets display rhythmic AS (Fig. 1) and that clock control of peptide secretion in pancreatic β cells is similar to that in neurons, we next assessed genome-wide AS patterns in *Clock* and *Bmal1* mutant β cells. We hypothesized that circadian control of RNA processing may also contribute to cell type-specific circadian gene regulation and insulin secretion in the β cell. We used rMATS to quantify AS events in *Clock* and *Bmal1* mutant cell lines relative to WT. Considering both intron spanning and exonic reads, we detected 1453 AS events in *Bmal1* mutant cells (FDR < 0.05, ψ > 0.1) consisting of 1018 skipped exons (SE), 174 mutually exclusive exons (MXE), 134 alternative 3′ splice sites (A3SS), and 127 alternative 5′ splice sites (A5SS). In *Clock* mutant cells, we detected 710 AS events, of which 492 were SE, 105 were MXE, 63 were A3SS, and 50 were A5SS events. Applying the same filtering approach as for mRNA expression, we identified 101 AS events within 95 annotated genes that were common and displayed similar directionality in both *Bmal1*^−/−^ and *Clock*^−/−^ cells (Fig. 2C,D; Supplemental Table S4). A majority of the common AS events were SE (93), with the remaining as MXE (four) and A3SS (four) events (Fig. 2C). 

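Most genes listed as alternatively spliced in both lines were not called for a change in mRNA level. *Reln*, which encodes a secreted glycoprotein of the extracellular matrix, and *Snap25* were the only ones called with the same direction in both. *Mapt*, the gene of the microtubule protein tau, rose in both lines, and *Cask*, a scaffold of the presynaptic membrane, fell in both. *Madd*, a regulator of RAB3 on vesicles, rose in *Bmal1*-/- cells, and *Dock11*, an activator of CDC42, rose in *Clock*-/- cells.

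All 95 genes of Supplemental Table S4 were tested. Of these, 2 were called with the same direction in both lines (2.11%), against 401 of the 14936 other genes (2.68%; Fisher's exact test, odds ratio 0.780, p = 1). In *Bmal1*-/- cells 8 were called and in *Clock*-/- cells 5, and 84 were called in neither. Their median absolute log2 fold change was 0.34 in *Bmal1*-/- and 0.27 in *Clock*-/- cells. At an adjusted p under 0.01 without a minimum fold, 16 rose and 14 fell in *Bmal1*-/- cells and 9 rose and 13 fell in *Clock*-/- cells, and camera did not set the list apart (adjusted p = 0.712 and 0.944). *Reln* (chromosome 5 from 21884454 to 22344702) went from 11.0 ± 0.743 TPM in WT to 4.07 ± 0.234 in *Bmal1*-/- and 4.52 ± 0.999 in *Clock*-/- cells (SD, n = 3 in each), with log2 fold changes of −1.24 (adjusted p = 6.4e-05) and −1.13 (adjusted p = 2.1e-04). It lies on chromosome 5, whose genes had median log2 fold changes of −0.12 and −0.26, and is not called in *Clock*-/- cells once the median of each chromosome is subtracted or *Clock*-/- replicate 2 is left out.

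*Mapt* (chromosome 11 from 104231390 to 104332090) went from 24.3 ± 1.38 TPM to 46.0 ± 3.90 and 108 ± 12.4, with log2 fold changes of 0.89 (adjusted p = 5.1e-05) and 2.11 (adjusted p = 3.1e-07). It lies on chromosome 11, and with the median of each chromosome subtracted the values were 0.55 and 2.05. *Cask* had log2 fold changes of −0.65 (adjusted p = 0.00200) and −0.58 (adjusted p = 0.00558). *Madd* had log2 fold changes of 1.37 (adjusted p = 2.4e-05) and 0.10 (adjusted p = 0.612), and *Dock11* of −0.08 (adjusted p = 0.694) and 1.20 (adjusted p = 3.4e-04). *Sec31a*, a coat protein of transport vesicles, fell in *Clock*-/- cells, with a log2 fold change of −0.86 (adjusted p = 0.00126), and with the median of its chromosome subtracted of −0.60 (adjusted p = 0.0105). *Arhgap21*, *Myo5a*, *Kif16b*, *Dctn1* and *Ap1s2* passed the test in neither line, though *Ap1s2* did in *Bmal1*-/- cells with chromosome medians subtracted, at 0.57 (adjusted p = 0.00786). Of the 12 spliced genes that the paper names, 3 rose and 2 fell in *Bmal1*-/- cells (3 and 3 adjusted over the list alone), and 3 rose and 3 fell in *Clock*-/- cells (4 and 3 adjusted over the list alone).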

Only four of these 95 alternatively spliced genes were included among the 640 differentially expressed mRNAs (Supplemental Fig. S5D), suggesting that changes in AS and mRNA abundance are regulated by distinct mechanisms downstream from the molecular clock. Differentially spliced mRNAs encoded proteins known to mediate cellular events important for insulin vesicle transport and exocytosis, such as cytoskeletal and motor proteins (*Mapt*, *Arhgap21*, *Myo5a*, *Kif16b*, and *Dctn1*), vesicle membrane constituents (*Erc2*, *Ap1s2*, and *Sec31a*), synaptic vesicle-associated proteins (*Snap25*), and kinases and GTPases responsible for posttranslational modifications to the secretory apparatus (*Cask* and *Madd*) (Fig. 2D; Supplemental Fig. S5C).

Previous studies have used FACS-sorting to uncover distinct circadian transcriptional profiles of α and β cells, revealing that exocytic genes in these two cell populations within the islet oscillate in distinct phases (Petrenko et al. 2017). To specifically test whether α- and β-cell types display differences in peaks of AS events across the day, we examined rhythmic patterns of AS events in FACS-sorted α and β cells collected every 4 h across a 24-h circadian cycle by performing rMATS analyses on this published data set (GSE95156), as we did with the synchronized islets in Figure 1A. Indeed, we found that a majority of the transcripts that displayed altered splicing in the clock-deficient β cells (Fig. 2D), but that were not identified as statistically rhythmic in whole islets, exhibited peak exon inclusion at distinct times of day in α versus β cells (Fig. 2E). To independently determine whether the differentially spliced transcripts identified in the clock mutant β-cell lines (Fig. 2D) displayed rhythmicity in a pure WT β-cell population, we synchronized WT β-TC6 cells (Supplemental Fig. S5E) and performed targeted qPCR analysis of representative differentially spliced (SE) transcripts, including the secretion-related genes *Cask*, *Madd*, *Dock11*, and *Dctn1*. We observed patterns of rhythmic exon inclusion in these key targets, which exhibit high degrees of AS under control of CLOCK/BMAL1 (Fig. 2F; Supplemental Fig. S5F), indicating that splicing events that are perturbed by clock mutation display rhythms in a pure population of β cells. Together these data reveal a connection between the activating limb circadian TFs and rhythmic splicing in pancreatic β cells.

### Thyroid hormone receptor associated protein 3 (THRAP3) regulates circadian clock-dependent alternative splicing

Given our observation that rhythmic splicing occurs under the control of core circadian transcription factors (TFs), we next sought to examine how the clock TFs regulate AS in pancreatic β cells by examining RBPs displaying rhythmic expression in islet cells (Supplemental Table S2). Identification of rhythmic expression of the gene encoding the RBP THRAP3 (thyroid hormone receptor-associated protein 3) (Supplemental Fig. S6A ) was of particular interest since THRAP3 has been shown to regulate AS by interacting with splicing factors (Nakatsuru et al. 1989; Yarosh et al. 2015). It also binds CLOCK/BMAL1 to regulate rhythmic transcription (Lande-Diner et al. 2013) and metabolic TFs such as PPARγ recruit THRAP3 to chromatin (Choi et al. 2014). To determine whether THRAP3 binds to differentially spliced transcripts in clock mutant β-cell lines, we performed enhanced UV cross-linking and immunoprecipitation (eCLIP), followed by sequencing analysis (Van Nostrand et al. 2016) in two replicate WT and *Bmal1*^−/−^ lysates. Briefly, THRAP3–RNA complexes were immunoprecipitated, and ribonucleoprotein (RNP) complexes within the expected size range were isolated following electrophoresis and transfer to nitrocellulose membranes. For each IP replicate, a corresponding input lysate was processed to isolate a size-matched input RNA sample, comprising RNAs within the background set of RNPs similarly sized to THRAP3 complexes. We note that size matching to input is necessary in order to control for differences in RNA expression levels across the genome. Illumina sequencing libraries were then generated from both WT and *Bmal1*^−/−^ β-cell-derived IP and input RNA (Fig. 3A, see Materials and Methods). This approach allowed us to compare abundance of THRAP3–RNA complexes relative to size-matched protein-bound RNA input within each genotype, thus controlling for alterations in total protein-bound RNA abundance that may occur between genotypes. We found that THRAP3 binding in the *Bmal1*^−/−^ cells was enriched relative to *Bmal1*^−/−^ size-matched input specifically within coding exons flanking exons that were skipped more frequently in *Bmal1*^−/−^ cells (Fig. 3A), but not in regions surrounding exons that were preferentially retained in clock mutant cells (Supplemental Fig. S6B), as indicated by increased normalized sequencing reads in THRAP3 IP versus size-matched input control at the exons immediately up-stream of and down-stream from the skipped exon (Fig. 3A). In contrast, we did not observe enrichment of THRAP3 IP sequencing reads relative to input in WT cells in these regions (Fig. 3A), suggesting that THRAP3 displays increased occupancy along these regions in *Bmal1*^−/−^ cells compared with WT. This pattern of enrichment of THRAP3 IP reads compared with input can also be visualized within individual genes containing clock-dependent SE events, including *Cask*, *Madd,* and *Dctn1* (Fig. 3B; Supplemental Fig. S6C). Given that THRAP3 displays increased binding at exons flanking differentially spliced cassette exons in *Bmal1*^−/−^ β cells, we hypothesized that siRNA-mediated depletion of *Thrap3* in *Bmal1*^−/−^ β cells would lead to increased inclusion of the skipped exons. Indeed, we observed increased retention of skipped cassette exons in *Madd*, *Cask*, and *Dock11* by ∼1.5-fold in *Bmal1*^−/−^ cells expressing *Thrap3* siRNA (Fig. 3C; Supplemental Fig. S6D), without altering cassette exon inclusion in WT cells (Supplemental Fig. S6E). However, THRAP3 depletion did not restore inclusion of the cassette skipped in *Dctn1*, which may be regulated by other clock-controlled RBPs (Supplemental Fig. S5G). This data indicates that increased THRAP3 occupancy at these RNAs in *Bmal1*^−/−^ cells drives exon skipping.

**Figure 3.**
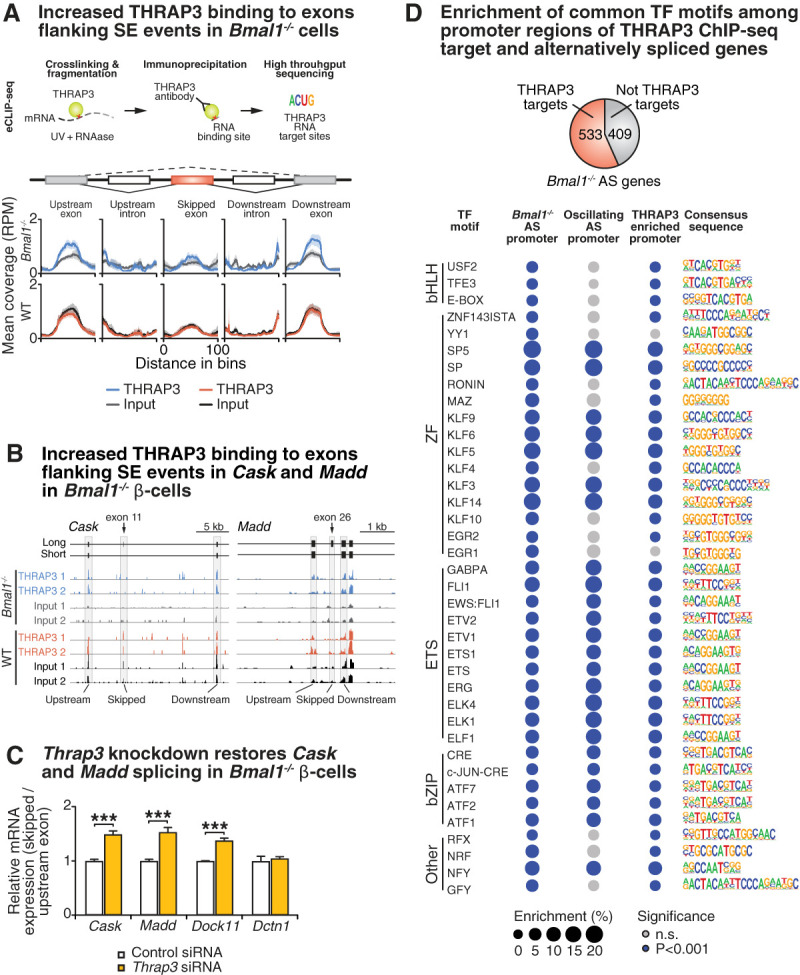
THRAP3 mediates clock-dependent alternative splicing. (*A*) Schematic of eCLIP sequencing experiment (*top*) and normalized (reads per million) THRAP3 eCLIP or input sequencing reads along indicated regions of alternatively spliced mRNAs (*bottom*). Solid line indicates mean for two replicates and shaded area represents 95% confidence interval. (*B*) UCSC genome browser tracks showing reads from indicated THRAP3 IP and input samples along regions within *Cask* and *Madd* RefSeq transcripts. Skipped exons identified by rMATS and flanking exons are shaded in gray and track heights for each sample are standardized to equal height for row shown. (*C*) *Thrap3* siRNA knockdown restores exon inclusion in *Bmal1*^−/−^ β cells, assessed by qPCR (*n* = 3). (*D*, *top*) Pie chart summarizing number of AS genes in *Bmal1*^−/−^ β cells identified as THRAP3 ChIP-seq targets. (*Bottom*) Bubble plot indicating enrichment of indicated motifs within promoter regions of AS genes and promoter-localized THRAP3 peaks. Size of bubbles reflects enrichment score for motifs within each indicated set of promoters, and those called as statistically significant (Homer hypergeometric test *P* < 0.05) are shown in blue.

Having established a role for THRAP3 in AS in *Bmal1*^−/−^ cells, we next hypothesized that THRAP3 may contribute to the rhythmic AS in WT islets. To test whether THRAP3 was enriched within exons flanking rhythmic cassette exons in a time of day-dependent manner, we examined SE events displaying significant changes between the two time points containing the largest number of rhythmic splicing events (44 and 56 h after shock). Similar to regions containing SEs identified in *Bmal1*^−/−^ cells, exons frequently skipped at 44 h after shock displayed THRAP3 enrichment relative to input RNA in *Bmal1*^−/−^ cells at the exons flanking the skipped exon cassette (Supplemental Fig. S6F), indicating that the molecular clock regulates its deposition on RNA in proximity to clock-controlled cassette exons.

In addition to its role as an RNA-binding protein, THRAP3 can also be recruited to chromatin by CLOCK/BMAL1 and PPARγ (Lande-Diner et al. 2013; Choi et al. 2014). 

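THRAP3 is a protein of the transcription and splicing machinery, and its chromatin binding was mapped in WT and *Bmal1*-/- β-TC6 cells with 2 libraries per genotype. The strongest peaks found in all 4 libraries lie at *Gclm*, which encodes a subunit of the enzyme that makes glutathione, near *Hmox1*, which encodes heme oxygenase, and upstream of *Ezh2*, which encodes a histone methyltransferase.

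The authors aligned single-end reads with Bowtie2 2.2.4 to mm10 and called peaks with HOMER in each library over the pooled input of its genotype. A peak needed 4 times as many tags as the input and as the surrounding sequence, at an FDR of 0.001. The peak lists used here give positions, tags scaled by the authors' peak caller to the same total in every library, and the fold over input. Their headers give 12296107 and 12882958 tags for the WT libraries and 12734067 and 14961095 for the *Bmal1*-/- libraries, while the paper's methods state a larger number of unique reads for each sample. The share of tags in peaks was 0.110% and 0.760% in WT and 1.86% and 1.67% in *Bmal1*-/- libraries. The input libraries were not analysed here, and the lists hold only sites above the threshold, so the signal of a library outside its own peaks is not known. With 2 libraries per genotype, the smallest p of an exact permutation test is 0.333 (two-sided), and the difference between genotypes was not tested.

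Peaks of different libraries were counted as shared when they overlap by at least 1 bp, and the same overlap after moving a list by 50000 bp gives the level of chance. A promoter is the sequence within 1 kb of an annotated transcription start site.

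The peak at the *Gclm* promoter (chromosome 3, 122245568 to 122245780 in WT replicate 1), 6 bp from the transcription start site, held 64.2 and 119 scaled tags in WT and 225 and 217 in *Bmal1*-/- libraries. A peak 9695 bp from the start site of *Hmox1* (chromosome 8, 75083820 to 75084032) held 71.6 and 137 tags in WT and 183 and 168 in *Bmal1*-/- libraries. A peak 55755 bp from the start site of *Ezh2* (chromosome 6, 47650990 to 47651202) held 71.6 and 137 tags in WT and 148 and 137 in *Bmal1*-/- libraries.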

To determine whether loss of BMAL1 impacts THRAP3 chromatin binding in β cells, we performed THRAP3 chromatin immunoprecipitation sequencing (ChIP-seq). We found a greater number of THRAP3 ChIP-seq peaks in *Bmal1*^−/−^ cells (12,988) compared with WT cells (6167); however, THRAP3 occupancy at peaks identified in each genotype was tightly correlated between genotypes (Supplemental Fig. S7A). 

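The peak at *Gclm* had more tags in both *Bmal1*-/- libraries than in both WT libraries, while the peak near *Ezh2* had as many in WT replicate 2 as in *Bmal1*-/- replicate 2. WT replicate 1 had 808 peaks and WT replicate 2 had 6128. The *Bmal1*-/- replicates had 12949 and 12226. As a ratio, the peak numbers of the WT libraries differed from each other by more than that of WT replicate 2 differed from that of either *Bmal1*-/- library.

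Of the 808 peaks of WT replicate 1, 610 (75.5%) overlapped a peak of WT replicate 2, and 482 (59.7%) were found in all 4 libraries. Of the peaks of WT replicate 2, 50.4% overlapped a peak of *Bmal1*-/- replicate 1 and 49.7% one of replicate 2, against 0.685% and 0.555% after the list was moved. Of the peaks of *Bmal1*-/- replicate 1, 6509 (50.3%) overlapped a peak of *Bmal1*-/- replicate 2, and 23.8% one of WT replicate 2. Over the 4 pairs of a WT and a *Bmal1*-/- library, 7322 of 13872 WT peaks were overlapped (52.8%, Wilson 95% confidence interval 52.0% to 53.6%, which covers counting error only). Across the peaks that libraries share, log2 scaled tags correlated at 0.705 to 0.759 (Pearson) between genotypes. Peaks are not independent replicates.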

Next, since THRAP3 ChIP-seq peaks occurred in 57% (533/942) of genes that were alternatively spliced in *Bmal1*^−/−^ cells, and since THRAP3 is corecruited to target genes by collaborative TFs (Lande-Diner et al. 2013; Choi et al. 2014), we compared TF motifs that were enriched within the promoters of the following gene sets: (1) genes with THRAP3 ChIP-seq peaks in their promoters, (2) genes alternatively spliced in *Bmal1*^−/−^ β cells, and (3) genes with rhythmic AS events in synchronized islets. 

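*Cask* held a THRAP3 peak at its promoter in both *Bmal1*-/- libraries and none in WT. *Snap25* held 1 peak in *Bmal1*-/- replicate 1 and 2 in replicate 2, and *Dock11* held 1 in replicate 1. *Madd* and *Dctn1*, which encodes a subunit of the dynein adaptor dynactin, held no peak in any library. None of the 5 genes held a peak over its alternative exons and their flanking exons. Peaks on chromatin do not show whether THRAP3 binds RNA at these exons. The paper measured RNA binding by eCLIP, which was not analysed here.

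The 95 genes of Supplemental Table S4, spliced in both knockout lines, were used here in place of all genes spliced in *Bmal1*-/- cells. A peak lay within 58 of them in at least 1 *Bmal1*-/- library (61.1%, Wilson 95% confidence interval 51.0% to 70.2%) and within 30 in a WT library (31.6%, 23.1% to 41.5%). The WT value rests on WT replicate 2, as WT replicate 1 alone gives 7.37%. Among tested protein-coding genes the shares were 62.0% against 50.9% of other genes in *Bmal1*-/- cells and 32.6% against 20.4% in WT (Fisher's exact test, p = 0.0363 and 0.00602). Long genes hold more peaks by their length alone, and against genes of matched length the shares were 62.0% against 62.1% and 32.6% against 31.5% (Fisher's exact test, p = 1 and 0.902). Of the 241 genes with rhythmic splicing in islets in Supplemental Table S1, 238 were found by symbol in the annotation, and 139 of these held a peak in *Bmal1*-/- cells (58.4%). Among those tested it was 59.7%, against 57.9% of genes of matched length (Fisher's exact test, p = 0.657).

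The region from the upstream to the downstream exon of the skipped exon of *Cask* (chromosome X, 13586843 to 13600456) was without a peak, as was that of *Madd* (chromosome 2, 91154644 to 91155648), *Dock11* (chromosome X, 36069847 to 36076227), *Dctn1* (chromosome 6, 83195940 to 83197624) and *Snap25* (chromosome 2, 136763572 to 136774020). Over all 101 event regions of Supplemental Table S4, 7 held a peak in *Bmal1*-/- and 4 in WT cells. The same regions moved along the chromosome held a median of 9 (4 to 13) and 3.5 (1 to 7). Of the 257 event regions of Supplemental Table S1, 34 held a peak in *Bmal1*-/- and 15 in WT cells, more than in any of 10 moves, which gave a median of 22 (15 to 30) and 9.5 (5 to 11). All 15 come from WT replicate 2, since WT replicate 1 has 0. At 8-fold over input they were 26 against 9 to 24 in *Bmal1*-/- cells and 8 against 3 to 10 in WT, and among the 808 highest-scored peaks of each library 2 against 0 to 3 and 0 against 0 to 4. Moved regions need not lie in genes, so a preference of THRAP3 for genes is not separated from one for these events.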

Motif analysis within THRAP3-bound promoters of rhythmically spliced genes revealed enrichment of circadian E-box, bZIP, and ETS motifs (Fig. 3D; Fang et al. 2014). 

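E-box sites, which bHLH factors bind, ETS sites and the cAMP response element of bZIP factors were compared between THRAP3 peaks at promoters and windows beside them. Each was more frequent in the peaks of every library, but none passed the test in WT replicate 1, which has the fewest peaks. The AP-1 site, another site of bZIP factors, was also more frequent in promoter peaks, but did not pass the test in *Bmal1*-/- replicate 1. Over all peaks it passed in each of the 4 libraries. Promoters of genes with a THRAP3 peak were not set apart by these sites from promoters of other tested genes.

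In the 200 bp around the centres of promoter peaks of WT replicate 2, an E-box was found in 5.88%, against 2.54% of windows 1000 bp away (Fisher's exact test, adjusted p = 9.5e-10). An ETS site was found in 2.97% against 0.201% (adjusted p = 3.4e-20), and a cAMP response element in 1.56% against 0.151% (adjusted p = 7.3e-10). Within groups of like GC content the odds ratios were 1.79, 7.56 and 6.68. In *Bmal1*-/- replicate 1 an E-box was found in 6.36% of promoter peaks against 2.74%, and an ETS site in 4.23% against 0.299% (adjusted p = 1.1e-24 and 6.2e-69).

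An AP-1 site was found in 16.1% of promoter peaks of WT replicate 1, against 3.17% (Fisher's exact test, adjusted p = 8.1e-08), and in 3.77% of those of *Bmal1*-/- replicate 1, against 3.16% (adjusted p = 0.0897). Within groups of like GC content the odds ratios in promoter peaks were 5.72 and 3.01 in WT and 2.14 and 2.53 in *Bmal1*-/- libraries. Over all peaks it lay in 29.6% and 13.0% in WT and 8.53% and 9.37% in *Bmal1*-/- libraries, and among the 808 highest-scored peaks of each in 29.6% and 28.6% and in 23.5% and 27.1%.

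Searched over the promoter sequence itself, from 300 bp upstream to 50 bp downstream of the gene start, no motif separated genes with a peak from genes without. In WT replicate 2 an E-box was present in 12.2% of promoters with a peak and 10.7% without (adjusted p = 0.282). Of the rhythmically spliced genes of Supplemental Table S1, 124 tested genes held a THRAP3 peak at the promoter in a *Bmal1*-/- library. Their promoters held an E-box in 13.7%, against 10.9% of other tested genes (adjusted p = 0.516), an ETS site in 4.84% against 7.70% (adjusted p = 0.516) and a cAMP response element in 4.84% against 3.53% (adjusted p = 0.591). Around the centres of the promoter peaks of these genes, against windows beside them, no motif passed the test. In *Bmal1*-/- replicate 1 an E-box lay in 8.26% of 109 peaks against 2.75% (Fisher's exact test, adjusted p = 0.0753) and a cAMP response element in 2.75% against 0% (adjusted p = 0.0632). In replicate 2 an ETS site lay in 3.37% of 89 peaks against 0% (adjusted p = 0.0632), an E-box in 5.62% against 4.49% (adjusted p = 0.956) and a cAMP response element in 0% of either. Only exact matches to 1 sequence per motif were counted, so weaker sites were missed.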

Notably, mRNAs encoding several TFs predicted by Homer to bind these motifs, including E-box-binding bHLH proteins *Usf2, Tfe3*, and *Maz*, bZIP protein c*Jun*, and ETS family proteins *Elk1* and *Elf1*, were up-regulated in clock mutant β cells, suggesting that they may be responsible for clock-dependent THRAP3 recruitment to target genes (Supplemental Fig. S7B). Moreover, THRAP3 binding density, computed by plotting normalized ChIP-seq reads along indicated genomic regions, was enriched in the vicinity of previously published CLOCK and BMAL1 ChIP-seq peaks occurring within promoters of β-cell genes (Supplemental Fig. S7C). However, THRAP3 was not enriched in binding within promoter ChIP-seq peaks for the noncircadian β-cell lineage determining factor PDX1 (Supplemental Fig. S7C; Perelis et al. 2015). Together these data suggest that recruitment of THRAP3 by the core molecular clock and coregulated TFs is coupled to alternative splicing.

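*Usf2*, a bHLH factor of the E-box, rose in both knockout lines. *Jun*, the bZIP factor of AP-1, *Elf1*, an ETS factor, *Maz*, a zinc finger factor, and *Tfe3*, a bHLH factor of lysosomal genes, passed the test in *Bmal1*-/- cells only, where they rose. *Elk1*, an ETS factor that responds to MAP kinases, passed the test in neither line.

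*Usf2* (chromosome 7 from 30945248 to 30956803) was at 65.0 ± 5.67 TPM in WT, 134 ± 5.78 in *Bmal1*-/- and 91.5 ± 2.26 in *Clock*-/- cells (SD, n = 3 in each). The log2 fold changes of *Usf2* were 1.04 (standard error 0.07, adjusted p = 2.8e-06) and 0.49 (standard error 0.07, adjusted p = 6.3e-04). *Jun* (chromosome 4 from 95049034 to 95052222) went from 46.2 ± 0.661 to 139 ± 4.66 TPM in *Bmal1*-/- cells, a log2 fold change of 1.57 (standard error 0.08, adjusted p = 3.7e-07), and had one of 0.11 (adjusted p = 0.316) in *Clock*-/- cells. *Elf1* (chromosome 14 from 79481194 to 79582494) had a log2 fold change of 1.35 (adjusted p = 4.2e-05) in *Bmal1*-/- cells and of −0.02 (adjusted p = 0.912) in *Clock*-/- cells. *Maz* had log2 fold changes of 0.52 (adjusted p = 2.5e-05) and 0.05 (adjusted p = 0.454), *Tfe3* of 0.39 (adjusted p = 0.00407) and −0.13 (adjusted p = 0.272), and *Elk1* of 0.26 (adjusted p = 0.0986) and 0.15 (adjusted p = 0.353). Of the 6 factors, 5 rose in *Bmal1*-/- cells and 1 in *Clock*-/- cells, and the same numbers were obtained adjusted over the list alone, which is not independent evidence. Camera gave an adjusted p = 0.00179 in *Bmal1*-/- cells, and an adjusted p = 0.627 with an estimated correlation. Compared directly, 5 of the factors were higher in *Bmal1*-/- than in *Clock*-/- cells. From the rise of these factors in mutant cells and the motifs at THRAP3 sites, the paper proposes that they may recruit THRAP3 to its target genes in a clock-dependent manner.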

### Alternative splicing of *Cask* and *Madd* directly modulates β-cell insulin secretion

Given that *Cask* and *Madd* display among the highest degrees of exon inclusion level difference in *Bmal1*^−/−^ and *Clock*^−/−^ cells compared with WT (Fig. 2C,D), and that THRAP3 is enriched at exons flanking the skipped exon in *Cask* and *Madd* in *Bmal1*^−/−^ cells (Fig. 3B), we sought to determine whether missplicing of *Cask* and *Madd* contributes to impaired β-cell function in *Bmal1*^−/−^ cells. *Cask* had an ∼36% reduction in inclusion of exon 11 in both *Bmal1*^−/−^ and *Clock*^−/−^ cells (Fig. 4A), and *Madd* displayed a 28% reduction in exon 26 in both *Bmal1*^−/−^ and *Clock*^−/−^ cells (Fig. 4C). CASK was of particular interest as a member of the membrane-associated guanylate kinase (MAGUK) protein family that helps initiate assembly of the presynaptic secretory machinery. CASK is involved in exocytosis of neurotransmitters in the brain (Atasoy et al. 2007) and of insulin in the endocrine pancreas (Suckow et al. 2008; Wang et al. 2015). Furthermore, Uniprot and Interpro annotations show that exon 11 of *Cask*, which is skipped more frequently in the circadian mutants, encodes a domain that facilitates interactions with synaptic membrane proteins (Fig. 4A; Chetkovich et al. 2002; Lee et al. 2002; Roh et al. 2002). *Madd*, a splice variant of the insulinoma-glucagonoma clone 20 (*IG20*) gene, contains a single nucleotide polymorphism associated with human type 2 diabetes, and *Madd* knockout mice display hyperglycemia and impaired insulin secretion (Li et al. 2014). Exon 26 of *Madd*, which is skipped more often in the clock mutants, encodes 58 amino acids upstream of its death domain, which inhibits caspase activation (Fig. 4C; Kurada et al. 2009). To examine the impact of the increased abundance of the short isoforms of *Cask* and *Madd* transcripts in *Bmal1* and *Clock* mutant β cells, we generated antisense oligonucleotides (ASOs) targeting the exons that were skipped more frequently in the mutants. ASOs are short single-stranded segments of DNA that can affect expression of alternatively spliced protein isoforms by initiating exon skipping or inclusion by masking silencing sites during splicing. We treated WT islets with control and targeting ASOs against *Cask* and *Madd* and observed ∼81% and ∼90% reduction in inclusion of *Cask* exon 11 and *Madd* exon 26 mRNA, respectively, relative to a nontargeting control ASO (Fig. 4B,D), while the ASOs did not alter expression of upstream exons 1 and 3 in *Cask* and *Madd,* respectively (Fig. 4B,D). Notably, islets treated with targeting ASOs against both *Cask* and *Madd* displayed significantly reduced glucose-stimulated insulin secretion compared with control ASO-treated islets (by ∼40%) (Fig. 4B,D), suggesting that clock-regulated splicing of these transcripts supports β-cell function. Thus, these results demonstrate that mimicking exon skipping through the use of ASOs, which promotes expression of the short isoforms of these two genes whose splicing is controlled by the circadian clock, reduces glucose-stimulated insulin secretion, suggesting that missplicing of these mRNAs contributes to secretory failure in the setting of circadian disruption.

**Figure 4.**
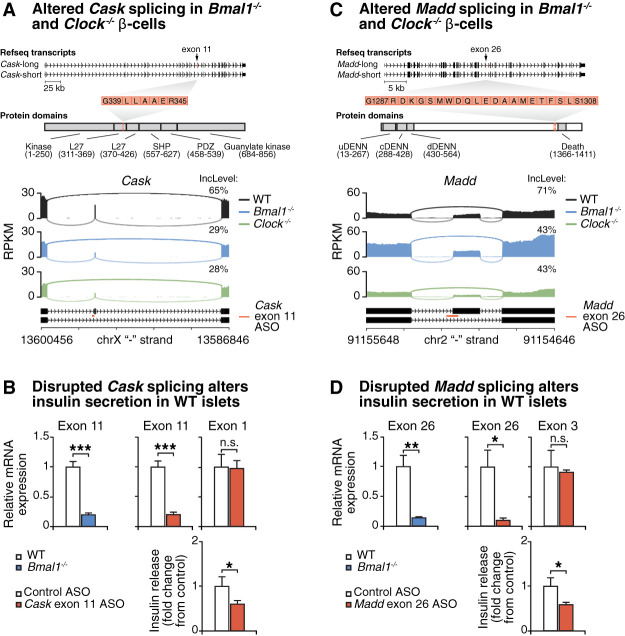
Skipped exons within *Cask* and *Madd* in circadian mutant β cells impair insulin secretion. (*A*) Refseq transcripts depict the “long” and “short” (i.e., skipping exon 11) isoforms of *Cask*. Exon 11 encodes amino acids 339–345, which InterPro annotates as part of the C-terminal L27 domain. Sashimi plots of the differentially spliced *Cask* gene in *Bmal1*^−/−^ and *Clock*^−/−^ β-cell lines. (*B*) Expression of *Cask* skipped exon 11 or nontargeted exon 1 in WT (*n* = 7) and *Bmal1*^−/−^ (*n* = 6) β-TC6 cells and following control (*n* = 5) and targeting (*n* = 3–5) ASO treatment in WT islets assessed via qPCR. Insulin secretion in the targeted islets, *Cask* ASO-treated (*n* = 17 mice), compared with control ASO-treated (*n* = 11 mice). (*C*) RefSeq transcripts depict the “long” and “short” (i.e., skipping exon 26) isoforms of *Madd*. Exon 26 encodes amino acids 1287–1308, which InterPro annotates as part of a disordered region 58 amino acids upstream of its C-terminal death domain. Sashimi plots of the differentially spliced *Madd* gene in *Bmal1*^−/−^ and *Clock*^−/−^ β-cell lines. (*D*) Expression of *Madd* skipped exon 26 or nontargeted exon 3 in WT (*n* = 7) and *Bmal1*^−/−^ (*n* = 6) β-TC6 cells and following control (*n* = 5) and targeting (*n* = 4) ASO treatment in WT islets assessed via qPCR. Insulin secretion in the targeted islets, *Madd* ASO-treated (*n* = 15 mice) compared with control ASO-treated (*n* = 9 mice).

### Alterations in both transcription and alternative splicing of *Snap25a* in circadian mutant and WT β cells

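*Snap25*, which lies on chromosome 2 and encodes a SNARE protein that insulin granules need for fusion, fell by more than the spread between wells in both knockout lines. Its mRNA was at 99.4 ± 6.30 TPM in WT, 25.7 ± 2.17 in *Bmal1*-/- and 46.1 ± 5.17 in *Clock*-/- cells (SD, n = 3 in each). This is a reduction of 74.2% ± 2.18 in *Bmal1*-/- and 53.7% ± 5.19 in *Clock*-/- cells. Every knockout library was below every WT library. The fall was larger in *Bmal1*-/- than in *Clock*-/- cells, with a log2 difference of −0.82 (standard error 0.10, adjusted p = 7.5e-05) between the knockouts. The use of its alternative exons was not analysed here, as TPM of whole genes does not show it.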

Analysis of RNA-seq by rMATS of circadian mutant cells revealed that *Snap25* was one of the few genes that was both differentially expressed (74% and 54% reduction in mRNA in *Bmal1*^−/−^ and *Clock*^−/−^ cells, respectively, compared with controls) and spliced (MXE: 15% and 25% reduced inclusion of alternative exon 5b versus 5a in *Bmal1*^−/−^ and *Clock*^−/−^ cells) (Fig. 2A,C,D; Supplemental Figs. S5D, S8A). Since SNAP25 is a key component of the core SNARE complex that mediates stimulus-dependent release of insulin from pancreatic β cells and overall expression levels were reduced in circadian mutant β cells, we first tested whether overexpression of either of the two major splice-variant isoforms of SNAP25 could restore secretion in clock mutant β cells. We generated stable *Bmal1*^−/−^ and WT β-TC6 cell lines overexpressing full-length human *Snap25a* or *Snap25b* cDNAs, which were validated by qPCR and Western blot (Supplemental Fig. S8B). Surprisingly, overexpression of the *Snap25a* isoform, which was more abundant relative to *Snap25b* in clock mutant cells, restored glucose-stimulated insulin secretion in *Bmal1*^−/−^ cells to levels similar to the ones observed in WT controls (Supplemental Fig. S8B). However, overexpression of the *Snap25b* did not rescue insulin secretion in the *Bmal1*^−/−^ cells despite high levels of overexpression (Supplemental Fig. S8B). Overexpression of either *Snap25a* or *Snap25b* above endogenous levels in WT cells did not alter insulin secretion, indicating that reduced transcription of *Snap25*, as opposed to reduced AS-mediated selection of the *Snap25b* isoform in *Bmal1*^−/−^ β cells, contributes to impaired insulin secretion. To next test whether loss of either the *Snap25a* or *Snap25b* isoforms per se was associated with altered GSIS independently from differences in underlying transcription, we used ASOs to block inclusion of alternative exon 5a or 5b and observed 90% and 83% reduction in exons 5a and 5b, respectively (Supplemental Fig. S8C). Importantly, ASO treatment did not alter the total transcript abundance of either isoform. We observed that loss of the *Snap25a* transcript resulted in a 78% reduction in insulin secretion in WT islets, while loss of the *Snap25b* isoform did not decrease the insulin response (Supplemental Fig. S8C). Thus, our studies suggest that reduced overall *Snap25* expression levels, as opposed to reduced inclusion of alternative exon 5b, contribute to impaired insulin secretion in clock mutant β cells.

### Diet-induced obesity and circadian disruption impair shared exocytic pathways that are controlled by AS

Having established that rhythmic AS impacts key regulators of exocytosis in circadian mutant conditions, we sought to determine whether impaired AS might represent a more general defect associated with β-cell failure in the setting of type 2 diabetes. To determine whether impaired alternative pre-mRNA splicing might occur under conditions of β-cell disruption in type 2 diabetes and/or obesity, we analyzed existing deep RNA sequencing data from islets isolated from high-fat diet (HFD)-fed compared with regular chow-fed mice (CON; >100 million reads per sample; GSE92602) (Motterle et al. 2017). Principle component analysis (PCA) clustering revealed that AS events in islets from HFD-fed mice segregate from control-fed mice (Supplemental Fig. S9A). Furthermore, we detected 259 differential AS slice events, including 170 SEs, 30 MXEs, 27 A5SS, and 32 A3SS, among 228 unique genes (Δψ > 0.10, *P* < 0.05) (Supplemental Fig. S9B; Supplemental Table S5), while there were 187 genes differentially expressed (log_2_ FC > 1, FDR < 0.05). Interestingly, similar to the clock mutant islets, there was little overlap between differentially spliced and differentially expressed genes in the islets from HFD-fed mice (2.6%) (log_2_ FC > 1, FDR < 0.05). Of particular interest, the ortholog of the recently identified type II diabetes risk gene *PAM* (Thomsen et al. 2018) in humans was one of the most differentially spliced transcripts in the islets from HFD-fed mice (Supplemental Fig. S9B) despite similar total *Pam* expression in these data. This further provides evidence toward splicing as an inherent regulatory mechanism through which β-cell function is mediated. To elucidate how these diet-induced changes in RNA processing intersect with circadian control, we next examined the overlap between AS events significantly altered in islets following HFD compared with those altered in the *Bmal1*^−/−^ cell lines (Δψ > 0.10, *P* < 0.05). Surprisingly, we found a 15.8% overlap (36 out of 228 AS HFD genes) between the two groups, including in the *TATA-binding protein* (*Tbp*), the *guanine nucleotide-binding protein* (*G protein*; *Gnas*), and *myosin5* (*Myo5*), and pathway analyses revealed that the most enriched pathways at the intersection of HFD-induced and circadian-regulated splicing act to control membrane protein trafficking and vesicle transport (Supplemental Fig. S9C,D). Overall, the differential AS events were over-represented in gene ontology terms related to synaptic vesicle transport and peptide secretion (Supplemental Fig. S5B).

## Discussion

Mounting evidence from genomic analyses has established extensive circadian control in the expression of tissue-specific gene networks central to metabolism (Koike et al. 2012; Remsberg et al. 2017; Yeung et al. 2018). Most studies have focused on using mRNA- and nascent RNA sequencing in tandem with assays for measuring TF binding to understand the role of the molecular clock in initiating RNA synthesis (Fang et al. 2014; Zhang et al. 2014). More recent ribosome-associated RNA sequencing and proteomics have demonstrated that rhythmicity and phase in circadian transcription does not necessarily reflect final protein expression, particularly outside of the core circadian activator and repressor proteins (Deery et al. 2009; Jang et al. 2015; Janich et al. 2015). Emergence of clock function has been implicated in β-cell maturation (Alvarez-Dominguez et al. 2020), and circadian control of splicing events are necessary for the proper assembly of synaptic machinery in developing neurons (Song et al. 2017; Wang et al. 2018). Despite this link between the circadian clock and neuronal cell-specific splicing, whether the circadian clock mediates AS across the 24-h cycle in peripheral tissues remains incompletely understood.

Here we identified pre-mRNA alternative splicing as an output of the molecular clock that contributes to insulin secretion in pancreatic β cells. We also showed that disrupted AS of key exocytic genes following circadian disruption contributes to impaired β-cell function. Our analyses of RNA sequencing coverage of splice junctions demonstrated extensive modulation of the circadian transcriptome in islets at the level of mRNA isoform selection, and that genes encoding proteins mediating exocytosis, synaptic transmission, and transcription are rhythmically alternatively spliced (Fig. 1; Supplemental Fig. S1). Global splicing patterns further indicated that a majority of splicing events involve retention or exclusion of individual cassette exons (SE), and that these splicing events display a bimodal distribution across the circadian cycle, peaking at times corresponding roughly to the zenith and nadir of endogenous clock-driven insulin secretion (Fig. 1; Supplemental Fig. S1). Our observations suggest that the molecular clock within pancreatic β cells regulates insulin secretion by ensuring appropriate mRNA isoform selection at specific phases throughout the day/night cycle.

Since the functional consequences of clock gene manipulation to date have largely been performed in primary murine and human pancreatic islets containing mixed endocrine cell types, our analyses of clonal *Bmal1* and *Clock* knockout β-cell lines enabled the interrogation of clock-dependent transcriptional and AS events associated with impaired insulin secretion in pure populations of insulin-secreting cells (Fig. 2; Supplemental Fig. S2). Genetic depletion of *Bmal1* and *Clock* resulted in phenotypic changes comparable with those observed in pancreas-specific knockout mouse models, such as refractory secretory responses to both glucose and nonnutrient insulin secretagogues (Fig. 2; Supplemental Figs. S2–S4). Moreover, electrophysiologic analysis of *Bmal1* mutant β-cell lines and mouse β cells revealed a conserved defect in depolarization-evoked exocytosis (Fig. 2B), localizing the secretory defect to the final stages of insulin granule fusion and peptide release.

The transcriptomes of *Bmal1*^−/−^ and *Clock*^−/−^ β cells revealed perturbations in mRNAs involved with peptide secretion and second messenger signals that trigger insulin secretion (Fig. 2A). We detected significant changes in the AS of ∼100 genes, including vesicle membrane components, kinases, GTPases responsible for posttranslational modifications to the secretory apparatus, and plasma membrane proteins that are also important regulators of neuronal maturation and synaptic function (Fig. 2D). A majority of these missplicing events occurred in mRNAs that were not differentially expressed in the circadian mutants, highlighting the importance of clock control of isoform selection throughout the day. Our analyses of oscillating RNA transcripts in synchronized WT islets, synchronized WT and clock deficient β cells, and islets from hyperglycemic animals reveal over-representation of genes encoding vesicle trafficking and synaptic proteins. Furthermore, rhythmic- and CLOCK/BMAL1-dependent transcriptomes revealed a repertoire of dynamic RBPs that mediate AS. There is evidence for RBPs regulating circadian splicing events (Benegiamo et al. 2018; Wang et al. 2018) and insulin secretion (Juan-Mateu et al. 2017), but little is known about how circadian RBPs and downstream rhythmic RNA processing regulates peripheral tissue function. Here we demonstrated that the circadian RBP THRAP3 regulates cassette exon skipping in β cells at transcripts controlling insulin secretion, including *Cask* (a scaffold for calcium-calmodulin kinase) and *Madd* (a RAB3 GTPase-activating protein). We show that proper *Thrap3* expression is necessary for maintaining exon skipping in *Cask* and *Madd* in *Bmal1*^−/−^ cells. Surprisingly, simply mimicking the SE events found in *Bmal1*^−/−^ cells in *Cask* and *Madd* transcripts was sufficient to suppress glucose-stimulated insulin secretion in WT mouse islets, suggesting that missplicing of mRNAs such as *Cask* and *Madd* may contribute to secretory failure with circadian disruption (Fig. 4). It is intriguing to speculate that reduced inclusion of the *Cask* exon 11 in the circadian mutants leads to altered interactions with key synaptic membrane proteins such as Postsynaptic density protein 95 (PSD-95), Neurexin-1, and Munc-18-interacting protein (MINT) (Chetkovich et al. 2002; Mukherjee et al. 2008), in turn impeding vesicle trafficking (Gillespie and Hodge 2013). Further analyses will be required to determine the impact of reduced inclusion of these *Cask* and *Madd* exons on vesicle trafficking and calcium signaling within circadian mutant β cells. These findings reveal the importance of circadian control of AS of key exocytotic-controlling genes in the maintenance of β-cell function.

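At an adjusted p under 0.01 without a minimum fold change, 11 of the 95 genes of Supplemental Table S4 changed in both lines, of which 6 fell and 5 rose. *Snap25* and *Reln* are among those that fell. *Phactr2*, a regulator of protein phosphatase and actin chosen here after its values were seen, rose in both, as did *Erc2* and *Mapt*. *Phactr2* (chromosome 10 from 13207717 to 13474412) was at 1.31 ± 0.298 TPM in WT, 3.48 ± 0.237 in *Bmal1*-/- and 5.94 ± 1.41 in *Clock*-/- cells (SD, n = 3 in each). Its log2 fold changes were 0.96 (adjusted p = 8.8e-04) and 1.57 (adjusted p = 7.0e-05).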

*Snap25* was one of only four genes that were both differentially spliced and reduced in expression in both *Clock*^−/−^ and *Bmal1*^−/−^ β cells. *Snap25* encodes a target membrane SNARE protein critical for synaptic vesicle exocytosis and expresses either of the mutually exclusive exons 5a or 5b, which arose as a consequence of an ancestral duplication event (Bark 1993). While both SNAP25a and SNAP25b are capable of assembling functional SNARE complexes in pancreatic β cells (Daraio et al. 2017), the relative roles of the *Snap25a* and *Snap25b* isoforms are not well understood. We observed reduced expression of both the *Snap25a* and *Snap25b* isoforms in the circadian mutant β cells, with a greater reduction in the *Snap25b* isoform relative to the *Snap25a* isoform (Supplemental Fig. S8). Our findings that *Snap25a* overexpression enhanced insulin secretion in the circadian mutant β cells, and that blocking inclusion of the *Snap25a* but not *Snap25b* isoform using ASOs inhibited insulin secretion, together suggests the β-cell clock modulates both splice isoform selection and transcription of rhythmic genes. Our studies verify the observation that *Snap25a*, which is a less functional fetal isoform in neurons, is coexpressed with *Snap25b* in β cells and enhances insulin secretion (Gonelle-Gispert et al. 1999; Daraio et al. 2017). Finally, observations that (1) AS of *Snap25* and other neuronal mRNAs is developmentally regulated (Bark et al. 1995; Johansson et al. 2008; Song et al. 2017) and (2) the emergence of circadian rhythms during human β-cell maturation coincides with metabolic maturation (Alvarez-Dominguez et al. 2020), raise the possibility that the circadian control of AS may participate in β-cell maturation.

It is estimated that AS occurs in ∼94% of human genes (Wang et al. 2008) and that up to 30% of AS occurs in a tissue-specific manner (Pan et al. 2008). We found that circadian disruption and high-fat feeding led to disrupted AS of an overlapping set of vesicle trafficking and exocytic RNA networks in islets (Supplemental Fig. S9), suggesting that AS is perturbed in both circadian- and diet-induced metabolic disease. However, the RNA-binding proteins (RBPs) regulating AS during circadian and metabolic stress have not been identified (Supplemental Tables S1, S3, S4). Here we identified THRAP3 as a key splicing-regulatory RBP important in rhythmic β-cell physiology. While THRAP3 depletion in clock-deficient cells partially restores cassette exon inclusion, we note that *Thrap3* siRNA treated *Bmal1*^−/−^ cells still displayed reduced cassette exon inclusion levels relative to WT cells and *Thrap3* knockdown did not affect all differentially spliced transcripts, such as *Dctn1*. Therefore, it is likely that a synergistic relationship exists between clock-controlled and rhythmic RBPs (Supplemental Fig. S5G). We observed that α and β cells exhibit cell type-specific patterns in AS across the 24-h timescale (Fig. 2E). Therefore, it remains a possibility that cell type-specific phases of TF recruitment and rates of transcription may be key to understanding how RBPs are targeted on a circadian timescale. The role of transcriptional regulators in RBP recruitment (Supplemental Tables S1, S3, S4) and the mechanisms by which AS is directed by RBPs in pancreatic β cells remains incompletely understood. Antisense oligonucleotide therapies currently exist for neuromuscular diseases caused by missplicing, such as spinal muscular atrophy (Hua et al. 2011; Passini et al. 2011), and new chemistries now enable the delivery of ASOs specifically to the β cell (Ämmälä et al. 2018). A greater understanding of the molecular mechanisms underlying abnormally spliced transcripts will shed light on therapies for disorders of circadian disruption, including type 2 diabetes.

## Materials and methods

### Animals

Male WT C57BL/6J mice were purchased from the Jackson Laboratory. *PdxCre;Bmal1^flx/flx^* mice (Marcheva et al. 2010) were produced and maintained on a C57BL/6J background at the Northwestern University Center for Comparative Medicine. *Clock^flx/flx^* mice were crossed with *PdxCre* transgenic mice (kindly provided by Dr. David R. Weaver, University of Massachusetts Medical School, and Dr. Douglas Melton, Harvard University, respectively) to generate *PdxCre;Clock^flx/flx^* mice, as well as *Clock^flx/flx^* and *PdxCre* littermate controls (Gu et al. 2002; Debruyne et al. 2006). Offspring from this cross were on a mixed B6x129xICR background. Unless otherwise stated, mice were maintained on a 12:12 light/:dark (LD) cycle and allowed free access to regular chow and water. All animal care and use procedures were conducted in accordance with regulations of the Institutional Animal Care and Use Committee at Northwestern University.

### β-TC6 cell culture

β-TC6 cells were purchased from ATCC (CRL-11506) and cultured in Dulbecco's modified Eagle's medium (DMEM; Gibco) supplemented with 15% FBS (Atlanta Biologicals), 1% L-glutamine (Gibco), and 1% penicillin/streptomycin (Gibco). All cells used in experiments were at <15 passages. For synchronization and knockdown experiments WT and *Bmal1*^−/−^ cells were plated at 2.5 × 10^5^ cells per well on 24-well plates. For siRNA treatment, 10 pmol of nontargeting control siRNA (Dharmacon D-001810-10-05) or Thrap3 Silencer Select siRNA (Thermo Fisher Scientific 4390771) in Lipofectamine (1.5 μL/well), and Opti-MEM medium (300 μL/well) were first added to 24-well plates followed by addition of 2.5 × 10^5^ cells in 1 mL of normal medium. RNA was collected 72 h later with TRI reagent. For synchronization cells were plated given a 10 μM forskolin shock for 1 h, followed by warm PBS wash and medium change to 5% FBS supplemented DMEM. Cells were collected between 24 and 44 h later with TRI reagent.

### CRISPR-mediated *Bmal1* and *Clock* deletion in β-TC6 cell culture

Exon 8 of *Bmal1* and exons 6 and 7 of *Clock* were deleted in β-TC6 cells by CRISPR–Cas9 and homology-directed repair (HDR). For *Bmal1*, intronic DNA flanking *Bmal1* exon 8 was cloned into pTOPO2.1 (pBmal1-HR) (Invitrogen), and cells were cotransfected with guide RNA, Cas9 [pSpCas9(BB)-2A-Puro; Addgene], and pBmal1-HR plasmids. Stably integrated clones were selected for neomycin resistance (G418, Mediatech), and single colonies were hand picked and cultured individually. RNA and protein were extracted from these colonies and *Bmal1* mRNA and protein were assessed by qPCR and Western blot. For *Clock*, cells were cotransfected with guide RNA, Cas9 (Clock CRISPR/Cas9 KO plasmids; Santa Cruz Biotechnology), and Clock HDR plasmids (Santa Cruz Biotechnology sc-419693-HDR). Stably integrated clones were selected for puromycin resistance (puromycin dihydrochloride, Sigma-Aldrich), and single colonies were hand picked and cultured individually. RNA and protein were extracted from these colonies and *Clock* mRNA and protein were assessed by qPCR and Western blot.

### Bioluminescence monitoring in *Bmal1*^−/−^ and *Clock*^−/−^ β-cell lines

β-TC6 WT, *Bmal1*^−/−^, and *Clock*^−/−^ cells were infected with a lentivirus expressing a *Per2-dLuc* reporter construct (gift from A. Liu, University of Memphis) (Liu et al. 2008) and maintained in DMEM with 10% FBS and 2.5 µg/mL blastocidin (Sigma) to select for stable *Per2-dLuc* integration. Sealed cell cultures were incubated in 1.2 mL of DMEM containing 352.5 µg/mL sodium bicarbonate (Gibco), 10 mM HEPES (Gibco), 2 mM L-glutamine, 1% FBS, 1% penicillin/streptomycin, 1% sodium pyruvate (Corning), and 0.1 mM luciferin sodium salt (Biosynth AG). Cultures were placed in a LumiCycle luminometer (Actimetrics), temperature was synchronized for 24 h (sine wave: 37°C–41°C–37°C–33°C–37°C), and plates were then maintained at 37°C. Bioluminescence was recorded continuously for several days.

### Glucose and insulin measurements

Blood glucose and plasma insulin levels in *ad libitum*-fed mice were assessed at ZT2 and ZT14 from tail vein bleeds. Glucose tolerance tests were performed in mice that were first fasted for 14 h. Blood glucose and insulin levels were measured at the indicated times following intraperitoneal (IP) injection of glucose (2 or 3 g/kg body weight, as indicated). Plasma insulin levels were measured by ELISA (Crystal Chem, Inc.).

### Pancreatic islet and cell line insulin secretion assays

Pancreatic islets were isolated via bile duct collagenase digestion (*Collagenase P*, Sigma) and Biocoll (Millipore) gradient separation and left to recover overnight at 37°C in RPMI 1640 with 10% FBS, 1% L-glutamine, and 1% penicillin/streptomycin. For insulin release assays, five equally sized islets per mouse (in duplicate) were statically incubated in Krebs-Ringer buffer the following morning (∼ZT6) and stimulated for 1 h at 37°C with 2 or 20 mM glucose or 30 mM KCl. Supernatant was collected and assayed for insulin content by ELISA. Islets were then sonicated in acid-ethanol solution and solubilized overnight at 4°C before assaying total insulin content by ELISA. Percent insulin content secreted as a response to stimulus was normalized to basal secretion levels for each condition and reported as fold change from control. For insulin release assays in cell lines, 3-4 × 10^6^ cells were cultured for 3 d in 6-cm suspension culture dishes. Formed pseudoislets were then transferred into new suspension culture media and left to recover overnight. Glucose-responsive insulin secretion was performed as described above, using 10 pseudoislets per sample and a basal glucose level of 0 mM glucose instead of 2 mM.

### Immunohistochemistry

Mice were anesthetized with IP injection of phenobarbital (50 mg/mL; Nembutal) and perfused with heparinized saline, followed by 4% paraformaldehyde (Sigma) in PBS. Pancreata were removed, postfixed with 4% PFA overnight at 4°C embedded in paraffin, and blocks of 6-μm sections were mounted on slides. The following primary antibodies were used for staining: guinea pig anti-insulin (1:500; DAKO), mouse antiglucagon (1:500; Sigma), and rabbit anti-CLOCK (1:500; Millipore). Secondary antibodies included AMCA goat antiguinea pig (1:400; Jackson ImmunoResearch), Alexa fluor 488-conjugated goat antimouse (1:400, Invitrogen), and Alexa flour 546-conjugated goat antirabbit (1:400; Life Technologies). Images were acquired with PictureFrame 1.0 using a Zeiss Axioskop 50.

### MRI measurements

Body composition of live mice was determined by quantitative NMR. Data were analyzed using software by EchoMRI technology (Echo Medical Systems). Fat and lean mass was reported as percentage of body weight.

### Activity and feeding measurements

Locomotor activity was monitored in 2- to 4-mo-old pancreas-specific *Clock* knockout mice and their respective littermate controls. All animals were individually housed in standard mouse cages equipped with infrared sensors and allowed free access to food and water. Mice were placed in a 12:12 LD cycle for 15 d, followed by 15 d in constant darkness (DD). Total activity counts were quantified as the total number of infrared sensor beam breaks (Chronobiology kit, Stanford Software Systems). Activity data were analyzed in 6-min bouts using ClockLab software (Actimetrics). The free-running period was determined as the duration of time between the major activity periods on consecutive days. Period was calculated using a χ^2^ periodogram for days 20–30 (Sokolove and Bushell 1978). Daytime and nighttime food consumption of individually housed animals with free access to water and regular chow was determined by manual measurement of remaining diet at both ZT0 and ZT12 for five consecutive days.

### RNA isolation for qPCR mRNA quantification

Islets or cells were treated with TRI reagent (Sigma Aldrich) and frozen at −80°C. RNA was isolated according to the manufacturer's protocol and purified using RNeasy columns (Qiagen). cDNAs were then synthesized using the high-capacity cDNA reverse transcription kit (Applied Biosystems). Real-time quantitative polymerase chain reaction (qPCR) analysis was performed using SYBR Green master mix (Applied Biosystems) and analyzed using an Applied Biosystems 7900 Fast real-time PCR system. Relative expression levels were determined using the comparative CT method to normalize target gene mRNA to *β-actin*. Exon-specific primer sequences for qPCR are listed in Supplemental Table S6.

### RNA isolation, library preparation, and RNA sequencing

CRISPR-edited and control cell lines (1 × 10^6^ to 2 × 10^6^) were harvested from six-well plates in triplicate in TRI reagent (Sigma Aldrich), and RNA was isolated using Direct-zol miniprep columns (Zymo) according to the manufacturer's specifications. mRNA libraries for Illumina sequencing were prepared using poly(A) mRNA magnetic isolation module and NEBNext Ultra II directional RNA library kits (New England Biolabs) from 250 ng of total RNA. Libraries were sequenced on an Illumina Nextseq 500 instrument to a minimum of 2 × 10^7^ paired-end 75-bp reads. Raw sequencing reads were mapped to the mm10 genome using annotations from the gencode vM10 assembly with STAR version 2.5.0 (Dobin et al. 2013) using default parameters. Individual transcripts annotated in the gencode vM10 assembly were quantified using featureCounts version 1.5.3 (Liao et al. 2014) and the option “–t exon” was specified to count mRNA features.

### Differential expression and splicing analyses

For differential mRNA expression, DESeq2 (version 1.22.1) (Love et al. 2014) analysis was performed on control, *Bmal1*, and *Clock* knockout cell lines specifying a false discovery cutoff of 0.01 for independent filtering. Differentially expressed transcripts were defined as having a minimum of log_2_ fold change value >1 and false discovery rate-adjusted *P*-value < 0.01. For alternative splicing analyses, rMATS (version 4.0.2) (Shen et al. 2014) was used to identify AS events by quantifying exon–exon junction spanning reads on annotated splice junctions present in the mouse gencode vM10 assembly. Differentially spliced mRNAs were defined as having a false discovery rate of <0.05 and a minimum inclusion level difference >10%.

### Antisense oligonucleotide experiments

Phosphorodiamidate morpholino antisense oligonucleotides (ASOs) were designed according to described guidelines (GeneTools) and synthesized as 25-mer vivo morpholinos by GeneTools. ASOs were resuspended in ultrapure water to stock concentration of 0.5 mM. Specific sequences and their exon targets are listed in Supplemental Table S6. A nontargeting vivo morpholino ASO standard control was purchased from GeneTools and used at final concentrations matching those of targeting ASOs. WT islets were incubated for 4 h in 5% serum medium with ASOs for *Madd* (5 μM) and *Cask* (2.5 μM), and were then transferred to normal culture medium for 24 h before RNA collection or GSIS experiments. For *Snap25* experiments, islets were incubated for 24 h in 5% serum medium with ASOs for *Snap25a* or *Snap25b* (1 μM) before RNA collection or GSIS.

### *Snap25* exon overexpression

WT and *Bmal1*^−/−^ β-TC6 cells were infected with lentivirus expressing either control vector or the complete ORF of the human *Snap25a* or *Snap25b* gene (OriGene PS100092V5, RC202068L3V, and RC212596L3V). Stably integrated clones were selected for puromycin resistance (Sigma) and assayed for *Snap25a/b* mRNA and SNAP25 total protein levels.

### Western blotting

Whole-cell lysates were isolated by treating cell pellets with RIPA buffer (Sigma) containing 1× protease and 1× phosphatase inhibitors (Roche). Protein levels were quantified using DC protein assay (Bio-Rad). Protein extracts were then subject to SDS-PAGE gel electrophoresis and transferred to nitrocellulose (GE Healthcare) or Immobilin-P transfer membrane (Millipore). Primary antibodies used were β-ACTIN (CST 4970), BMAL1 (Santa Cruz Biotechnology sc-48790), CLOCK (Santa Cruz Biotechnology sc-25361), and SNAP25 (CST D9A12).

### Patch-clamp electrophysiology

Patch-clamp measurement of exocytotic responses in single β-TC6, or mouse β cells, was performed at 32°C–35°C using the standard whole-cell technique with the sine + DC lock-in function of a HEKA EPC10 amplifier and PatchMaster software (HEKA Electronics). β-TC6 cells were preincubated in 0 mM glucose EC solution for 1 h, patch-clamped, stimulated with a train of 10 depolarization steps, and the cumulative capacitance was recorded at 20 mM glucose extracellular (EC) solution. Mouse islets were dispersed by shaking in cell dissociation buffer (Gibco, Thermo Scientific) and plated in 35-mm culture dishes. β Cells were identified by cell size and sodium channel inactivation at −90 mV following the experiment, as previously described (Dai et al. 2012). Islet cells were preincubated at 2.8 mM glucose EC for 1 h and capacitance was measured at 10 mM glucose as described above. The pipette solution for depolarization-stimulated capacitance measurements contained 125 mmol/L Cs-glutamate, 10 mmol/L CsCl, 10 mmol/L NaCl, 1 mmol/L MgCl_2_ 6 mmol/L H_2_O, 0.05 mmol/L EGTA, 5 mmol/L HEPES, 0.1 mmol/L cAMP, and 3 mmol/L Mg ATP (pH 7.15 with CsOH). The extracellular bath contained 118 mmol/L NaCl, 20 mmol/L tetraethylammonium chloride, 5.6 mmol/L KCl, 1.2 mmol/L MgCl_2_ 6 mmol/L H_2_O, 2.6 mmol/L CaCl_2_, 5 mmol/L glucose, and 5 mmol/L HEPES (pH 7.4 with NaOH). Patch pipettes, pulled from borosilicate glass and coated with Sylgard, had a resistance of 3–4 MΩ when filled with pipette solution; liquid junction potentials were corrected as appropriate. Quantification of the average cumulative increase in the capacitance of 500-msec depolarizations from −70 to 0 mV was calculated. Measurements were normalized to initial cell size and expressed as femtofarad per picofarad (fF/pF). Data analysis was performed using GraphPad Prism (v7.0c). Comparison of multiple groups was done by one- or two-way ANOVA followed by Bonferroni or Tukey posttest. Data are expressed as means ± SEM, where *P* < 0.05 is considered significant.

### ChIP sequencing and analysis

Approximately 1 × 10^7^ cells per replicate were collected and processed for ChIP-seq as published previously (Perelis et al. 2015). Briefly, cells were fixed on 15-cm plates in 2 mM disuccinimidyl glutarate in PBS + 1% DMSO for 30 min, followed by formaldehyde (1% in PBS) cross-linking for 10 min, followed by quenching with addition of glycine to a total concentration of 125 mM glycine. Cells pellets were collected and frozen at −80°C. Cross-linked pellets were twice disrupted by five passages through a needle and syringe in buffer (150 mM NaCl, 5 mM EDTA at pH 8, 50 mM Tris-HCl at pH 8, 0.35% NP-40) in the presence of Roche Mini EDTA-free protease inhibitor cocktail and spun at 600 rcf for 5 min. Rough nuclear pellets were sheared in 1 mL of shearing buffer (1% SDS, 2.5 mM EDTA at pH 8, 50 mM Tris-HCl at p H8) in a Diagenode sonicator for 10 high-power cycles 30 sec on/30 sec off at 4°C. An aliquot for input samples was taken after shearing. Sheared chromatin was diluted 1:10 in dilution buffer (0.01% SDS, 1.1% Triton X-100, 167 mM NaCl, 1.2 mM EDTA at pH 8, 1.67 mM Tris-HCl at pH 8) and 10 μg of anti-THRAP3 antibody (NB100-40848) was added and gently rocked overnight at 4°C. Secondary antirabbit Dynabeads beads were preblocked in 0.1% BSA and used to pull down antibody-bound chromatin, followed by chromatin decross-linking and purification by Qiagen MinElute and library preparation with NEBNext Ultra II library preparation kit for IP and input. Following selection of Sage Pippin PrepHT for adapter-ligated fragments between 200- and 600-bp libraries were amplified for a total of 11 cycles, cleaned using 0.9× Ampure XP bead size selection, quantified by Qubit, analyzed for base pair size and quality by Agilent Bioanalyzer, and pooled for sequencing on an Illumina Nextseq 500 instrument with 75-bp single-end reads with >17 million unique reads aligned per sample. Reads were aligned with Bowtie2 (v2.2.4) to the mm10 genome with default parameters. Peaks were identified for each IP over pooled input for each genotype using HOMER findPeaks command with setting -style factor. Motif enrichment for ChIP peaks and gene lists promoters was performed using the command findMotifGenome.pl and findMotifs.pl, respectively, and percent enrichment scores versus background plotted in R using ggplot2.

### eCLIP sequencing and analysis

eCLIP was performed as described previously (Van Nostrand et al. 2016) with minor modifications. Approximately 4 × 10^7^ cells per replicate were cross-linked to preserve protein–RNA complexes by UV irradiation (254 nm, 400 mJ/cm^2^) and cell pellets were harvested in PBS and snap-frozen. Cross-linked cells were lysed in iCLIP lysis buffer (50 mM Tris-HCl at pH 7.4, 100 mM NaCl, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycholate, 1:200 protease inhibitor cocktail III) supplemented with 440 units of murine RNAse inhibitor (NEB) and subjected to limited RNase 1 digestion (Ambion) for 5 min prior to immunoprecipitation with anti-THRAP3 antibody (NB100-40848). Immune complexes were immobilized on magnetic beads (M-280 sheep antirabbit IgG Dynabeads, Thermo Fisher Scientific) and subjected to stringent washes in high-salt buffer (50 mM Tris-HCl at pH 7.4, 1 M NaCl, 1 mM EDTA, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycholate) and low-salt buffer (20 mM Tris-HCl at pH 7.4, 10 mM MgCl2, 0.2% Tween-20). Following dephosphorylation (FastAP, Thermo Fisher) and T4 PNK treatment (NEB) of protein-bound RNA fragments on magnetic beads, and barcoded RNA adapters were ligated to the 3′ end (T4 RNA Ligase, NEB). Samples were then run on SDS–polyacrylamide protein gels, transferred to nitrocellulose membranes, and a region from 150 to 225 kDa corresponding to THRAP3 and THRAP3–RNA complexes was excised and proteinase K-treated (NEB) to isolate RNA. RNA was reverse-transcribed with SuperScript III (Thermo Fisher) and treated with ExoSAP-IT (Affymetrix) to remove excess oligonucleotides. A second DNA adapter (containing a random mer of five or 10 random bases at the 5′ end) was ligated to the 3′ end of cDNA fragments (T4 RNA Ligase, NEB). After bead cleanup (Dynabeads MyOne Silane, Thermo Fisher), an aliquot of each sample was first subjected to qPCR (to identify the proper number of PCR amplification cycles), and the remainder was PCR-amplified (Q5, NEB) and size-selected via agarose gel electrophoresis. Libraries were sequenced on an Illumina NextSeq500 with 75-bp single-end reads with >15 million uniquely mapped reads aligned to the mouse mm10 reference genome per sample using STAR (v2.4.0i). Metagene plots were produced by first extending relevant AS intron and exon chromosomal locations by 50 bp upstream and downstream, followed by quantification of reads per million mapped reads (RPM) across 100 bins using the Metagene package in Rstudio (v3.6.1).

### Statistical analysis

Where appropriate, results were expressed as mean ± SEM unless otherwise noted. Detailed information on sample size, genotype, and *P*-values can be found within individual figures and figure legends. Statistical analysis was performed by unpaired two-tailed Student's *t*-test unless otherwise indicated. *P* < 0.05 was considered to be statistically significant.

### Sequencing data availability

RNA-seq, ChIP-seq, and eCLIP-seq data sets have been deposited in the Gene Expression Omnibus server accession number GSE146916.

### Competing interest statement

G.W.Y. is cofounder, member of the Board of Directors, on the Scientific Advisory Board, equity holder, and paid consultant for Locanabio and Eclipse BioInnovations. G.W.Y. is a visiting professor at the National University of Singapore. G.W.Y.'s interest(s) have been reviewed and approved by the University of California at San Diego in accordance with its conflict of interest policies. The authors declare no other competing financial interests.

## Supplementary Material

Supplemental Material

# Supplementary material for: A role for alternative splicing in circadian control of exocytosis and glucose homeostasis
**Source:** Genes Dev. 2020 Aug 1;34(15-16):1089–105. doi: 10.1101/gad.338178.120
**Supplement:** Supplemental Material

A role for alternative splicing in circadian control of exocytosis and glucose homeostasis — Supplemental Material 

# A role for alternative splicing in circadian control of exocytosis and glucose homeostasis

## Supplemental Material

- Supplemental\_Figures.pdf
- Supplemental\_Table\_S1.xlsx
- Supplemental\_Table\_S2.xlsx
- Supplemental\_Table\_S3.xlsx
- Supplemental\_Table\_S5.xlsx
- Supplemental\_Table\_S4.xlsx
- Supplemental\_Table\_S6.xlsx

# Supplementary material for: A role for alternative splicing in circadian control of exocytosis and glucose homeostasis
**Source:** Genes Dev. 2020 Aug 1;34(15-16):1089–105. doi: 10.1101/gad.338178.120
**Supplement:** Supplemental Material

**A** Rhythmic exon inclusion in WT islets

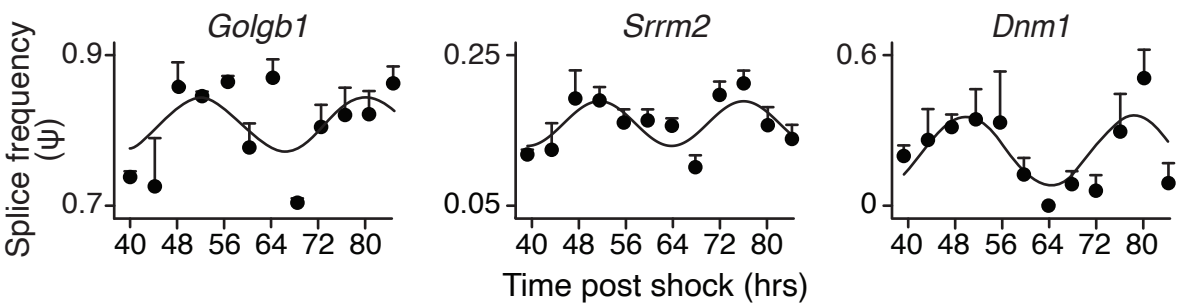

**B** Unique but related ontology terms enriched among rhythmically spliced vs expressed genes

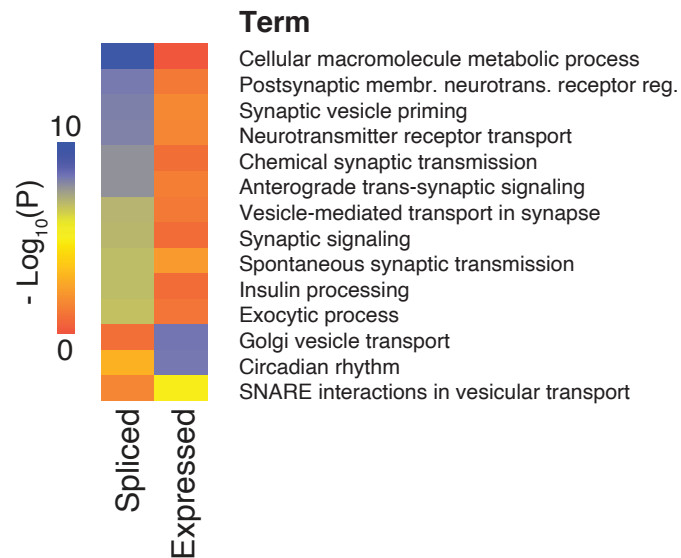

**C** Peak phases of all cycling RBPs in WT islets

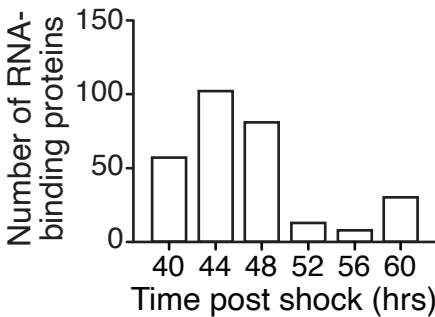

**Figure S1. Circadian control of alternative splicing in pancreatic islets throughout the day.**

**(A)** Time-of-day-dependent alternative splicing of *Golgb1*, *Srrm2*, and *Dnm1* every 4 hrs across 48 hrs (starting 40 hrs post-forskolin shock) measured by splice frequency ( $\psi$ ) in oscillating WT islets. **(B)** Pathway analyses reveal significant enrichment of unique but related ontology terms enriched among rhythmically spliced versus rhythmically expressed genes (from (Perelis et al. 2015)). **(C)** Histogram depicting number of rhythmic RBPs with a peak phase at indicated time points.

## A Generation of *Bmal1* and *Clock* mutant $\beta$ -cells

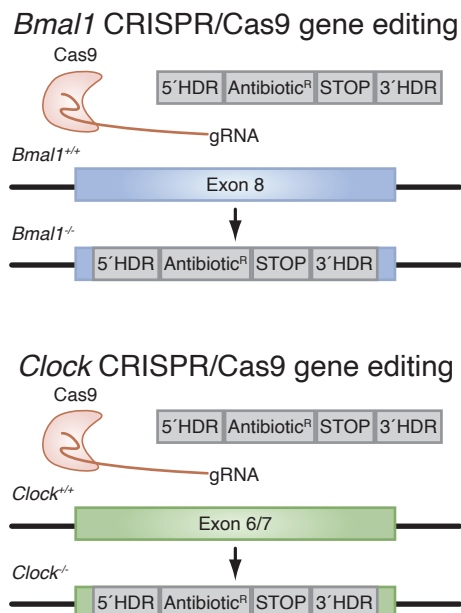

## B Identification of clonal cell lines lacking *Bmal1* or *Clock*

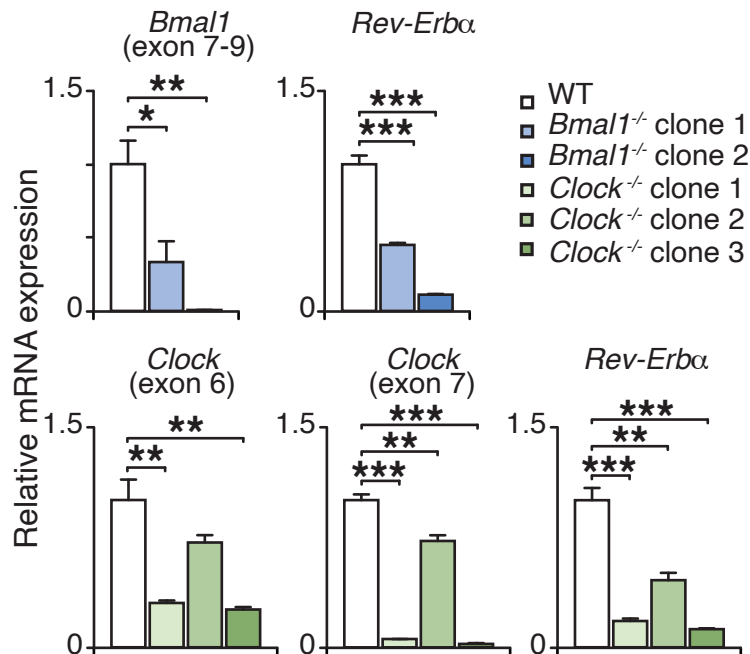

## C Loss of BMAL1 or CLOCK protein

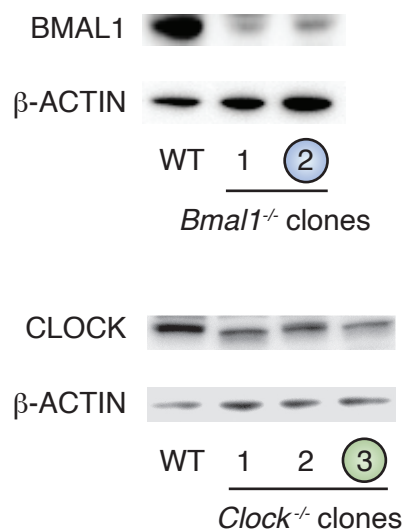

## D Loss of rhythms in *Bmal1*<sup>-/-</sup> and *Clock*<sup>-/-</sup> cells

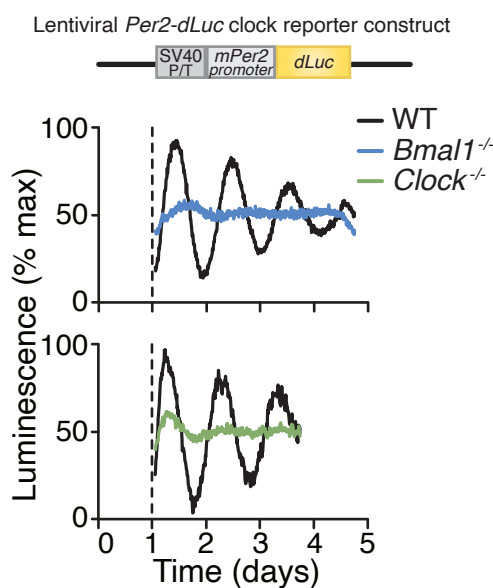

## E Impaired insulin secretion

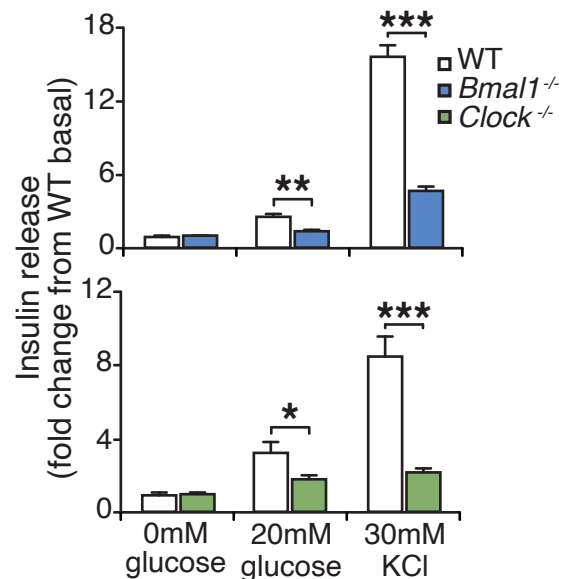

**Figure S2. Generation of clonal isogenic  $\beta$ -cell lines lacking a functional clock.** (A) Schematic of CRISPR/Cas9 gene editing and homology-directed repair (HDR) in mouse Beta-TC6 cells to disrupt the bHLH DNA binding domains of BMAL1 (exon 8) and CLOCK (exons 6/7). (B) Quantitative real-time PCR screening of disrupted *Bmal1* and *Clock* exons within individual clones, as well as expression of the downstream clock target *Rev-erba* (n=3 per genotype). (C) BMAL1 and CLOCK protein expression by Western blot within individual *Bmal1*<sup>-/-</sup> and *Clock*<sup>-/-</sup> clones. The circle indicates which clones were chosen for use in subsequent experiments. (D) Bioluminescence monitoring of PER-LUC expression following synchronization of WT, *Bmal1*<sup>-/-</sup>, and *Clock*<sup>-/-</sup>  $\beta$ -cell lines expressing a lentivirus encoding the PER2-dLUC reporter. (E) Insulin release following exposure to either 20 mM glucose or 30 mM KCl in *Bmal1*- and *Clock*-deficient Beta-TC6 cells compared to controls (n=3 per genotype). Data were analyzed by Student's *t*-test. All values represent mean  $\pm$  SEM. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001.

**A Pancreatic CLOCK ablation**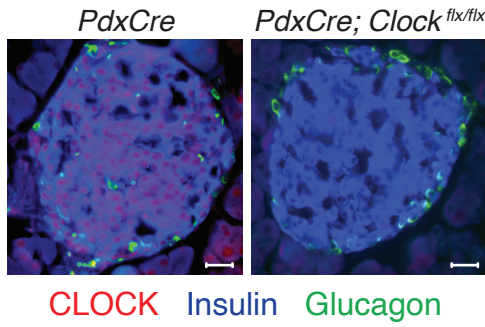**B Nighttime fasting hyperglycemia**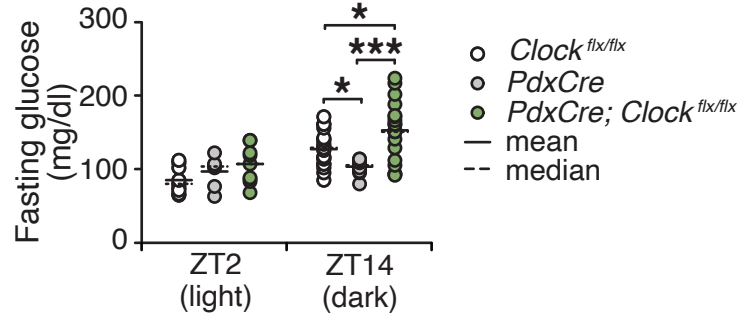**C Insufficient insulin response to hyperglycemia**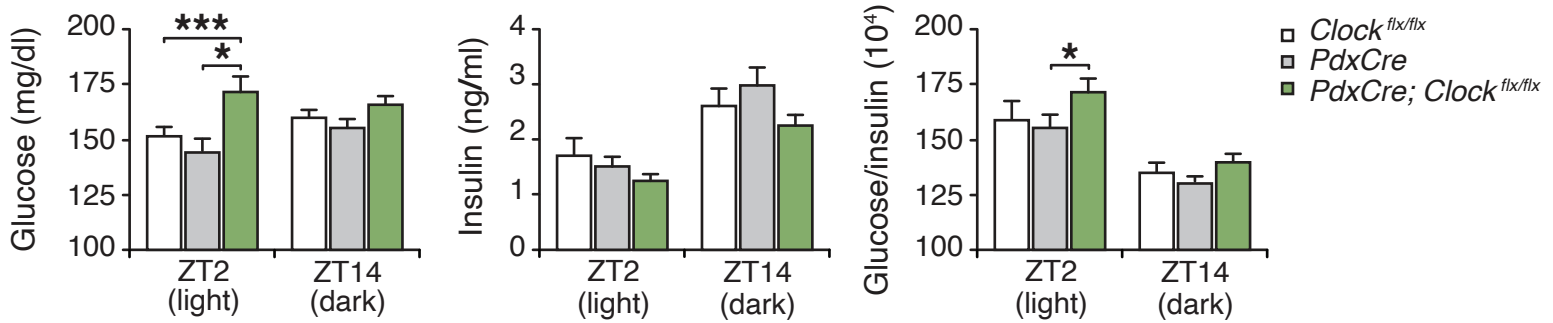**D Reduced glucose tolerance**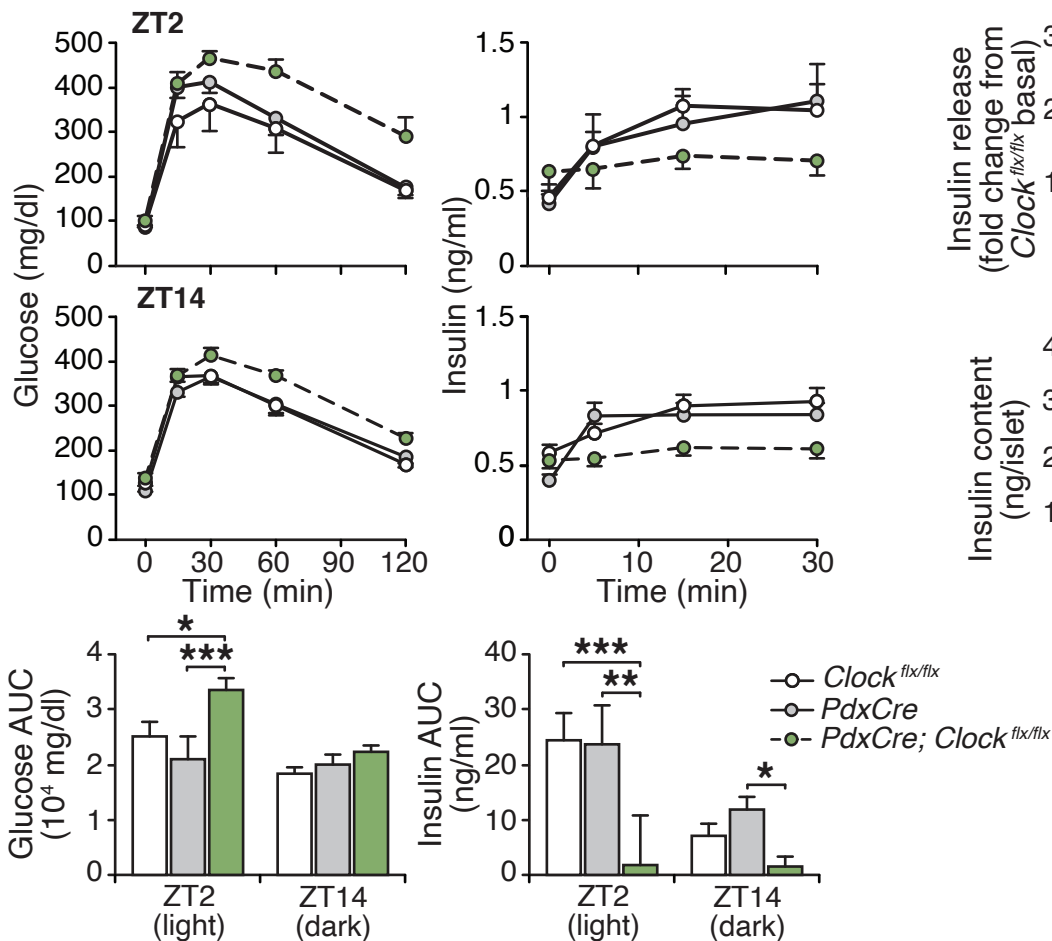**E Impaired insulin secretion**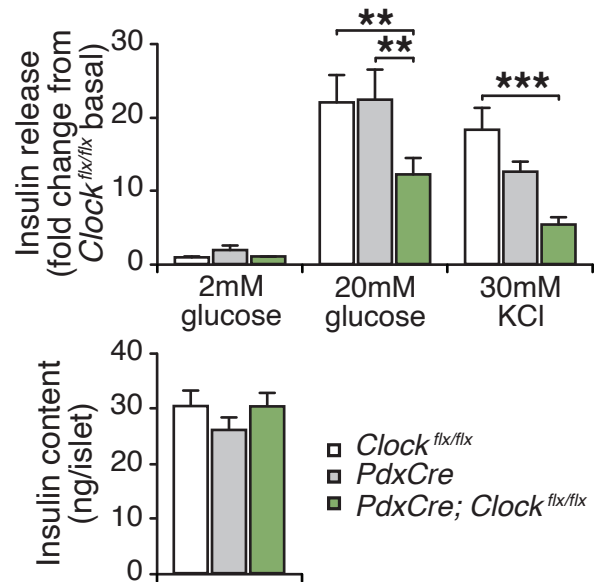

**Figure S3. Ablation of *Clock* gene in pancreatic islets impairs glucose homeostasis similar to pancreas-specific *Bmal1* ablation.** (A) Representative immunofluorescent staining of CLOCK (red), insulin (blue), and glucagon (green) in 8 mo old male *PdxCre* and *PdxCre;Clock<sup>flx/flx</sup>* islets. Scale bars, 25  $\mu$ m. (B) Fasted blood glucose levels in *Clock<sup>flx/flx</sup>*, *PdxCre*, and *PdxCre;Clock<sup>flx/flx</sup>* mice at ZT2 (n=6-9 per genotype) and ZT14 (n=16-20 per genotype). (C) Fed glucose and insulin levels, with corresponding glucose/insulin ratios, in *Clock<sup>flx/flx</sup>*, *PdxCre*, and *PdxCre;Clock<sup>flx/flx</sup>* mice at ZT2 (16-26 per genotype) and ZT14 (n=16-26 per genotype). (D) Glucose and insulin levels at the indicated time points following an intraperitoneal injection of glucose (2 or 3 g/kg body weight, respectively) at ZT2 (n=5-10 per genotype) and ZT14 (n=8-15 per genotype). Background subtracted area under the curve (AUC) (*bottom*) of glucose and insulin responses during glucose tolerance tests shown above. (E) Insulin release from islets isolated from 8 mo old pancreas-specific *Clock* knockout, and *PdxCre* and *Clock<sup>flx/flx</sup>* mice (n=5-7) in response to glucose and KCl. Insulin content in islets isolated from pancreas-specific *Clock* knockout and *PdxCre* and *Clock<sup>flx/flx</sup>* control mice (n=10-11). Data were analyzed by two-way ANOVA and with repeated measure when appropriate. Tukey tests were used for indicated multiple comparisons. All values represent mean  $\pm$  SEM. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001.

**A** Normal activity behavior following pancreatic clock ablation

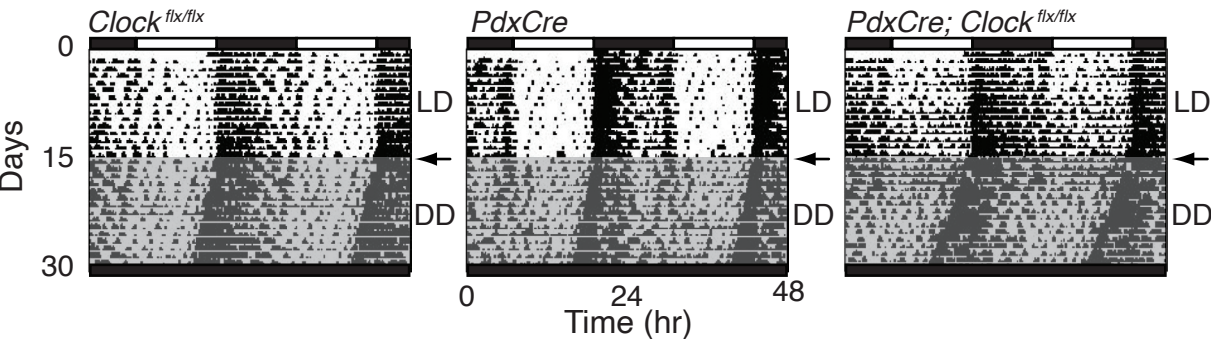

**B** Normal activity rhythms and period length

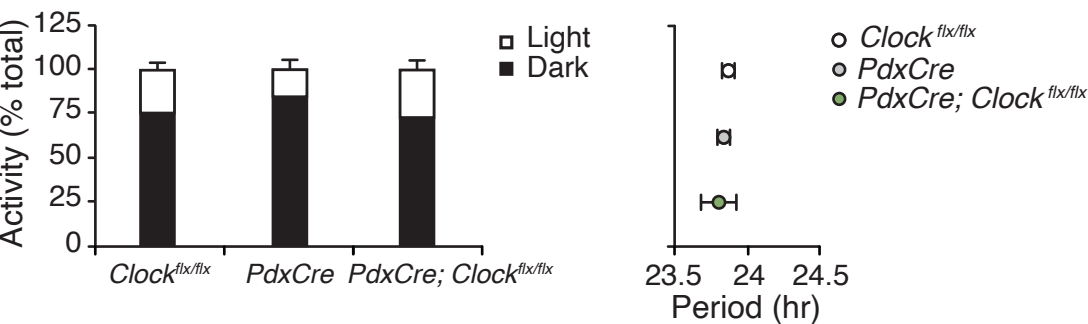

**C** Normal food intake and feeding behavior

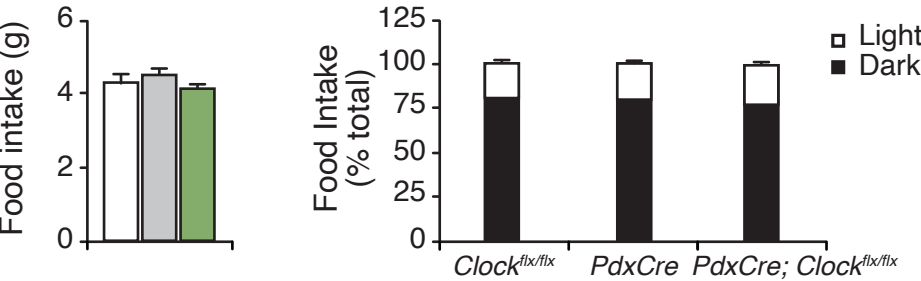

**D** Normal body weight and composition

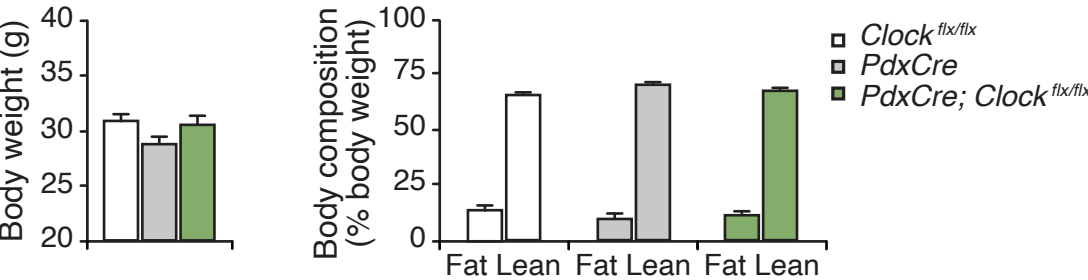

**Figure S4. Pancreatic *Clock* ablation does not influence activity, feeding rhythms, or weight.**

**(A)** Actograms showing locomotor activity over a 30 day period in representative 2-4 mo old male *Clock<sup>flx/flx</sup>*, *PdxCre*, and *PdxCre;Clock<sup>flx/flx</sup>* mice. Arrow denotes switch from 12:12 LD to constant darkness (DD). **(B)** Diurnal rhythm of locomotor activity and period length in DD, calculated using Chi-square periodogram for days 18-23 (n=3 per genotype). **(C)** Total daily food intake and percentage of feeding during either the light or dark period (n=8 per genotype). **(D)** Body weight and composition in pancreas-specific *Clock* knockout mice (n=15) and littermate controls (n=17). Data were analyzed by Student's *t*-test. All values represent mean  $\pm$  SEM.

Figure S5

### A Genes dysregulated in circadian mutant $\beta$ -cells

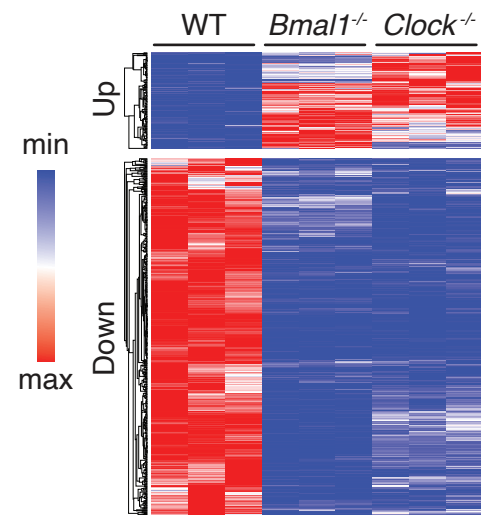

### B Commonly dysregulated genes in circadian mutant $\beta$ -cells enrich in protein trafficking and secretion

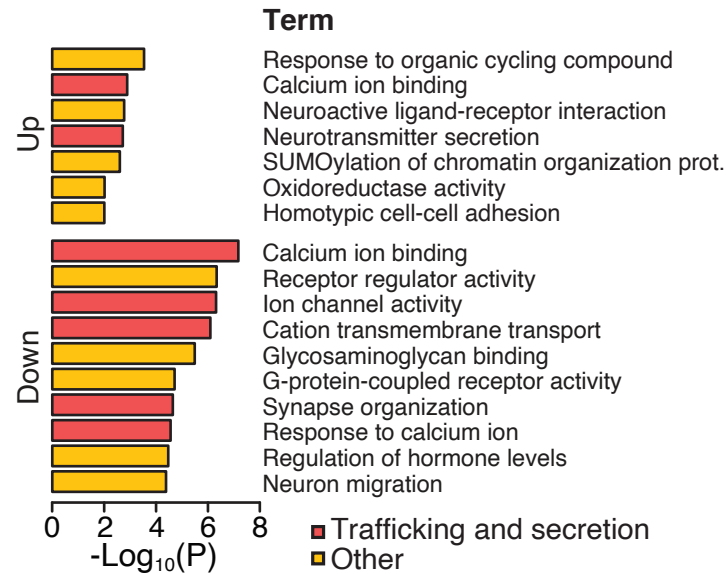

### C Differentially spliced genes in circadian mutant $\beta$ -cells enrich in protein trafficking and secretion

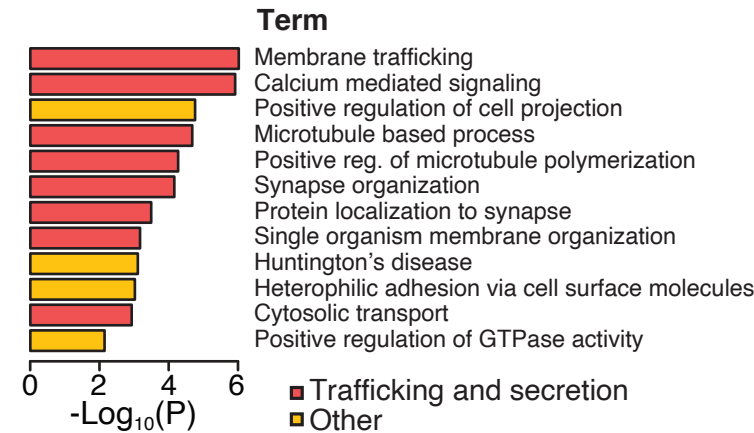

### D Genes with altered expression and splicing in circadian mutant $\beta$ -cells

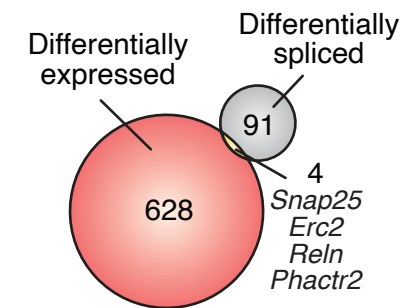

### E Rhythmic gene expression in $\beta$ -cells

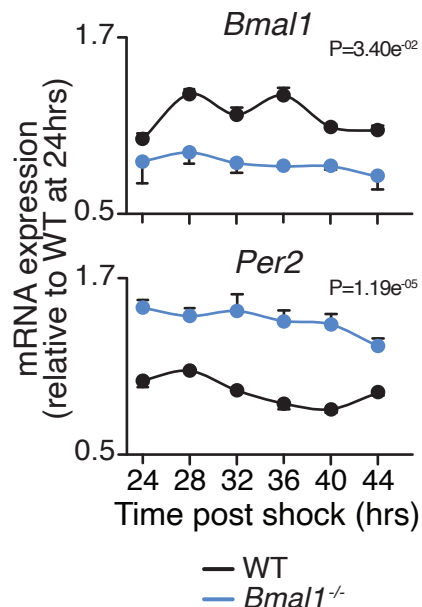

### F Rhythmic splicing in $\beta$ -cells

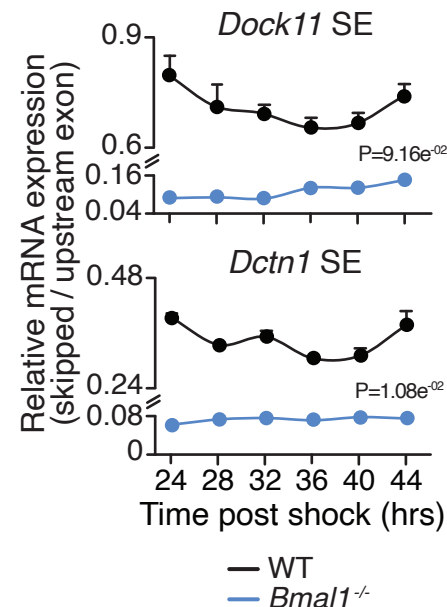

### G Overlap between cycling and clock-controlled RBPs

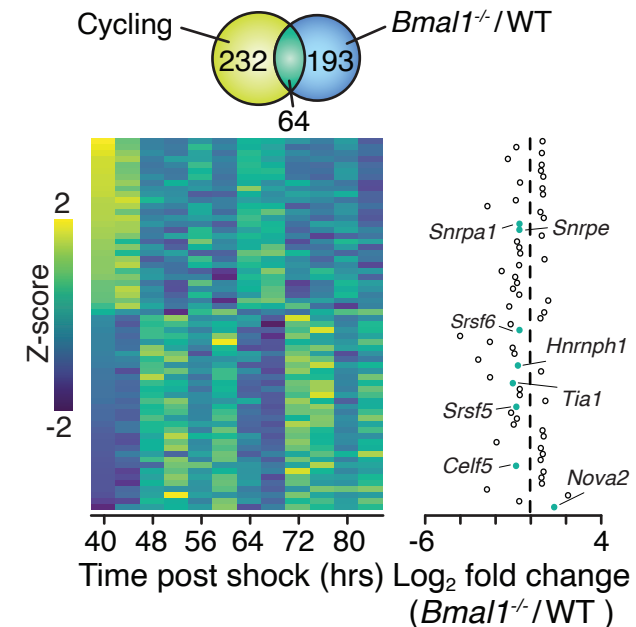

**Figure S5. Comparison of differentially-expressed and -spliced RNAs in islets and  $\beta$ -cell lines.** (A) Heatmap of “up” and “down”-regulated differentially expressed genes in both *Bmal1*<sup>-/-</sup> and *Clock*<sup>-/-</sup>  $\beta$ -cell lines compared to controls. (B) Pathway analyses of gene networks commonly dysregulated in *Bmal1*<sup>-/-</sup> and *Clock*<sup>-/-</sup>  $\beta$ -cell lines, revealing enrichment in pathways related to protein trafficking and secretion. (C) Pathway analyses reveal enrichment in trafficking and exocytosis-related genes that are differentially spliced in *Bmal1*<sup>-/-</sup> and *Clock*<sup>-/-</sup>  $\beta$ -cell lines. (D) Venn diagram showing little overlap between differentially-expressed and differentially-spliced genes in circadian mutant  $\beta$ -cell lines. (E) Rhythmic expression of core circadian genes *Bmal1* and *Per2* in forskolin-shocked WT and *Bmal1*<sup>-/-</sup>  $\beta$ -cell lines as assessed by qPCR. Shown P-value obtained from JTK\_CYCLE for WT cells (n=3/timepoint). (F) Rhythmic splicing events identified via qPCR in forskolin-synchronized WT and *Bmal1*<sup>-/-</sup>  $\beta$ -cell lines (n=3/timepoint). Skipped exon expression normalized to neighboring (non-spliced) exon, and evaluation for rhythmicity performed by JTK\_CYCLE (adjusted P-value shown). (G) Heatmap showing mean expression patterns (z-score) (*left*) and histogram showing log<sub>2</sub> fold change in expression (*right*) in *Bmal1*<sup>-/-</sup> vs WT for RBPs that are both rhythmic in synchronized islets and differentially expressed in *Bmal1*<sup>-/-</sup>  $\beta$ -cells.

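Among rhythmic RNA-binding proteins, the nuclease gene *Isg20* and the poly(A)-binding protein gene *Pabpc5* fell in *Bmal1*-/- cells, and *Mov10*, an RNA helicase, and *Nova2*, a splicing regulator of neurons, rose. *Thrap3* mRNA did not pass the test in either knockout line. Of splicing regulators outside the rhythmic set, *Elavl3*, an RNA-binding protein of neurons, and *Rbm20*, a splicing regulator of muscle, fell in *Bmal1*-/- cells, and *Srrm4*, which promotes inclusion of neuronal microexons, fell in both.

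*Isg20* (chromosome 7 from 78913424 to 78920396) went from 24.3 ± 1.83 TPM in WT to 4.47 ± 1.06 in *Bmal1*-/- cells (SD, n = 3 in each), a log2 fold change of −2.23 (standard error 0.14, adjusted p = 1.6e-06). *Pabpc5* had a log2 fold change of −1.36 (adjusted p = 1.3e-04), *Mov10* of 1.62 (adjusted p = 5.6e-06) and *Nova2* of 1.17 (adjusted p = 1.2e-04). *Pabpc5* and *Mov10* were chosen after their values were seen. *Thrap3* (chromosome 4 from 126164082 to 126202760) was at 81.9 ± 7.98 TPM in WT, 79.6 ± 1.71 in *Bmal1*-/- and 79.2 ± 17.8 in *Clock*-/- cells, with log2 fold changes of −0.04 (adjusted p = 0.852) and −0.07 (adjusted p = 0.747). Of the 64 proteins of Supplemental Table S2B, 61 were tested. In *Bmal1*-/- cells 21 rose and 31 fell (24 and 33 adjusted over the list alone), and 10 passed the fold threshold too. In *Clock*-/- cells 4 rose and 10 fell (4 and 11 adjusted over the list alone). Of the 289 tested proteins with rhythmic mRNA in islets, 45 rose and 61 fell in *Bmal1*-/- cells (44 and 60 adjusted over the list alone), and 8 and 34 in *Clock*-/- cells (8 and 29 adjusted over the list alone).

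*Elavl3* had a log2 fold change of −2.68 (adjusted p = 1.9e-07) and *Rbm20* of −1.73 (adjusted p = 1.0e-06) in *Bmal1*-/- cells, and *Srrm4* had log2 fold changes of −1.40 (adjusted p = 1.8e-05) and −1.79 (adjusted p = 6.1e-06). Of 38 tested tissue-restricted splicing regulators, 5 rose and 8 fell in *Bmal1*-/- cells (4 and 7 adjusted over the list alone) and 6 fell in *Clock*-/- cells (5 adjusted over the list alone). Of 38 SR proteins and hnRNPs, 12 fell and 1 rose in *Bmal1*-/- cells (11 and 1 adjusted over the list alone), among them *Srsf10* with a log2 fold change of −0.99 and *Hnrnpdl* with one of −0.92. In *Clock*-/- cells 3 rose and 2 fell (3 and 1 adjusted over the list alone). Camera did not set any of these 4 lists apart.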

### A Oscillation of *Thrap3* expression in WT $\beta$ -cells

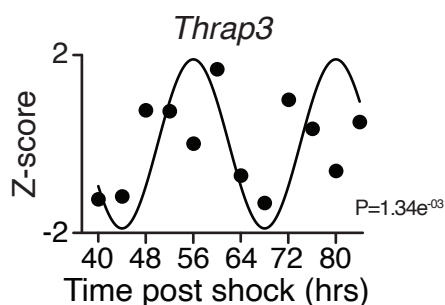

### B No THRAP3 enrichment at exons retained in *Bmal1*<sup>-/-</sup> $\beta$ -cells

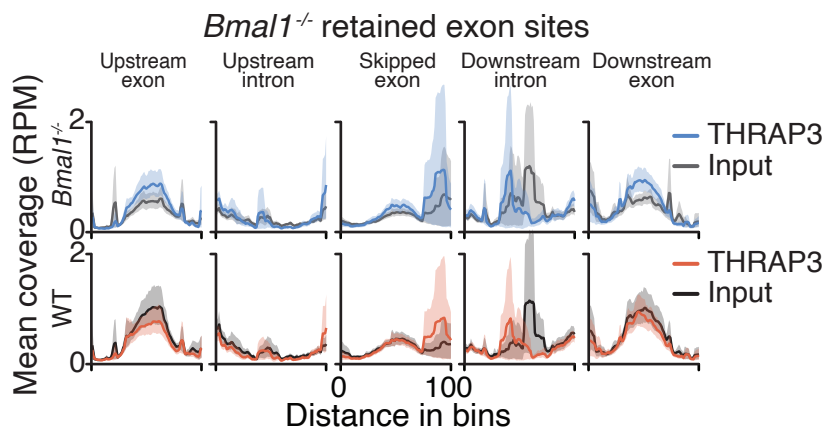

### C Increased THRAP3 binding to exons flanking SE events in *Dctn1* in *Bmal1*<sup>-/-</sup> cells

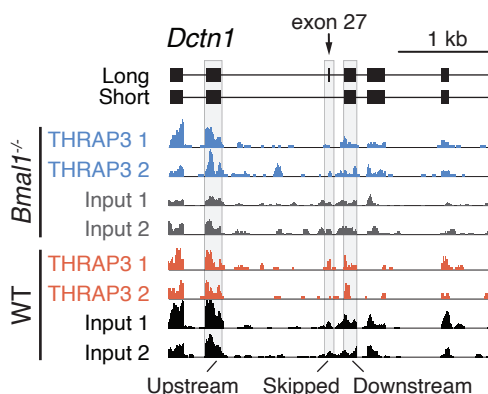

### D *Thrap3* knockdown in $\beta$ -cells

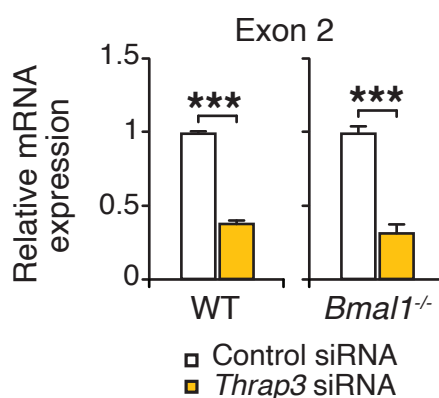

### E *Thrap3* knockdown does not affect exon inclusion in WT $\beta$ -cells

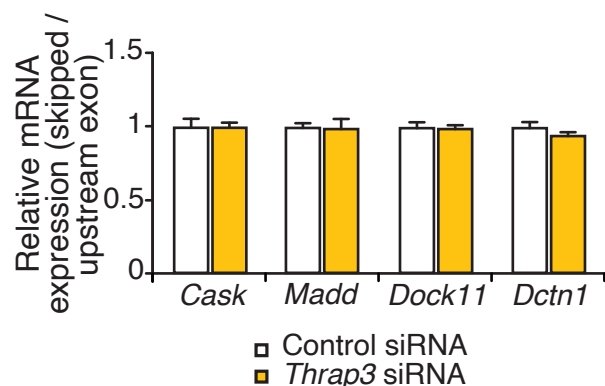

### F Increased THRAP3 binding to exons flanking phase-specific SEs identified in WT islets

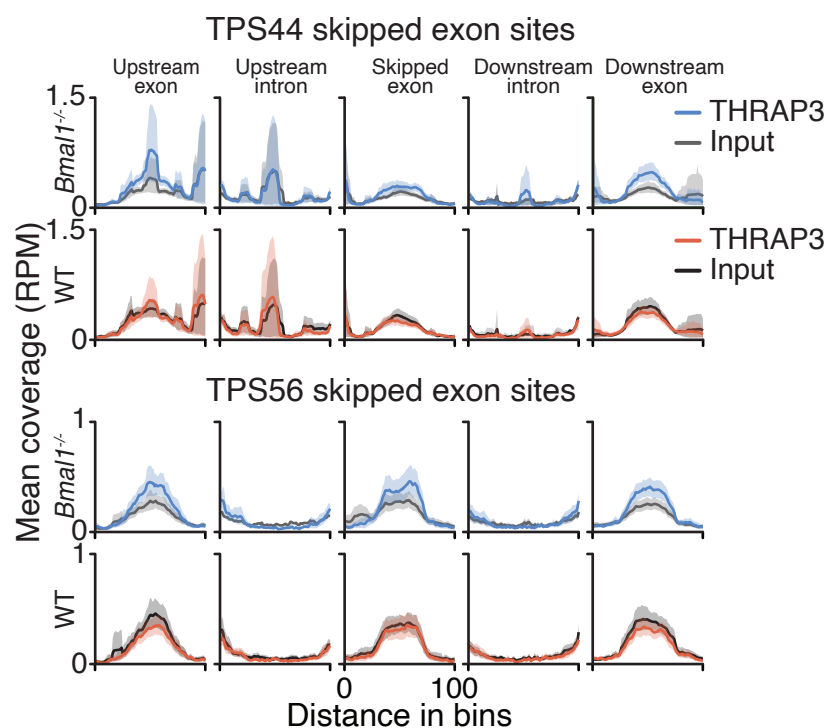

**Figure S6. THRAP3 interacts with clock-dependent rhythmically-spliced RNAs. (A)** Rhythmic *Thrap3* expression in forskolin-shocked WT islets cells. Data is shown as mean z-scored RNA-seq expression data from (Perelis et al. 2015). **(B)** Normalized THRAP3 sequencing reads (reads per million) in Beta-TC6 plotted along indicated regions surrounding exons that are retained in *Bmal1*<sup>-/-</sup> cells compared to WT indicating no enrichment in these regions as mean IP traces are similar to input RNA traces. **(C)** UCSC genome browser tracks showing reads from indicated THRAP3 IP and input samples along regions within the *Dctn1* Refseq transcript. Skipped exon identified by rMATS and flanking exons are shaded in gray and track heights for each sample are equal for all rows. **(D)** Decreased mRNA levels of *Thrap3* in WT and *Bmal1*<sup>-/-</sup> Beta-TC6 cells after siRNA treatment assessed by qPCR (n=3). **(E)** *Thrap3* siRNA knockdown does not affect exon inclusion in WT Beta-TC6 cells, assessed by qPCR (n=3). **(F)** Normalized THRAP3 sequencing reads (reads per million) in Beta-TC6 plotted along indicated regions surrounding exons that are skipped in islet cells at indicated time points. Solid line represents mean for two replicates and shading represents 95% confidence interval between samples. Increased reads in IP samples vs input indicate occupancy of THRAP3 on flanking exons for these regions in *Bmal1*<sup>-/-</sup> cells.

Figure S7

**A** THRAP3 binding in WT and *Bmal1*<sup>-/-</sup>  $\beta$ -cells

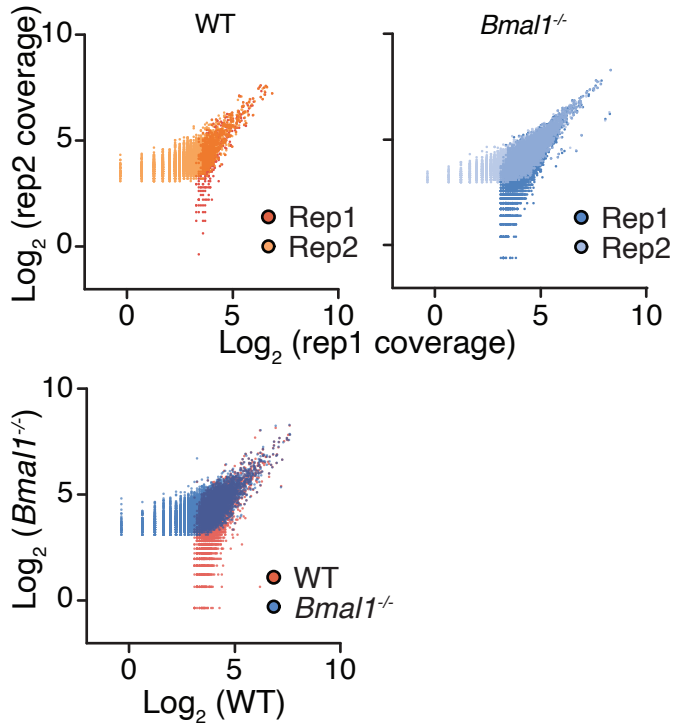

**B** TFs in THRAP3 promoter regions with altered expression in clock mutant  $\beta$ -cells

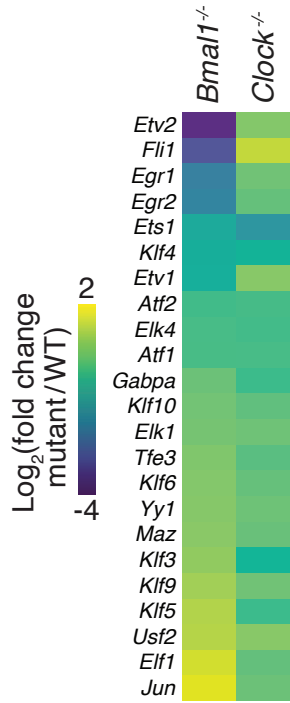

**C** THRAP3 binding on TF peaks in promoters

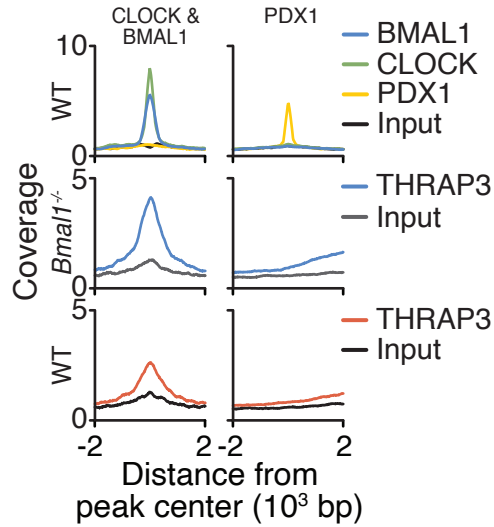

**Figure S7. THRAP3 ChIP-sequencing in BetaTC6 cells.** (A) Scatterplots showing normalized sequencing reads  $\log_2$  (reads per million) counted across 500 bp windows surrounding indicated sets of peaks where reads from replicate 1 are plotted on the x-axis and replicate 2 are plotted on the y-axis (*top*). Comparison between replicates with the largest numbers of peaks (WT replicate 2, *Bmal1*<sup>-/-</sup> replicate 1), where reads from WT are plotted on the x-axis and *Bmal1*<sup>-/-</sup> are plotted on the y-axis (*bottom*). (B) Heatmap showing expression of TFs with known motifs enriched in THRAP3 peaks localized to promoters or in promoters of alternatively spliced genes with altered expression in circadian mutant  $\beta$ -cell lines. (C) Histograms showing normalized ChIP-seq signal (reads per million) for indicated transcription factors and THRAP3 binding on CLOCK/BMAL1 and PDX1 peaks located in promoters.

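Over the peaks that both WT libraries share, log2 scaled tags correlated at 0.821 (Pearson), and over those that both *Bmal1*-/- libraries share at 0.811. These are the tag counts that the peak caller gave at each peak, so a peak present in 1 library only does not enter, and the counts over fixed windows plotted in the panel were not used here. Peaks lay at promoters in 25.4% of WT replicate 1, 32.5% of WT replicate 2, 38.7% of *Bmal1*-/- replicate 1 and 34.5% of *Bmal1*-/- replicate 2, against 8.79% to 10.7% after each list was moved. Genes with a promoter peak had a median TPM of 32.0 to 35.8 and tested genes without one of 17.7 to 22.6.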

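Other members of the bHLH, bZIP and ETS families also changed in these cells. *Mxi1*, an antagonist of MYC, and *Tfeb*, a regulator of lysosomal genes, rose in *Bmal1*-/- cells, where the inhibitor *Id1* fell. Of the bZIP factors, *Fos* and *Cebpb* fell in both lines. Of the ETS factors, *Erf*, a repressor, rose and *Etv5* fell in *Bmal1*-/- cells. *Elf3* fell in both lines, but passed the test in neither with the median of its chromosome subtracted.

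*Mxi1* (chromosome 19 from 53310518 to 53375810) rose from 8.97 ± 0.952 TPM in WT to 34.4 ± 2.94 in *Bmal1*-/- cells (SD, n = 3 in each), a log2 fold change of 1.83 (standard error 0.12, adjusted p = 1.5e-06). *Tfeb* had a log2 fold change of 1.30 (adjusted p = 8.1e-06) and *Id1* of −3.19 (adjusted p = 1.6e-08). *Fos* had log2 fold changes of −2.36 (adjusted p = 1.7e-06) and −0.68 (adjusted p = 0.00661), and *Cebpb* of −1.74 (adjusted p = 5.2e-07) and −0.75 (adjusted p = 2.1e-04). *Erf* had a log2 fold change of 1.35 (adjusted p = 6.2e-05) in *Bmal1*-/- cells, where *Etv5* fell (adjusted p = 5.0e-05). *Elf3* had log2 fold changes of −0.77 and −0.60, and with the median of its chromosome subtracted of −0.42 (adjusted p = 0.0154) and −0.35 (adjusted p = 0.0486). Of 25 tested bHLH factors that bind E-boxes, 11 rose and 4 fell in *Bmal1*-/- cells, and 4 rose and 4 fell in *Clock*-/- cells (5 and 4 adjusted over the list alone). Of 35 bZIP factors, 7 rose and 12 fell in *Bmal1*-/- cells and 2 rose and 10 fell in *Clock*-/- cells. Of 16 ETS factors, 2 rose and 5 fell in *Bmal1*-/- cells and 2 rose and 4 fell in *Clock*-/- cells. The counts not followed by another were the same adjusted over the list alone, and camera set no family apart in either line.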

Figure S8

### A Disrupted *Snap25* expression and alternative splicing in clock mutants

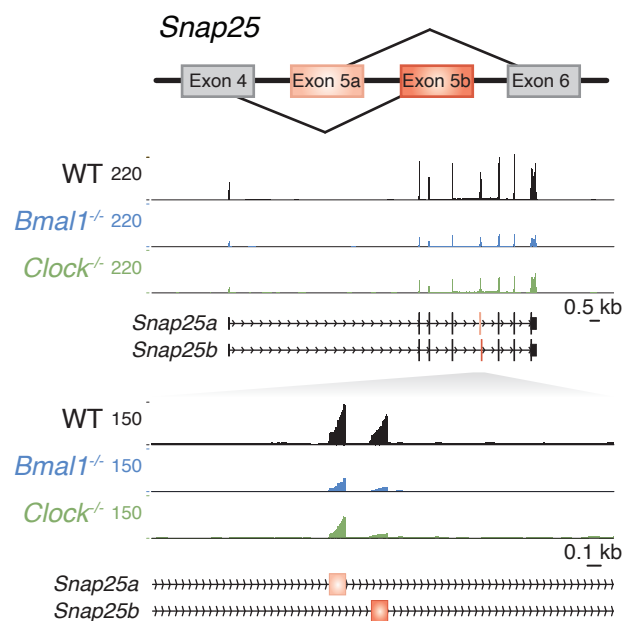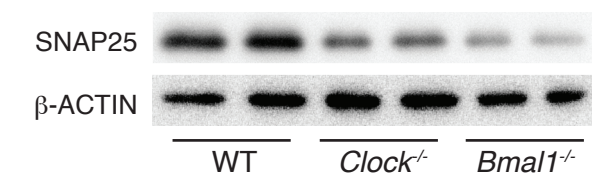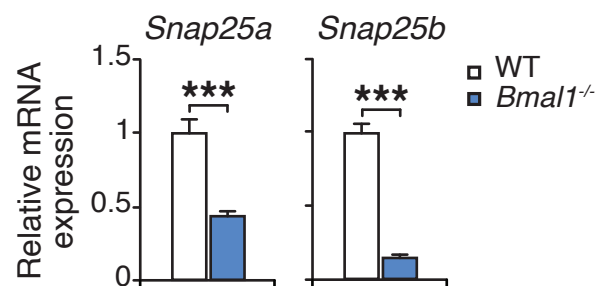

### B *Snap25a* overexpression ameliorates secretory defect

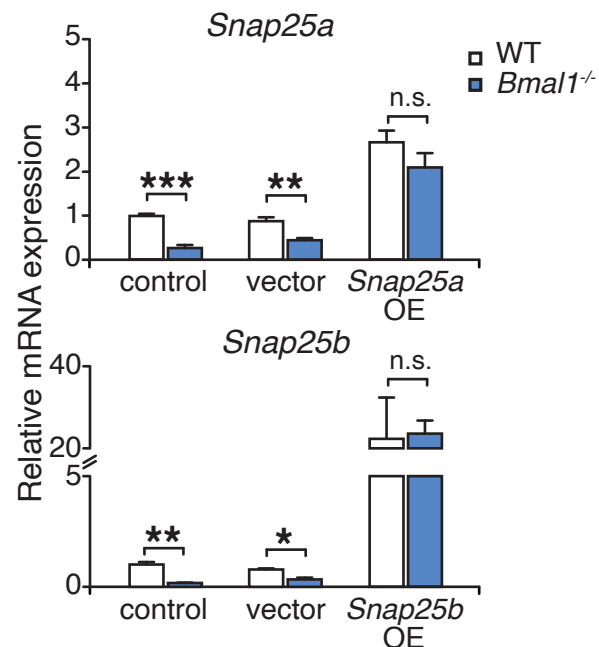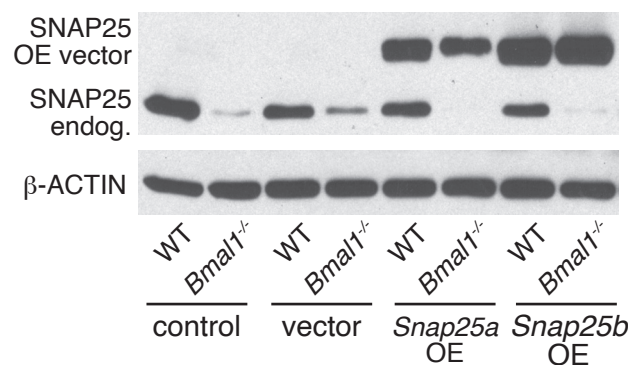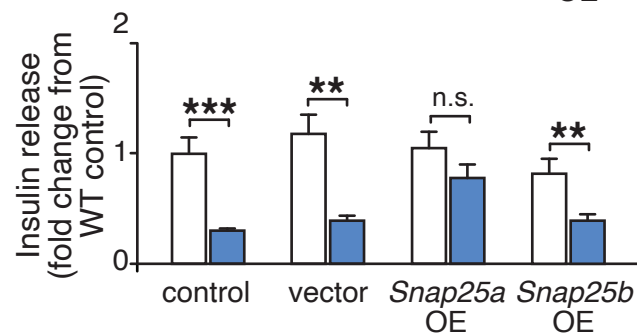

### C Loss of *Snap25* mutually exclusive exons in WT islets

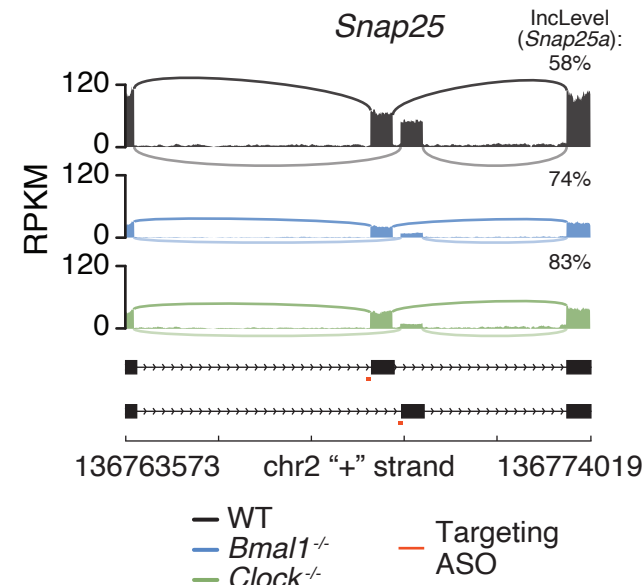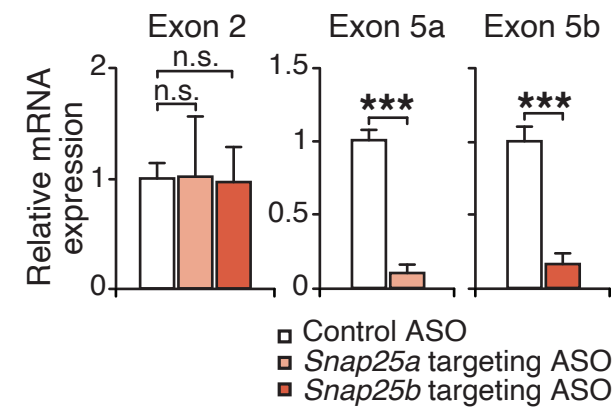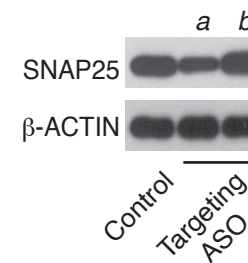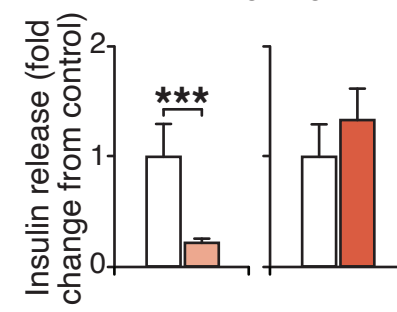

**Figure S8. Reduced expression of the *Snap25a* isoform in circadian mutant  $\beta$ -cells contributes to impaired insulin secretion.** (A) Browser tracks showing disrupted expression and alternative splicing of *Snap25* in *Bmal1*<sup>-/-</sup> and *Clock*<sup>-/-</sup> Beta-TC6 cells (*top*). Decreased SNAP25 protein expression by Western blot in *Clock*<sup>-/-</sup> and *Bmal1*<sup>-/-</sup> Beta-TC6 cells compared to WT controls (*middle*). Quantitative real-time PCR to assess expression of *Snap25* mutually-exclusive exons 5a and 5b in *Bmal1*<sup>-/-</sup> Beta-TC6 cells (n=6 per genotype) (*bottom*). (B) Overexpression of empty vector (n=3), *Snap25a* (n=4), and *Snap25b* (n=5) isoforms in WT and *Bmal1*<sup>-/-</sup> Beta-TC6 cell lines, compared to control cells (n=3), as assessed by qPCR (*top*). Overexpression of SNAP25A or B isoforms or empty vector by Western blot in WT and *Bmal1*<sup>-/-</sup> Beta-TC6 cell lines (*middle*). Insulin release in control (n=11-12 samples), empty vector (n=4), *Snap25a*- (n=8-11), or *Snap25b*- (n=7-9) overexpressing pseudoislets (*bottom*). (C) Sashimi plots of the differentially spliced *Snap25* gene in *Bmal1*<sup>-/-</sup> and *Clock*<sup>-/-</sup>  $\beta$ -cell lines (*top*). Quantitative real-time PCR to assess expression of non-targeted exon (exon 2) of *Snap25* following control (n=5) and targeting ASO treatment (n=3-5) in WT islets (*middle left*). Expression of *Snap25* exon 5a or 5b by qPCR (*middle right*) following control (n=5 mice) or targeting ASO (n=6 mice) treatment in WT islets. SNAP25 protein levels after ASO treatment in WT Beta-TC6 cell lines as assessed by Western blot (*bottom left*). Insulin secretion (*bottom right*) following control (n=8 mice) or targeting ASO (n=15 mice) treatment in WT islets. Comparisons were made by Student's *t*-test with P-value multiple comparison corrections using the Holm-Sidak method. All values represent mean  $\pm$  SEM. \**p*<0.05, \*\**p*<0.01, \*\*\**p*<0.001.

Figure S9

### A Unbiased clustering reveals distinct AS in HFD islets

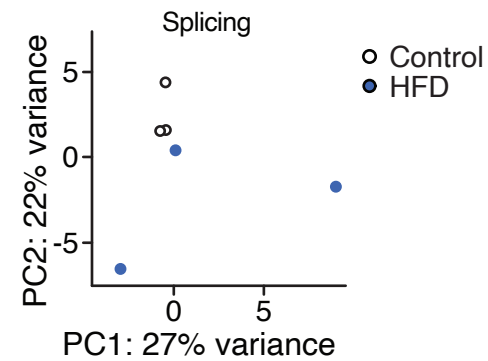

### B Differential splicing events in HFD

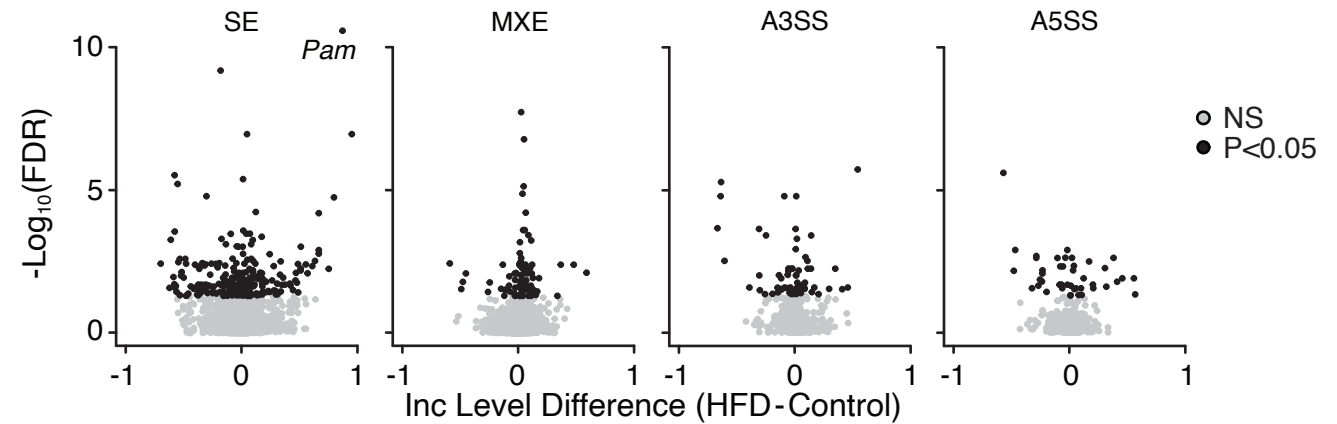

### C Pathway analysis of alternatively spliced genes in HFD

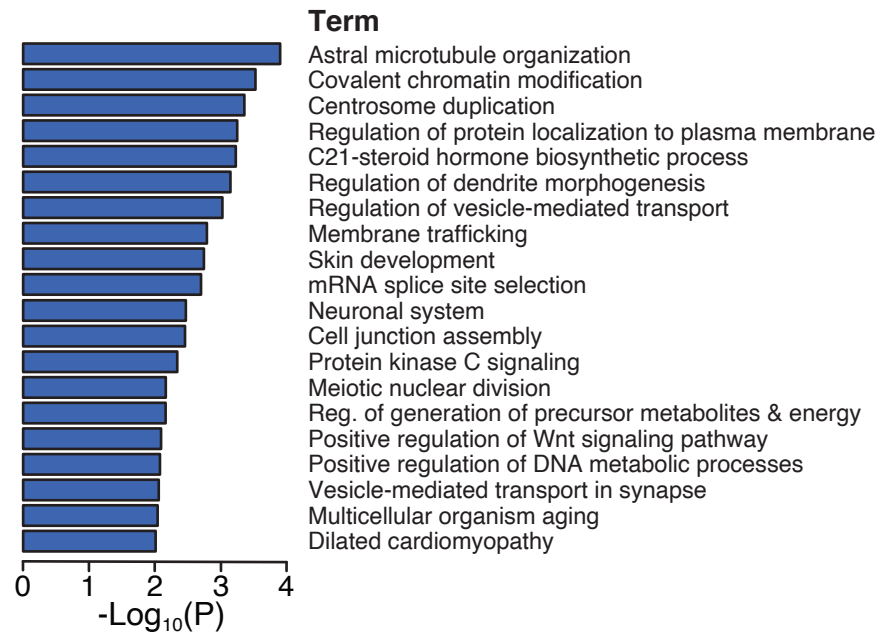

### D Trafficking and synapse pathways are over-represented in common AS gene sets in HFD and clock mutants

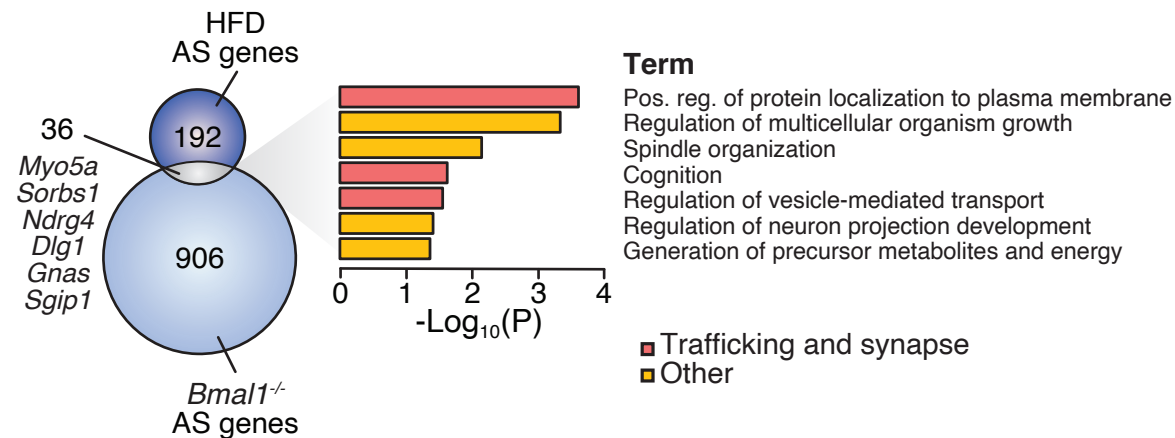

**Figure S9. High fat feeding disrupts alternative splicing of trafficking genes, similar to circadian mutant islets. (A)** Unbiased clustering using principle component analysis (PCA) of splicing frequencies in publicly available RNA-seq data from HFD (n=3) and control-fed (n=3) mouse islets reveals distinct landscape of AS events with respect to diet along PC2. **(B)** HFD results in 229 differential AS events among 200 unique genes, including several genes implicated in  $\beta$ -cell function (i.e. *Pam*). **(C)** Pathway analyses of alternatively spliced genes in islets isolated from HFD-fed mice. **(D)** Venn diagram showing overlap between genes alternatively spliced in islets from HFD-fed mice and from *Bmal1*<sup>-/-</sup>  $\beta$ -cell lines. Pathway analyses of the common set of alternatively-spliced gene sets in islets isolated from HFD-fed mice and *Bmal1*<sup>-/-</sup>  $\beta$ -cells reveal enrichment in vesicle trafficking and synapse related pathways.

**Table S1. Rhythmic alternatively-spliced genes in WT islets**

**Table S2. RNA-binding proteins with rhythmic expression in WT islets**

**Table S3. Genes with altered expression in *Bmal1*<sup>-/-</sup> and *Clock*<sup>-/-</sup> vs wild-type β-cells**

**Table S4. Genes with altered splicing in *Bmal1*<sup>-/-</sup> and *Clock*<sup>-/-</sup> vs wild-type β-cells**

**Table S5. Genes with altered splicing in HFD vs control islets**

**Table S6. qPCR primer and ASO sequences**

How the deposited data were processed for this re-analysis (not part of the article)

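The RNA-seq values are the authors' TPM of 20599 genes in 3 WT, 3 *Bmal1*-/- and 3 *Clock*-/- libraries of β-TC6 cells, assigned to genotypes by the sample labels. TPM keeps no count of reads, so no count model was used. The log2 of TPM + 1 was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean–variance trend) over genes with a TPM of at least 1 in at least 3 of the 9 libraries, and p-values were adjusted by Benjamini–Hochberg. The adjusted p-values given for genes are from this fit. Genes were called at an adjusted p under 0.01 and an absolute log2 fold change above 1, and named genes and list members are said to rise or fall at an adjusted p under 0.01. Replicate numbers do not pair the libraries, as deviations from the group mean correlated at −0.208 to 0.0742 between libraries of the same number and at −0.163 to 0.212 between the others. The authors' deposited table gives log2 fold changes as WT over knockout, which were turned to knockout over WT, and p-values that the authors computed with DESeq2 1.22.1 from counts of featureCounts 1.5.3 after alignment with STAR 2.5.0.

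The test was tried on simulated data in which 100 genes each were given a log2 change of 2 or of 1.5. At a change of 2, 98 of 100 were called in *Bmal1*-/- and 100 of 100 in *Clock*-/- comparisons, at 1.5 it was 97 and 98, and at most 1 unchanged gene was called. This recovery does not describe the calls lost at low TPM through the added 1. With 0.1 added in place of 1, the real calls in *Bmal1*-/- cells went from 1773 to 2336. The overlap of peak lists was also tested on simulated lists and differed from the known overlap by 0 percentage points.

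The 22 lists from textbook knowledge are core clock, E-box output genes, E-box-binding bHLH factors, ETS factors, bZIP factors, neurotransmitter and hormone receptors, potassium, voltage-gated calcium and voltage-gated sodium channel subunits, SNARE and vesicle fusion machinery, adenylyl cyclases with RGS proteins and diacylglycerol kinases, SR proteins and hnRNPs, tissue-restricted splicing regulators, β-cell identity and maturity, other islet endocrine types, exocrine, duct and stromal types, unfolded protein response, cell cycle and proliferation, nuclear oxidative phosphorylation, glycolysis and disallowed genes, interferon-stimulated genes and cytosolic ribosomal proteins. The 10 lists of the paper are those of Supplemental Tables S2A, S2B, S3C, S3D and S4 and the genes named in its text (receptors and channels, second messenger genes, vesicle genes, splicing targets and transcription factors). Lists were tested with camera at a preset correlation of 0.01 and a threshold of 0.05 after adjustment over 32 lists, then with an estimated correlation and with fry. Camera called 7 lists in *Bmal1*-/- cells and 9 in *Clock*-/- cells, and 0 of these were called with an estimated correlation. For interferon-stimulated genes the estimated correlation was −0.0041, below the preset 0.01. Their adjusted p in *Clock*-/- cells still went from 0.00664 to 0.277. Correlation between genes therefore does not account for the loss of this list, and the cause of the loss was not tested.

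Genes were named by a rule set before the data were examined. It takes every gene that the paper names for these libraries, including those of Supplemental Tables S3C and S3D, whose values in the paper's tables had been seen, and the targeted genes. It adds the 10 largest rises and falls per knockout among called genes with a mean TPM of at least 20 in the higher group and groups that do not overlap, and per list the 2 members with the largest change in each direction at a mean TPM of at least 5. *Gclm*, *Hmox1*, *Ins2*, *Iapp*, *Gcg*, *Sst*, *Ppy*, *Phactr2*, *Pabpc5*, *Mov10*, *Hspa5* and *Atf4* were chosen after their values were seen. In all, 213 genes are named in the tables and 202 were tested, and some genes that the rule selects are not reported here.

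THRAP3 peaks are the authors' HOMER lists, 2 per genotype, made from reads they aligned with Bowtie2 2.2.4. The signal of a peak (its tags scaled to the same total in every library), its score and its fold over input are the authors' values as deposited, and the score was used only to rank peaks within a list. Overlaps, promoters and event regions were computed with bedtools 2.31.1 and Python 3.11.15 on the GENCODE vM21 annotation of GRCm38, which has the coordinates of mm10. Motifs were counted as exact matches on either strand in the reference sequence. The eCLIP libraries, the ChIP-seq inputs and the splicing results were not analysed here, except for the events listed in Supplemental Tables S1 and S4.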

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

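Of the tests below, those on the chance placement of genes on chromosomes, on splits of the samples and on motifs and GC content in THRAP3 peaks were chosen after the result was seen.

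Compared directly, 2182 genes differed between *Bmal1*-/- and *Clock*-/- cells at the thresholds used for the calls, of which 939 were higher and 1243 lower in *Bmal1*-/- cells, a balance that turned to 698 and 627 at a mean TPM of at least 5 and to 3420 and 3277 without a minimum fold. The real split of these libraries is 1 of 10, too few for a share under 0.05, and the highest of the others gave 0. Of the genes called in both knockouts, 69 had opposite directions, and all 69 differed between the knockouts. *Ins1* was higher in *Bmal1*-/- than in *Clock*-/- cells, with a log2 difference of 5.25 (standard error 0.07, adjusted p = 1.7e-10). *Gcg*, the glucagon gene, was lower, with a log2 difference of −4.52 (standard error 0.06, adjusted p = 1.7e-10), from 476 ± 15.3 TPM in WT to 52.2 ± 2.44 in *Bmal1*-/- and 1225 ± 77.3 in *Clock*-/- cells (SD, n = 3 in each). *Sst*, the somatostatin gene, was lower too, with a log2 difference of −4.00 (standard error 0.13, adjusted p = 1.8e-08). *Npas2* was lower in *Bmal1*-/- than in *Clock*-/- cells, with a log2 difference of −2.22 (standard error 0.16, adjusted p = 2.5e-06).

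Genes of the unfolded protein response, which the paper does not discuss, fell in *Bmal1*-/- cells in 24 of 30 cases and rose in 1. In *Clock*-/- cells 17 fell and 2 rose (18 and 2 adjusted over the list alone), and 13 fell in both. *Creld2* had log2 fold changes of −1.95 and −1.31, *Sdf2l1*, on chromosome 16, of −1.30 and −1.15, and *Hspa5*, the chaperone BiP, of −1.08 and −0.56. *Atf4* had log2 fold changes of −1.51 and −0.14 (adjusted p = 0.0803), while *Chac1* moved apart, with −2.10 and 1.00, as did *Trib3*, with −1.73 and 0.46. Camera gave an adjusted p = 2.0e-10 in *Bmal1*-/- and 5.1e-05 in *Clock*-/- cells, and an adjusted p = 0.500 and 0.962 with an estimated correlation.

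On chromosome 16 the median log2 fold change of the 427 genes tested was −0.46 in *Clock*-/- cells (186 fell and 8 rose) and 0.01 in *Bmal1*-/- cells, and on chromosome 11 it was 0.35 in *Bmal1*-/- cells (512 of 1201 genes rose and 117 fell) and 0.06 in *Clock*-/- cells. Chance placement of changed genes is excluded by 10000 permutations of blocks of 20 neighbouring genes (p = 0.0001, the smallest they can give), and GC content and gene length as the whole cause by the median of −0.41 that chromosome 16 kept after their trend was subtracted. A changed number of copies of the whole chromosome in the selected clone may explain the shifts of chromosomes 16 and 11, since all parts of chromosome 16 shared it, with −0.43 in the part nearest to 0, and those of chromosome 11 had 0.26 to 0.40. Chromosomes 1 (medians of −0.35 in *Bmal1*-/- and −0.25 in *Clock*-/- cells) and 15 (−0.25 and −0.28) shifted alike in both lines (block permutation test, p = 0.0001 each). Chromosome 5 fell mainly in *Clock*-/- cells (−0.26, block permutation test, p = 0.0001, 276 fell and 38 rose) against −0.12 in *Bmal1*-/- cells. A change in 1 knockout clone does not predict a shift in both lines. Both comparisons share the WT libraries, so a difference on the WT side would shift both lines alike, and was not tested. The parts of these chromosomes were not compared, and the cause of their shifts stays open. An effect of the lost protein on these chromosomes is not separated from the clone by the design and was not tested.

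The antioxidant response element, a site the paper does not report on, was counted only as TGACTCAGC, which contains the AP-1 site TGACTCA. In this form it lay in 17.1% of the peaks of WT replicate 1, against 0.309% of windows beside them. It lay in 2.87% to 5.40% of the peaks of the other libraries. Among the 808 highest-scored peaks of each library it lay in 17.1% and 17.3% in WT and 13.4% and 14.9% in *Bmal1*-/- libraries, so the gap goes with the length of the list. Whether factors of this element recruit THRAP3 stays open, since the frequency of the element in peaks is itself the result to be explained. Its odds ratio within groups of like GC content was 12.0 at the lowest over all peaks. Among promoter peaks it was 7.38 at the lowest (3 libraries, as no window beside those of WT replicate 1 held it). Sequence rich in G and C as the whole cause is excluded, as the odds ratio was 12.0 to 63.2 over all peaks and up to 161 among the 808 highest-scored. Of the 3 strongest shared peaks, in the 200 bp around their centres, the peak near *Hmox1* holds 3 exact matches in each library and those at *Gclm* and near *Ezh2* hold 0, so the element is not shown to account for them. Other forms of the element were not searched, so its absence from these peaks is not shown either. *Gclm* mRNA had log2 fold changes of −0.21 (adjusted p = 0.0912) and −1.02 (adjusted p = 3.3e-05), and *Hmox1* of −1.53 (adjusted p = 3.2e-07) and −0.36 (adjusted p = 0.00440). Both genotypes have the element, and a difference between them was not tested.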

How the results depend on the processing

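Of the settings below, the subtraction of chromosome medians, the backgrounds of tested and length-matched genes and all settings for the event regions of Table S1 were chosen after the data were seen, and all others before the data were examined. The counts of genes called in each comparison and in both knockouts were compared with the reported ones. They stayed within 1.5 times with a pseudocount of 0.1 or 0.5, no filter, either rescaling, 2 groups per fit, no trend and an adjusted p under 0.05. They also did with each library left out, chromosome medians subtracted (1668, 1063 and 453 genes in *Bmal1*-/-, *Clock*-/- and both) and a replicate block (1758, 1089 and 467). Genes called in both with opposite directions did not, and went from 69 to 134 with a pseudocount of 0.1 and 105 with 0.5. Those that rose in both went from 66 to 105 and 86. Leaving out each library gave 1687 to 1809 genes in *Bmal1*-/-, 1064 to 1220 in *Clock*-/- and 450 to 498 in both. With a mean TPM of at least 5 there were 1060, 566 and 233, and 1325 between the knockouts, since fewer genes are tested, with 75.1% in the same direction and 74.3% of those falling; 425 rose and 635 fell in *Bmal1*-/- cells, and 698 were higher and 627 lower in *Bmal1*-/- than in *Clock*-/- cells, the other way from the reported balance. Without a minimum fold, which admits smaller changes by construction, there were 5926, 3590, 2033 and 6697, with 75.6% in the same direction, 67.0% falling and 11 genes of Supplemental Table S4; 2773 rose and 3153 fell in *Bmal1*-/- cells, 1428 rose and 2162 fell in *Clock*-/- cells, and 3420 were higher and 3277 lower between the knockouts, also the other way. With limma's treat against a log2 fold change of 1, stricter by construction, there were 483, 317, 121 and 584, with 90.9% in the same direction and 0 genes of Table S4. With the authors' deposited p-values 710 genes were shared, 76.5% in the same direction and 77.3% falling, with 4 genes of Table S4, and with a pseudocount of 0.1 the shares were 79.0% and 79.1%, and the cause was not tested. Genes of Table S4 numbered 1 with chromosome medians subtracted and 1 to 3 with a library left out (1 without *Clock*-/- replicate 2, where *Reln* drops out, and 3 without WT replicate 2). The correlation of both knockout effects was 0.296 with a pseudocount of 0.1, 0.367 over called genes only and 0.299 to 0.333 with a library left out. Lists called numbered 16 with camera, 0 with an estimated correlation and 28 with fry, which does not compare a list with other genes. Of the named genes, 8569 results over all settings had the same direction and side of the threshold, 155 passed it newly, 506 no longer did (187 of these under treat) and 2 reversed. Both reversals arose with chromosome medians subtracted, by construction, in *Clock*-/- cells: *Cyc1* went from −0.27 to 0.0048 and *Son* from −0.45 to 0.0066. Set tests were on the same side 432 times, newly past the threshold 27 times and no longer past it 21 times. TPM without counts limits genes at a few TPM most, whose fold depends on the pseudocount.

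For THRAP3, at 8-fold over input the peaks numbered 477 and 3479 in WT and 7480 and 7430 in *Bmal1*-/- libraries, 358 and 3242 were found in both replicates, the overlap was 37.8%, the correlations of tags were 0.781 between genotypes, 0.852 in WT and 0.865 in *Bmal1*-/- cells, and 0% of WT and 2.97% of *Bmal1*-/- event regions of Table S4 held a peak, with fewer peaks by construction. With 808 top peaks in every library, 392 and 509 were found in both replicates, the overlap was 47.8%, the correlations 0.759 between genotypes and 0.884 in *Bmal1*-/- cells, and 0 event regions held a peak in either genotype. The overlap was 40.1% when 50% of both peaks had to overlap and 59.1% with centres within 500 bp, and 50.0% to 73.5% with a library left out, the highest without WT replicate 2. Without that library 7.37% of Table S4 genes held a WT peak. Event regions with a peak ranged from 0 to 3.96% in WT, the lowest without WT replicate 2, and from 1.98% to 6.93% in *Bmal1*-/- cells, the lowest without *Bmal1*-/- replicate 2. For Table S1 the event regions with a peak went from 5.84% to 3.11% in WT at 8-fold over input, 0% with 808 top peaks and 0% without WT replicate 2, and from 13.2% to 10.1% in *Bmal1*-/- cells at 8-fold over input, 0.778% with 808 top peaks, 8.95% without *Bmal1*-/- replicate 1 and 10.1% without replicate 2, with fewer peaks by construction. The share of Table S4 genes with a peak exceeded that of all annotated genes, but against genes of matched length it was 32.6% in WT (p = 0.902 in Fisher's exact test, no longer past the threshold) and 62.0% in *Bmal1*-/- cells (p = 1 in Fisher's exact test, reversed). The background share rose from 15.6% of all annotated genes in *Bmal1*-/- cells to 31.8% of protein-coding genes, 50.9% of tested ones and 62.1% at matched length, and in WT from 6.29% to 12.8%, 20.4% and 31.5%, so with the steps in this order gene type and expression carry most of the move, and length the rest. With 2 ChIP-seq libraries per genotype, the difference between genotypes was not tested.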

Differences from the paper's values

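The paper states 3035 genes altered in *Bmal1*-/- cells, and 1773 were called here at the same thresholds but with another test. It falls within 1.5 times the paper's value with a pseudocount of 0.1 (2336) or 0.5 (2114) and with the authors' deposited p-values over the genes tested here (2367), and with none of the other alternatives set before the data were examined. The paper's 3035 genes are also those of its deposited table at these thresholds, where 687 of them are below the filter used here and 1684 are among the calls. For genes altered in both lines the paper's number is 815 and the number here is 472, and the same 3 settings bring it within 1.5 times (637, 586 and 710) and no other does. For genes altered in the same direction the paper's number is 640 and the number here is 403, which the same 3 settings (503, 481 and 543) and leaving out *Clock*-/- replicate 3 bring within 1.5 times, and no other does. Of these, the paper counts 136 that rose and 66 rose here, which a pseudocount of 0.1 and the authors' p-values bring within 1.5 times, and no other setting. The paper places 4 of the 95 alternatively spliced genes among them and 2 are there here, with 4 under the authors' p-values, 3 under a pseudocount of 0.1 or 0.5 and 3 without WT replicate 2, and the other settings leave the difference. All 531 tested genes of Supplemental Table S3A had the paper's direction in both lines.

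The paper describes its spliced genes with altered level as reduced in both lines, and here *Snap25* and *Reln* fell while *Erc2* (log2 fold changes of 0.85 and 0.94) and *Phactr2* (0.96 and 1.57) rose. The paper names *Usf2*, *Tfe3*, *Maz*, *Jun*, *Elk1* and *Elf1* as up-regulated in mutant cells. Here 5 of the 6 rose in *Bmal1*-/- cells, *Usf2* alone rose in *Clock*-/- cells as well, and *Elk1* passed the test in neither (0.26 (adjusted p = 0.0986) and 0.15 (adjusted p = 0.353)), while the authors' deposited values for *Elk1* are a log2 fold change of 0.305 (adjusted p = 0.00381) in *Bmal1*-/- cells and 0.203 (adjusted p = 0.0812) in *Clock*-/- cells. Supplemental Table S2B lists 64 altered RNA-binding proteins, 60 of the 61 tested had the table's sign here, and 2 entries of the table, one of them *Thrap3*, have an adjusted p in the table that is over the stated threshold (0.998 for *Thrap3*, the paper's value).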

Other observations

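Of the tests below, those on splits of the samples, sequencing depth, differences between immunoprecipitations and the lines of the peak lists were chosen after the result was seen.

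The *Bmal1*-/- libraries listed 2189 to 2691 of 20599 genes at 0 TPM and the WT libraries 687 to 905. Lower depth is excluded as the cause, since the log2 TPM of 1 read, relative to WT replicate 1, was at most 0.052 in *Bmal1*-/- libraries and up to 0.201 in WT. Whether fewer reads from unspliced RNA are the cause stays open, since the median log2 fold change of sense intronic genes, −0.26 in *Bmal1*-/- and 0.16 in *Clock*-/- cells, lay between the bounds set before the test, and whether the genotype or the clone lowered such RNA cannot be told apart with 1 clone per genotype. Protein-coding genes above 0 TPM numbered 14818 to 14929 in WT and 13977 to 14211 in *Bmal1*-/- libraries, so the zeros are not limited to noncoding RNA. Long intergenic RNAs fell in 142 cases and rose in 17.

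Each knockout against WT allows 10 splits of the libraries, too few for a share under 0.05. The real splits gave 1773 and 1113 genes and the highest of the others 0 in each comparison. For genes called in both knockouts, 3 of 100 splits, the real one included, gave at least 472, and the highest other gave 898. The 7 other splits above 0 all take a whole genotype as the reference, so their counts follow from a structure of the samples and the splits do not decide on chance.

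*Bmal1*-/- replicate 1 had 2.11 times as many THRAP3 peaks as WT replicate 2, which has more tags, so sequencing depth is excluded as the source of this difference. The peak numbers of the WT libraries differed by 7.58 times, more than the 3.63 times between the genotypes' means, and a difference in enrichment between immunoprecipitations cannot be told apart from the genotype with 2 libraries each. The peak numbers that the paper states equal the lines of the lists less 1, header lines included, with a difference of 0 in both, against 12949 and 6128 peaks.

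Markers of other islet cell types (18 listed, 11 tested) fell in 6 and rose in 3 cases in *Bmal1*-/- cells (7 and 3 adjusted over the list alone), and 3 fell and 3 rose in *Clock*-/- cells. Of 9 tested markers of exocrine, duct and stromal types, 7 fell in *Bmal1*-/- cells, and 6 fell and 2 rose in *Clock*-/- cells (camera, adjusted p = 0.00118 and 0.0376; adjusted p = 0.500 and 0.962 with an estimated correlation). Among 35 genes of the cell cycle, 13 rose and 3 fell in *Bmal1*-/- cells (camera, adjusted p = 0.0413; adjusted p = 0.980 with an estimated correlation), and 5 rose and 11 fell in *Clock*-/- cells (5 and 13 adjusted over the list alone), where *Ccnd2* rose with a log2 fold change of 2.32 against −1.44 in *Bmal1*-/- cells. Of 56 nuclear genes of oxidative phosphorylation, 10 rose and 7 fell in *Bmal1*-/- cells (8 and 4 adjusted over the list alone), and 12 rose and 1 fell in *Clock*-/- cells (14 and 1 adjusted over the list alone; camera, adjusted p = 5.9e-05; adjusted p = 0.985 with an estimated correlation). Of 22 interferon-stimulated genes, 7 rose and 6 fell in *Bmal1*-/- cells (9 and 7 adjusted over the list alone), and 9 fell in *Clock*-/- cells, *Usp18* most, with a log2 fold change of −2.27 (camera, adjusted p = 0.00664; adjusted p = 0.277 with an estimated correlation). Of 28 genes of glycolysis and genes that β cells keep low, 12 rose and 7 fell in *Bmal1*-/- cells, and 12 rose and 5 fell in *Clock*-/- cells (13 and 6 adjusted over the list alone; camera, adjusted p = 0.00400; adjusted p = 0.985 with an estimated correlation). Of 73 ribosomal protein genes, 9 rose and 11 fell in *Bmal1*-/- cells (5 and 8 adjusted over the list alone), and 4 fell in *Clock*-/- cells (2 adjusted over the list alone).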
